# CD103^–^CD8^+^ T cells promote neurotoxic inflammation in Alzheimer’s disease via granzyme K–PAR-1 signaling

**DOI:** 10.1038/s41467-025-62405-6

**Published:** 2025-09-24

**Authors:** Eleonora Terrabuio, Enrica Caterina Pietronigro, Alessandro Bani, Vittorina Della Bianca, Carlo Laudanna, Barbara Rossi, Giulia Finotti, Bruno Santos-Lima, Elena Zenaro, Ermanna Turano, Gabriele Tosadori, Matteo Calgaro, Nicola Vitulo, Monica Castellucci, Daniela Cecconi, Jessica Brandi, Nikolaos Vareltzakis, Fabiana Mainieri, Antonella Calore, Gabriele Angelini, Bruno Bonetti, Gabriela Constantin

**Keywords:** Neuroimmunology, Alzheimer's disease

## Abstract

Immune mechanisms contribute to the neuropathology of Alzheimer’s disease (AD) but the role of adaptive immune cells is unclear. Here we show that the brain CD8^+^ T cell compartment is dysregulated in AD patients and in the 3xTg-AD mouse model, accumulating activated CD103^–^ tissue-resident memory T cells that produce large amounts of granzyme K (GrK). These CD103^–^CD8^+^ T cells originate from the circulation and migrate into the brain using LFA-1 integrin. Ablation of brain CD103^–^CD8^+^ T cells in 3xTg-AD mice ameliorates cognitive decline and reduces neuropathology. GrK induces neuronal dysfunction and tau hyperphosphorylation in human and mouse cells via protease-activated receptor-1 (PAR-1), which is expressed at higher levels in the AD brain, revealing a key immune-mediated neurotoxic axis. We conclude that communication between CD8^+^ T cells and the nervous system is altered in AD, paving the way for therapies targeting T cell-dependent neurotoxic inflammation.

## Abstract (web summary)

Neuroimmune communication in Alzheimer’s disease (AD) is poorly understood. Here, the authors show that CD103–CD8+ resident memory T cells induce neurotoxicity and neuroinflammation in AD via the granzyme K–PAR-1 axis.

## Introduction

The dysregulation of innate and adaptive immunity is a driving force in the development of Alzheimer’s disease (AD), the most common form of dementia, affecting more than 32 million people worldwide^1^. Classical AD neuropathology is characterized by β-amyloid (Aβ) deposition, tau hyperphosphorylation, and the loss of neurons and synapses, but more recent evidence shows that chronic inflammation promoted by local and peripheral immune cells is also a hallmark of AD^2,3^.

CD8^+^ T cells are one of the most intriguing components of the AD immunological landscape. During immune responses, these cytotoxic cells produce classical granzymes (such as GrA and GrB), perforin, and a plethora of cytokines^4^. Most CD8^+^ T cells in healthy non-lymphoid organs have a tissue-resident memory (Trm) phenotype, fulfill a local protective role, and can rapidly mount immune responses^5^. However, CD8^+^ T cells also infiltrate the brains of AD patients and equivalent animal models^6–13^. Aging is the main risk factor for AD and recent studies have shown that CD8^+^ T cells also accumulate as the brain ages, promoting axonal degeneration by releasing GrB^14^. But although CD8^+^ T cells are found in close proximity to neuronal structures in AD, it is unclear whether this communication between adaptive immune cells and neural cells promotes disease development^9^. Furthermore, recent studies suggest that the meningeal compartment, which is highly enriched in immune cell populations, may also contribute to AD, but the role of meningeal CD8^+^ T cells in disease development is unclear^15^.

In most previous studies of AD brains, CD8^+^ T cells have been considered as a single homogeneous population^6–8,10^. However, there is clear evidence in other tissues to support the presence of CD8^+^ T cell subsets with district roles during homeostasis and immune responses^4^. The population of CD8^+^CD45RA^+^CCR7^-^ T effector memory (T_EMRA_) cells expands in the peripheral blood of individuals with mild cognitive impairment (MCI) and AD, and in the cerebrospinal fluid (CSF) following infection with Epstein–Barr virus (EBV), suggesting particular CD8^+^ T cell phenotypes may also play a role in AD^9^. Furthermore, CD69^+^CD103^+^ and CD69^+^CD103^–^CD8^+^ Trm cells have been observed in the human brain^16^, but the findings involved a heterogeneous group of subjects with multiple sclerosis (MS), various types of dementia and bipolar disorders, as well as controls with no brain disease. AD patients formed a minority in this mixed group, so it was not possible to determine how CD8^+^ Trm cell populations are represented in the AD brain.

The presence of CD8^+^ T cell subsets has also been proposed in transgenic animal models of AD. However, these studies involved mice with separate Aβ or tau pathology and showed that CD8^+^ T cells may have protective or deleterious effects depending on the disease stage and type of pathology^7,10–13,17^. In APP/PS1 mice with late-stage Aβ pathology, the abundance of CD103^+^CD8^+^ T cells increased, and their transcriptomic profile was similar to wild-type (WT) mice, potentially explaining why the depletion of CD8^+^ T cells does not affect amyloid pathology^10,11^. The Trm marker CD103 (αE integrin) is also more abundant in the 5xFAD mouse model, which develops an early and aggressive amyloid pathology, together with higher levels of CXCR6 and PD-1 compared to WT controls, and this CD8^+^ T cell subset has a protective anti-Aβ role suppressing the activation of microglia^13^. Although CD8^+^ T cells generally seem to be deleterious in a model of pure tauopathy^17^, the role of specific subsets is less clear. P301S mice expressing APOE4 accumulate activated CD11c^+^, KLRE1^+^ and ISG15^+^ CD8^+^ T cells while the pool of TOX^+^PDCD1^+^ exhausted CD8^+^ T cells is depleted. However, P301S mice lacking APOE show no increase in the abundance of brain CD8^+^ T cells despite tauopathy, suggesting additional signals are needed for CD8^+^ T cell responses in AD^12^.

Aβ and tau pathologies have a synergistic effect in AD and diagnosis requires the presence of both hallmarks^18–20^. Here we performed single-cell RNA sequencing (scRNAseq) in the 3xTg-AD mouse model, which develops both amyloid and tau pathologies, to investigate how brain and meningeal CD8^+^ T cell subsets may shape the neuropathology of AD. We found that CD8^+^ Trm cells are strongly dysregulated in 3xTg-AD mice, with the number of activated CD103^–^ cells increasing as the CD103 expression level declines in the CD8^+^ T cell population. We showed that the brain is the main site of CD8^+^ T cell dysregulation and found that CD103^–^CD8^+^ T cells originate from the circulation and invade the brain using a mechanism dependent on integrin LFA-1. We also observed higher levels of granzyme K (GrK) in the CD103^–^CD8^+^ T cells of 3xTg-AD mice and patients with AD compared to controls and discovered a role for GrK in the induction of neuronal dysfunction through the activation of protease-activated receptor 1 (PAR-1). Finally, we demonstrated that GrK–PAR-1 interaction induces tau hyperphosphorylation, revealing a critical immune-mediated neurotoxic axis. Together, our data show that dysfunctional communication between the immune system and central nervous system (CNS) mediated by CD103^–^CD8^+^ T cells and GrK–PAR-1 signaling contributes to the development of AD, identifying key molecular mechanisms that can be targeted to prevent immune-mediated neurotoxic inflammation.

## Results

### CD103^–^CD8^+^ Trm cells accumulate in the brains of 3xTg-AD mice

Previous studies suggested that CD8^+^ T cells play a detrimental role in AD, but the subsets that drive the disease and the underlying mechanisms that contribute to disease development are still unclear^6–12^. We therefore compared the phenotypes and functions of CD8^+^ T cells in WT and 3xTg-AD transgenic mice, the latter developing amyloid and tau pathologies representing neuropathological characteristics of human AD patients. 

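Brain CD45 HIGH leukocytes were pooled from 8 female WT mice and from 8 female 3xTg-AD mice at 6 months of age, and each pool gave 1 droplet library in which transcripts were counted with unique molecular identifiers (UMIs). Counts from the meninges were not among the data used here, so the values added here come from the brain alone. The authors aligned the reads to mm10 with Cell Ranger 6.0.1 and deposited raw UMI counts for all barcodes, cells or not. The sample labels name the v3.1 chemistry of the 10x Genomics kit, whereas the methods name v3 and the paper's list of reagents names both. The WT library held 769296 barcodes and 16658925 UMIs and the 3xTg-AD library 1227939 barcodes and 32251974 UMIs. Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial counts were kept, since the methods name these filters without thresholds. Of 1780 WT and 3418 3xTg-AD barcodes that passed, the 25 and 93 with the highest doublet scores were removed. The 1755 WT cells had a median of 5974 UMIs and 1998 genes, and the 3325 3xTg-AD cells had 6017 UMIs and 1946 genes. Cells of both libraries were clustered together with the Leiden algorithm on 2000 variable genes, without integration, and clusters were named from fixed marker genes. CD8+ T cells, defined by *Cd3d*, *Cd3e*, *Cd3g*, *Trac* and *Trbc2* with *Cd8a* or *Cd8b1*, made up 26.4% (24.3 to 28.5%) of WT and 23.8% (22.4 to 25.3%) of 3xTg-AD cells. CD4+ T cells made up 18.6% (16.8 to 20.5%) of WT and 5.95% (5.17 to 6.81%) of 3xTg-AD cells. B-like cells were not compared between genotypes, since cluster 8, with 132 WT and 108 3xTg-AD cells, had more plasma cell genes (*Jchain*, *Mzb1*) than B cell genes (*Cd79a*) of the fixed markers among its leading genes, and cluster 16, led by *Ms4a1* and *Cd79a*, held 33 and 51; both together are called B and plasma cells below. Microglia-like cells, with *P2ry12* and *Tmem119*, made up 14.4% (12.8 to 16.1%) of WT and 30.3% (28.8 to 31.9%) of 3xTg-AD cells, and macrophage-like cells, with *Mrc1* and *Pf4*, 9.46% (8.13 to 10.9%) of WT and 7.55% (6.67 to 8.50%) of 3xTg-AD cells. NK-like cells made up 4.05% (3.17 to 5.08%) of WT and 5.17% (4.44 to 5.98%) of 3xTg-AD cells, and neutrophil-like cells 1.48% (0.970 to 2.16%) of WT and 2.95% (2.40 to 3.58%) of 3xTg-AD cells. The sort for CD45 HIGH cells can set these shares, that of microglia above all, since resting microglia carry little CD45. The choice between CD4 and CD8 could not be made for 4.96% of WT and 2.05% of 3xTg-AD cells, and clusters with too few markers or led by genes of another cell type, by thresholds set after seeing the data, left 3.30% and 7.34% of cells without a name. Expression is given as CPM, the counts summed over the cells of a group and scaled by the group's total, and a gene is called higher or lower where the 95% interval of the ratio of its summed counts lies on one side of 0 on the log2 scale. Intervals are exact, binomial (Clopper-Pearson) for shares and Poisson for counts, and cover counting error only. With 1 library per genotype, no difference between genotypes has a replicate check or a p-value.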

Single-cell RNA sequencing (scRNAseq) of CD45^HIGH^ leukocytes isolated from the meninges and brains of 3xTg-AD (*n* = 8) mice as well as sex and age-matched WT controls (*n* = 8) at the onset of cognitive deficit^21,22^ (Fig. 1a) revealed 13 cell types, including CD8^+^ and CD4^+^ T cells, neutrophils, B cells, natural killer (NK) cells, innate lymphoid cells (ILCs), macrophages, and microglia (Fig. 1b; Supp. Fig. 1a-c). Clustering analysis applied to the whole CD8^+^ T cell population (3,098 cells representing 19.06% of all CD45^HIGH^ leukocytes; Supp. Fig. 1c) revealed the presence of five subsets (Fig. 1c), each characterized by the strong expression of known marker genes (Fig. 1d-f; Supp. Data 1): (i) T central memory (Tcm) cells (4.52%) expressing *Sell*, *Ccr7*, *Nsg2*, *Dapl1* and *Cmah*^23,24^; (ii) T effector cells (11.43%) expressing *Gzma*, *S1pr5*, *Cx3cr1*, *Zeb2*, *Klrg1* and *Klf2*^24,25^; (iii) CD103^–^ Trm cells (64.59%) expressing *Gzmk*, *Cxcr6*, *Cxcr3*, *Ltb*, *Xcl1*, *Tnf* and *Eomes*^26,27^; (iv) proliferating Trm (Trm^PROL^) cells (4.29%) expressing *Chek1, Stmn1, Cdk1, Mki67, Mcm2, Mcm5, Mcm7, Tfdp1* and *Pola2*^28,29^ and (v) CD103^+^ Trm cells (15.24%) expressing *Gstp3*, *Foxo1, Il10*, *Il17a* and *Il2ra*, as well as *Itgae*, encoding CD103, which is related to the tissue residence phenotype^30–32^. 

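In the brain alone, the 463 WT and 792 3xTg-AD CD8+ T cells fell into clusters that carried the markers of central memory, effector, proliferating and tissue-resident cells. Tcm-like cells were defined by *Sell*, encoding the lymph node homing receptor CD62L, with *Ccr7*, *Nsg2*, *Dapl1*, *Cmah*, *Lef1* and *Tcf7*. Effector-like cells were defined by the egress receptor gene *S1pr5* with *Cx3cr1*, *Zeb2*, *Klrg1*, *Klf2* and *Klre1*, and Trm-like cells by *Cxcr6*, *Cxcr3*, *Ltb* and *Xcl1*. The 76 Tcm-like cells formed cluster 6, in which 78.9% of cells had a *Sell* UMI, and the 110 effector-like cells formed cluster 4, in which 57.3% had an *S1pr5* UMI. The 722 CD103- Trm-like cells formed clusters 0, 1, 2 and 8, and 80.1% of them had a *Cxcr6* UMI. Cluster 0, with 31 WT and 212 3xTg-AD cells, was led by *Trdc*, a constant gene of the γδ T cell receptor, and *Car2*. Cluster 1 was led by the immediate early and heat shock genes *Fosb*, *Hspb1*, *Egr1* and *Bag3*, and cluster 8 by the interferon-induced genes *Rsad2*, *Ifit3*, *Cxcl10* and *Isg15*. Another 320 Trm-like cells formed clusters 3, 5 and 7, in which 29.1% of cells had an *Itgae* UMI against 7.89% of the CD103- Trm-like cells. Of these 320 cells 296 were WT, and of the 722 CD103- Trm-like cells 666 were 3xTg-AD. The 2 percentages thus also hold the difference between the libraries, and do not by themselves show that the clusters part cells by CD103. Of the study's CD103+ markers, *Il10* and *Il17a* had a UMI in under 1% of cells of every subset, and no cluster was raised in 3 of these markers, so that clusters 3, 5 and 7 are called Trm-like cells rich in *Itgae*. The 27 proliferating Trm-like cells formed cluster 9. Clusters were made from 1500 variable genes without *Itgae*, *Eomes*, *S1pr1*, the granzyme genes, *Prf1*, *Cd69* and the transcription factor and cytokine genes of Fig. 2d, f, though *Itgae* and *Tnf* were among the markers behind the names and *Itgae* decided which Trm-like clusters were called rich in it. The thresholds behind the names were set after seeing the data.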

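*Cd69*, which encodes a lectin that holds T cells in tissue and marks recent activation, was found in a large part of the brain CD8+ T cells of both genotypes. Its level across CD8+ T cells was higher in 3xTg-AD, as was the share of cells in which it was found. *Cd69* (ENSMUSG00000030156, chromosome 6 of GRCm38 from 129267325 to 129275436) had at least 1 UMI in 50.5% (45.9 to 55.2%) of WT and 57.8% (54.3 to 61.3%) of 3xTg-AD CD8+ T cells. With each cell thinned to 1000 UMIs, a depth that left out no CD8+ T cell, the shares were 24.2% (20.4 to 28.4%) and 32.2% (29.0 to 35.6%). Neutrophil-like cells, which make little *Cd69*, showed a *Cd69* UMI in 3.85% of WT and 6.12% of 3xTg-AD cells at that depth. The median depths were 5327 and 4836 UMIs in CD8+ T cells and 5752 and 7181 UMIs in neutrophil-like cells. *Cd69* stood at 506 CPM in WT and 668 CPM in 3xTg-AD, a log2 ratio of 0.40 (0.30 to 0.50). The direction depended on how CD8+ T cells were defined: with a gate on *Cd8a* or *Cd8b1*, *Cd3d*, *Cd3e* or *Cd3g* and no *Cd4* UMI in each cell, in place of clusters, the log2 ratio of *Cd69* was -0.089. That gate took 454 WT and 890 3xTg-AD cells. Under it *Cx3cr1* and *Zeb2*, which microglia-like cells carry at high levels, turned from lower to higher in 3xTg-AD. Barcodes of other cell types within the gate are thus not excluded, which was not tested. Among Trm-like cells, *Cd69* was higher in 3xTg-AD with a log2 ratio of 0.41, but by clusters, within CD103- Trm-like cells, the ratio was 0.093 (-0.096 to 0.29), and when Trm-like cells were divided by an *Itgae* UMI, a split chosen after seeing the data, *Cd69* was higher in those without one, at 0.70 (0.57 to 0.84), and lower in those with one, at -0.80 (-1.11 to -0.51). In effector-like cells the ratio was 0.31 (-0.01 to 0.63).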

*Cd69*, previously associated with the tissue residence phenotype but also with the activation of T cells^5^, was expressed by most of the CD8^+^ T cells in both 3xTg-AD and WT mice (Supp. Fig. 1d). Flow cytometry experiments confirmed this phenotypic characterization of CD8^+^ T cells showing that: (i) Tcm highly expressed CD62L, encoded by *Sell* gene, and were negative for CD69; (ii) T effector highly expressed CX3CR1, granzyme A (GrA) and granzyme B (GrB), and were negative for CD69; (iii) CD103^–^ Trm cells were positive for CD69^+^ and expressed high levels of Eomes; and (iv) CD103^+^ Trm cells were positive for CD69^+^ and expressed low levels of Eomes (Fig. 2a, b; Supp. Fig. 5f–h). 

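Proliferating Trm-like cells, marked by *Mki67*, *Stmn1* and *Cdk1* of the dividing cell and by the DNA licensing genes *Mcm2*, *Mcm5* and *Mcm7*, were rare among brain CD8+ T cells of both genotypes. They numbered 11 of 463 WT cells, a share of 2.38% (1.19 to 4.21%), and 16 of 792 3xTg-AD cells, a share of 2.02% (1.16 to 3.26%). The intervals of the shares overlap, so that a difference between genotypes was not detectable at this number of cells. Across all CD8+ T cells, 3 of 30 measured cell cycle genes were higher and 8 lower in 3xTg-AD. *Mcm6*, a subunit of the replicative helicase, had a log2 ratio of -1.20, *Ccnb1*, a mitotic cyclin, one of -1.94 and *Cenpa*, the histone of the centromere, one of 1.07. The median of the list, -0.29, lay at percentile 43.4 of 10000 random lists matched on expression, a description of these 2 libraries.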

Very few Trm^PROL^ cells were found in the scRNAseq dataset and these cells were not characterized by flow cytometry.

**Fig. 1:**
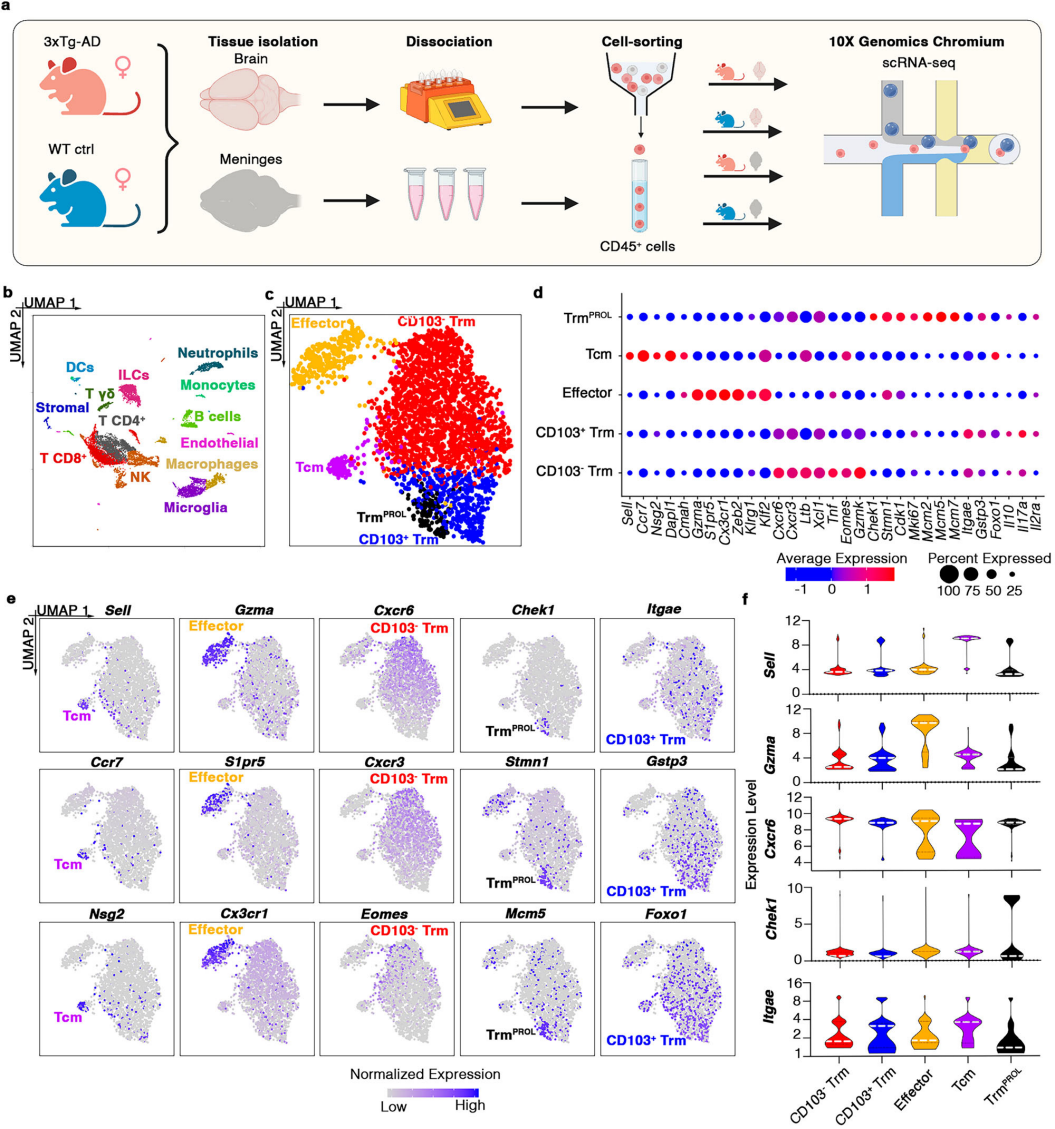
Characterization of CD8 T cell phenotype in 3xTg-AD and WT mice. **a** Graphical overview of the scRNAseq experimental design created in BioRender. Terrabuio, E. (2025) https://BioRender.com/f3lmkb2. **b** UMAP plot showing CD45^HIGH^ leukocytes detected in the brains and meninges of wild-type (WT; *n* = 8) and 3xTg-AD (*n* = 8) mice. CD8^+^ T cells (*n* = 3,098) are shown in red. **c** UMAP plots showing the five subsets of CD8^+^ T cells detected in the brains and meninges of WT (*n* = 8) and 3xTg-AD (*n* = 8) mice. **d** Bubble plot reporting the phenotypic marker genes for each CD8^+^ T cell subset. Transcript levels are color-coded. **e** Normalized expression of known marker genes on UMAP plot. Transcript levels are color-coded. **f** Violin plots showing the expression of marker genes for each CD8^+^ T cell subset. White dashed line indicates the median expression level.

**Fig. 2:**
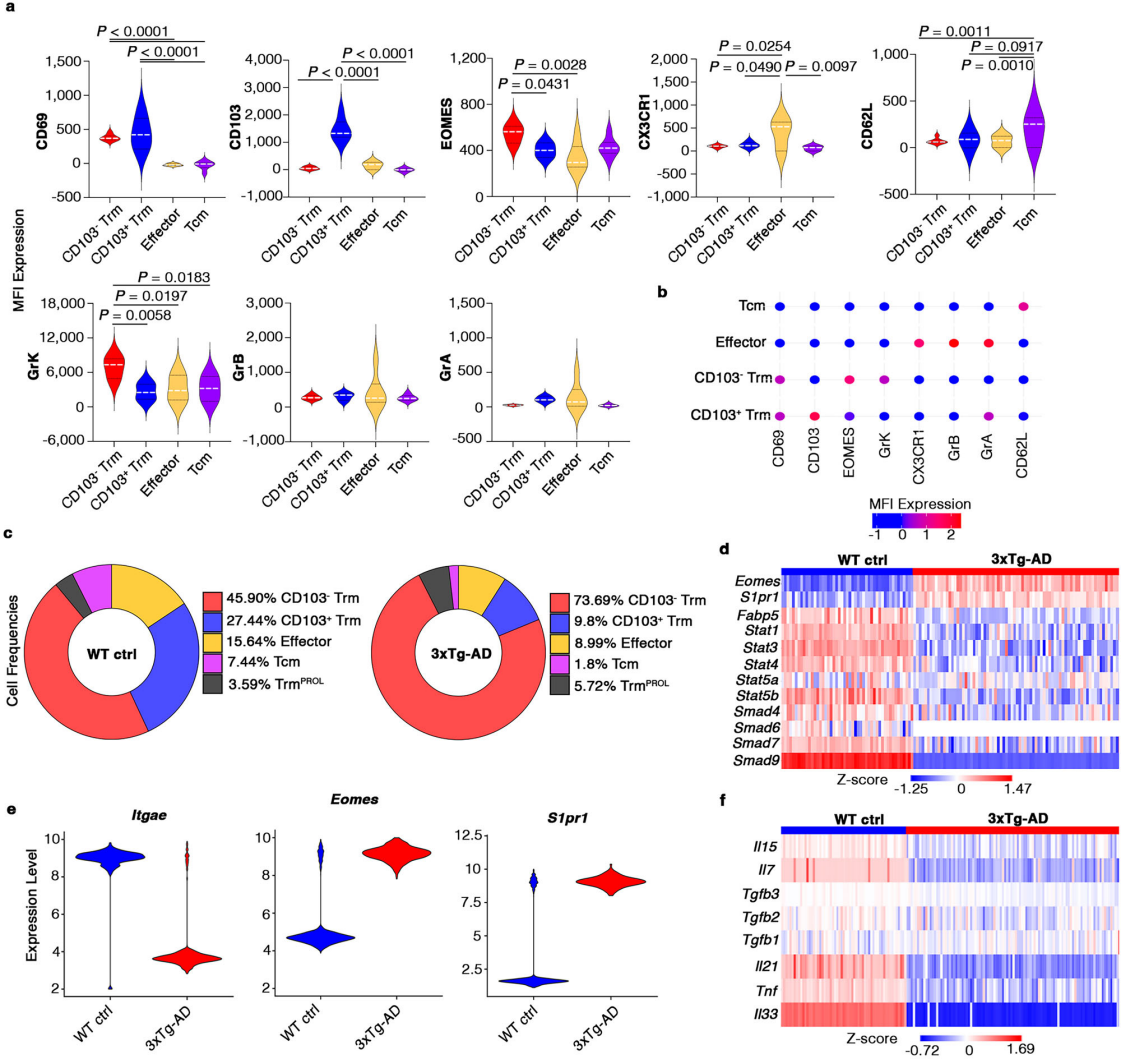
The CD8^+^ Trm compartment is altered in the brains of 3xTg-AD mice. **a**, **b** Violin plots (g) and bubble plot (h) showing the expression of phenotypic markers detected by flow cytometry in the brains and meninges of WT (*n* = 3 pools of two organs each) and 3xTg-AD (*n* = 3 pools of two organs each) mice. White dashed line indicates the median expression level in violin plots (g). MFI expressions in the bubble plot (h) are scaled and color-coded. *P*-values are based on two-way ANOVA - multiple comparisons. Source data are provided as a Source Data file. **c** Donut plots indicating the distribution of CD8^+^ T cell subsets in the brains of WT (left) and 3xTg-AD (right) mice **d** Heat map showing the expression of residency genes in the brains and meninges of WT and 3xTg-AD mice. Transcript levels are color-coded. **e** Violin plots showing gene expression in the brains of WT (*n* = 8) and 3xTg-AD (*n* = 8) mice. **f** Heat map showing the expression in CD45^HIGH^ leukocytes of genes in brains of WT (*n* = 8) and 3xTg- AD (*n* = 8) mice. Transcript levels are color-coded.

To better understand differences in the CD8^+^ population between 3xTg-AD and WT mice, we separately analyzed the phenotypic changes in the brain and meningeal compartments. Notably, scRNAseq analysis revealed an almost three-fold reduction in the abundance of CD103^+^CD8^+^ Trm cells in the brains of 3xTg-AD mice (WT = 27.44%, 3xTg-AD = 9.8%) with a parallel increase in the abundance of CD103^–^CD8^+^ Trm cells (WT = 45.9%, 3xTg-AD = 73.69%) (Fig. 2c). 

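*Itgae*, which encodes the CD103 chain of the integrin that binds E-cadherin on epithelial and other cells, was found in fewer brain CD8+ T cells of 3xTg-AD mice than of WT mice. Trm-like cells with and without CD103 differed in opposite directions, while Trm-like cells as a whole took a somewhat larger share of 3xTg-AD cells. Effector-like and Tcm-like cells took smaller shares in 3xTg-AD. With each cell thinned to 1000 UMIs, 42 of 463 WT cells, or 9.07% (6.62 to 12.1%), and 15 of 792 3xTg-AD cells, or 1.89% (1.06 to 3.10%), had an *Itgae* UMI. Without thinning the shares were 24.0% and 7.32%. At 2000 UMIs per cell, which left out 19 WT and 33 3xTg-AD cells, they were 14.6% and 3.29%. Microglia-like cells, which lack CD103, had an *Itgae* UMI in 0 of 253 WT and 2 of 1009 3xTg-AD cells at 1000 UMIs, with median depths of 12068 and 6996 UMIs, and the upper bound of the WT share was 1.45%. Trm-like cells rich in *Itgae* made up 63.9% (59.4 to 68.3%) of WT and 3.03% (1.95 to 4.48%) of 3xTg-AD CD8+ T cells, and CD103- Trm-like cells 12.1% (9.27 to 15.4%) and 84.1% (81.4 to 86.6%). Together the Trm-like cells made up 76.0% (71.9 to 79.8%) and 87.1% (84.6 to 89.4%). Effector-like cells made up 12.7% (9.84 to 16.1%) and 6.44% (4.83 to 8.38%), and Tcm-like cells 8.86% (6.43 to 11.8%) and 4.42% (3.10 to 6.09%). Different clusters held the Trm-like cells of the 2 libraries, clusters 3, 5 and 7 in WT and clusters 0, 1, 2 and 8 in 3xTg-AD, and a cluster made mostly of 1 library can stand for that library as well as for a cell type. When Trm-like cells were instead divided by the presence of an *Itgae* UMI, a split chosen after seeing the data, cells without one made up 53.8% of WT and 81.2% of 3xTg-AD CD8+ T cells, and cells with one 22.2% and 5.93%. A cell without a UMI can still express *Itgae*, and the share with one rose with depth, from 9.07% to 24.0% of WT cells. Shares from this split therefore depend on depth.

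**Figure D1:**
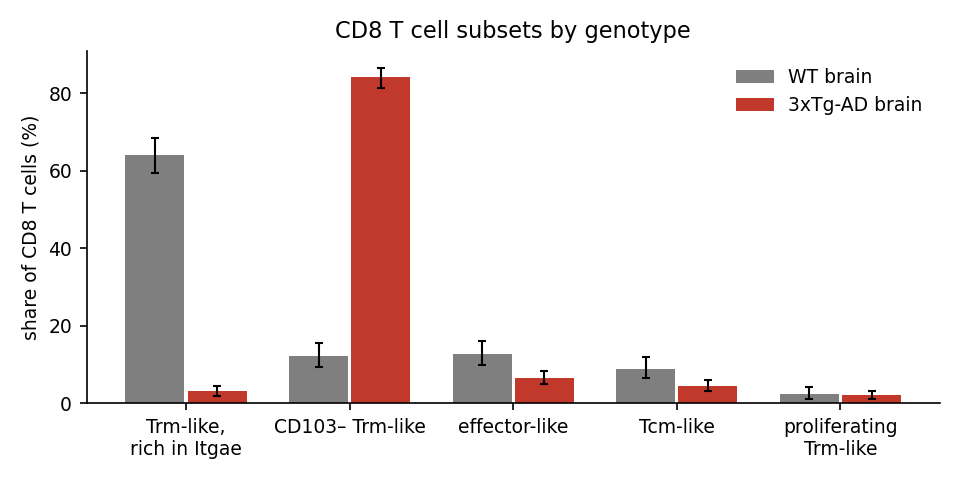
Share of brain CD8+ T cells in each subset (y axis, percent) in WT (grey) and 3xTg-AD (red) mice, with 1 library per genotype; error bars are 95% exact binomial intervals. Trm-like cells rich in *Itgae* lead in WT and CD103- Trm-like cells in 3xTg-AD.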

Notably, the probability to observe CD103^–^CD8^+^ Trm cells was significantly higher (OR = 3.30; *P*-value = 0) in the brain of 3xTg-AD mice compared to those of WT controls (Data source Fig. 2). In contrast, the probability to observe CD103^+^CD8^+^ Trm cells was significantly lower (OR = 0.29; *P*-value = 0.0038) in the brain of 3xTg-AD mice compared to those of WT controls (Data source Fig. 2). However, these changes were not evident in the meninges, where there was no significant accumulation of CD103^–^ cells (OR = 0.72; *P*-value = 0.09) and the proportion of CD103^+^ cells (WT = 11.97%, 3xTg- AD = 19.01%; OR = 1.72; *P*-value = 0) increased only slightly (Supp. Fig. 1e; Data source Supp. Fig.1). These data suggest that the major alterations in the CD8^+^ Trm cell compartment occur in the brain, as corroborated by data showing the downregulation of several transcription factor (TF) genes related to the CD103^+^ tissue residence phenotype (*Fabp5*, *Stat1*, *Stat3*, *Stat4*, *Stat5a*, *Stat5b*, *Smad4*, *Smad6*, *Smad7* and *Smad9*) and the suppression of genes encoding key cytokines involved in the differentiation and maintenance of CD103^+^ Trm cells (*Il15*, *Il7*, *Tgfb3*, *Tgfb2*, *Tgfb1*, *Il21*, *Tnf* and *Il33*; Fig. 2d, f). Moreover, the expression level of *Itgae* was reduced, whereas the expression of *Eomes* and *S1pr1*, which inhibits the CD103^+^CD8^+^ T cell phenotype^5,31^, was upregulated in CD8^+^ T cells from the brains of 3xTg-AD mice compared to WT controls (Fig. 2e). These data highlight the dysregulation of brain CD8^+^ T cells and the depletion of the CD103^+^ Trm population, presumably affecting CNS immunity and contributing to disease development.

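The odds that a brain CD8+ T cell was CD103- Trm-like, that is, from a Trm-like cluster not rich in *Itgae*, were higher in 3xTg-AD than in WT. The name is relative, and the WT cells that carried it were not low in *Itgae*. *Itgae* stood at 119 CPM in these 56 WT cells and at 20.3 CPM in the 666 3xTg-AD cells, against 115 CPM in all WT CD8+ T cells. The odds of being Trm-like at all were also higher in the joint clustering, by a smaller factor. The odds ratio of 3xTg-AD over WT was 38.4 for CD103- Trm-like cells (666 of 792 against 56 of 463 cells) and 2.13 for all Trm-like cells. The ratio for CD103- Trm-like cells lay between 32.9 and 55.4 under the 10 settings planned for the calling of cells and the clustering. All 10 clustered both libraries together without integration, so they could not test the effect of the separation of the libraries. The size of the ratio rested on how far the clusters separated the libraries. It was 3.71 with Trm-like cells divided by an *Itgae* UMI, 2.45 with genes standardised within each library before clustering and 1.72 with each library clustered on its own, all chosen after seeing the data. In the last of these, the WT clusters called CD103- had an *Itgae* UMI in 26.1, 33.3 and 32.7% of cells. The WT cluster rich in *Itgae* had one in 30.0%, so those names did not separate WT cells by *Itgae* detection. With each library clustered on its own, Trm-like cells with or without CD103 made up 75.8% (71.6 to 79.6%) of WT and 76.1% (73.0 to 79.1%) of 3xTg-AD CD8+ T cells, an odds ratio of 1.02, but this left out a 3xTg-AD cluster of 68 cells that carried *Cxcr6* and *Xcl1* and was led by genes of another lineage such as *C1qc*. With that cluster named by its T cell markers, a setting also chosen after seeing the data that made it rich in *Itgae*, the 3xTg-AD share was 84.7% and the odds ratio 1.77, and the ratio of CD103- Trm-like cells was 1.72, or 2.63 with standardised genes. Cells are not replicates, so no p-value accompanies these ratios.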

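Trm-like cells rich in *Itgae*, the nearest brain counterpart of CD103+ Trm cells, had lower odds in 3xTg-AD than in WT, and so had effector-like and Tcm-like cells. The odds ratio of 3xTg-AD over WT was 0.0176 for Trm-like cells rich in *Itgae*, with 24 3xTg-AD against 296 WT cells, and it lay between 0.00686 and 0.0256 under the planned settings. For Trm-like cells with an *Itgae* UMI it was 0.220, with 47 3xTg-AD and 103 WT cells, and for the cluster rich in *Itgae* from standardised genes 0.292. That cluster had a median of 2092 UMIs and an *Itgae* UMI in 20.8% of its cells. Clusters called CD103- from standardised genes had one in 6.29 to 17.7%. The ratio of 0.292 thus rests on a shallow cluster that *Itgae* detection sets apart only in part. With each library clustered on its own, 0 3xTg-AD and 50 WT cells lay in clusters rich in *Itgae*, and 68 and 50, an odds ratio of 0.776, when a 3xTg-AD cluster led by genes of another lineage was counted, with overlapping intervals of the shares. An *Itgae* UMI was found in 16.2% of those 68 3xTg-AD and 30.0% of those 50 WT cells. WT clusters called CD103- in that setting had one in 26.1 to 33.3%, so 0.776 says little about CD103. These divisions were chosen after seeing the data. Effector-like cells, which carry *S1pr5* and *Cx3cr1*, had an odds ratio of 0.471, Tcm-like cells one of 0.476 and proliferating Trm-like cells one of 0.847.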

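*Fabp5*, a fatty acid carrier on which Trm cells feed, and the cytokine signalling genes *Stat1* and *Stat5a* were lower in brain CD8+ T cells of 3xTg-AD mice by less than 2-fold, of which *Fabp5* alone stayed lower beyond counting error when scaled by the median of ratios, and no gene of the group was higher. The cytokine genes went both ways over all kept cells, which include stromal-like and endothelial-like ones: *Il21*, which encodes a T cell cytokine, and *Tgfb1* were lower in 3xTg-AD, while *Tnf*, *Tgfb3*, *Tgfb2* and the alarmin gene *Il33* were higher. Of 8 measured transcription factor genes of Fig. 2d, 3 were lower and 5 had intervals that reached 0, in a list that the study drew from these samples. *Fabp5* had a log2 ratio of -0.74 (-1.18 to -0.29), *Stat1* of -0.37 (-0.53 to -0.22) and *Stat5a* of -0.54 (with an upper bound of -0.069). *Stat3* stood at -0.24, *Stat4* at -0.22, *Stat5b* at -0.37, *Smad4* at -0.29 and *Smad7* at -0.14, and *Smad6* and *Smad9* had no UMI in CD8+ T cells. The median of all genes was itself -0.27 in CD8+ T cells, a shift of 0.27 against scaling by the median of ratios. On that scale *Fabp5* stood at -0.47 (-0.91 to -0.023), while the intervals of *Stat1*, at -0.10 (-0.26 to 0.055), and *Stat5a*, at -0.27 (-0.73 to 0.20), reached 0, and *Stat3* (0.028), *Stat4* (0.051) and *Smad7* (0.13) changed sign. The list's median of -0.33 lay at percentile 28.2 of matched random lists. In CD103- Trm-like cells 1 of 8 genes was lower, *Stat1* at -0.85. Over all kept cells, 4 of 8 cytokine genes were higher and 2 lower, with a median log2 ratio of 0.56 at percentile 97.6. *Il21* had 29 and 2 UMIs in WT and 3xTg-AD, a log2 ratio of -4.88 (-7.99 to -2.90), and *Tgfb1* had a log2 ratio of -0.19 (-0.26 to -0.12). Over all kept cells the median of ratios shifted log2 ratios up by 0.13. That is farther than the upper bound of *Tgfb1* lay below 0, so *Tgfb1* did not count as lower on that scale. Within CD4+ T cells *Il21* had 27 and 1 UMIs, a log2 ratio of -3.82 (-9.17 to -1.22). *Tnf* had a ratio of 1.59 (1.53 to 1.64), *Tgfb3* of 1.88 (1.40 to 2.40) and *Tgfb2* of 1.16 (0.52 to 1.84). By class, *Tnf* was higher in microglia-like (1.15), macrophage-like (1.29) and γδ-like cells (0.86). It was lower in CD4+ T cells (-0.81) and NK-like cells (-1.67). Values over all kept cells thus also rest on the shares of the classes, in which microglia-like cells rose and CD4+ T cells fell. *Il33* had 34 UMIs in 3xTg-AD and none in WT, at least 5.58-fold higher against a floor of 3 counts, but 1 of these UMIs lay in macrophage-like cells and none in CD8+ or CD4+ T cells, B and plasma cells or NK-like, γδ-like, microglia-like, monocyte-like, neutrophil-like or dendritic-like cells. *Il15* stood at -0.014 (-0.36 to 0.34) and *Il7*, with 7 and 8 UMIs, at -0.83 (-2.49 to 0.87). Without the stromal-like, endothelial-like and unnamed clusters, a setting chosen after seeing the data, *Tgfb3* turned to -1.08 and *Tgfb2* to -2.31, and with at most 5% mitochondrial counts they turned to -0.095 and -0.31, while *Tnf* stood at 1.04 without those clusters. Within CD8+ T cells the 3 measured cytokine genes had a median of 0.41, with *Tnf* at 0.41 and *Tgfb1* at -0.52.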

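*Itgae*, encoding CD103, was lower in brain CD8+ T cells of 3xTg-AD mice, and *Eomes*, a T-box transcription factor of effector and memory CD8+ T cells, was higher. *S1pr1*, which encodes the receptor that guides T cells out of tissue along sphingosine-1-phosphate, had nearly the same CPM in both genotypes across CD8+ T cells. Scaled by the median of ratios it was slightly higher in 3xTg-AD there, and among Trm-like cells it was higher without that scaling. *P2rx7*, a sensor of extracellular nucleotides, and *Itga1*, the collagen-binding integrin chain CD49a, were lower too, while residency genes as a list stayed within the range of random lists. *Itgae* (ENSMUSG00000005947, chromosome 11 of GRCm38 from 73090583 to 73147446) stood at 115 CPM in WT and 21.5 CPM in 3xTg-AD (289 and 92 UMIs), 5.35-fold lower in 3xTg-AD, with a log2 ratio of -2.42 (-2.78 to -2.08). *Eomes* (ENSMUSG00000032446, chromosome 9 of GRCm38 from 118478212 to 118486132) stood at 18.7 CPM in WT and 154 CPM in 3xTg-AD (47 and 661 UMIs), 8.25-fold higher in 3xTg-AD, with a log2 ratio of 3.04 (2.62 to 3.50). *S1pr1* (ENSMUSG00000045092, chromosome 3 of GRCm38 from 115710433 to 115715072) stood at 62.9 CPM in WT and 63.7 CPM in 3xTg-AD (158 and 273 UMIs), with a log2 ratio of 0.020 (-0.27 to 0.31). Relative to the median of ratios the log2 ratios were -2.15 for *Itgae*, 3.32 for *Eomes* and 0.29 (0.0023 to 0.58) for *S1pr1*. Among Trm-like cells they were -2.84 (-3.22 to -2.47), 2.93 (2.47 to 3.42) and 0.76 (0.30 to 1.25) before that correction. At 1000 UMIs per cell an *Eomes* UMI was found in 1.73% (0.749 to 3.38%) of WT and 14.8% (12.4 to 17.4%) of 3xTg-AD CD8+ T cells, against 0.395% and 0.496% of microglia-like and 0% and 1.99% of macrophage-like cells (upper bound 4.59% in 3xTg-AD), and an *S1pr1* UMI in 5.40% (3.52 to 7.87%) and 5.68% (4.17 to 7.53%) of CD8+ T cells, against 0 of 26 and 0 of 98 neutrophil-like cells. Without thinning *Eomes* was found in 7.34% and 37.9% and *S1pr1* in 19.4% and 21.0% of CD8+ T cells. Of 20 measured genes of core tissue residency, 3 were higher and 9 lower, with *P2rx7* at -2.60, *Zfp683*, encoding the residency factor Hobit, at -2.87 and *Itga1* at -1.58, and the list's median lay at percentile 51.5. Of 16 genes of egress and circulation, 5 were higher and 7 lower (percentile 78.4), with *Klrg1* at -1.49 and *S1pr5* at -1.34, both markers of the smaller effector-like subset. Within CD103- Trm-like cells, the residency list lay at percentile 0.345 and the egress list at percentile 100, with *Klf2*, the factor that drives *S1pr1*, at 0.64. In those cells markers of microglia and macrophages were higher too (median 1.02, percentile 100), and microglia-like cells held *Klf2* at 3203 CPM in WT and 4629 CPM in 3xTg-AD, so that RNA of other cells is not excluded as a part of the change in egress genes. Of 13 genes that respond to TGF-beta, 1 was higher and 6 were lower (percentile 25.6), with the co-receptor gene *Tgfbr3* at -1.87. From these changes in subsets and genes, the paper proposes that loss of the CD103+ Trm population affects immunity of the CNS and contributes to disease.

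**Figure D2:**
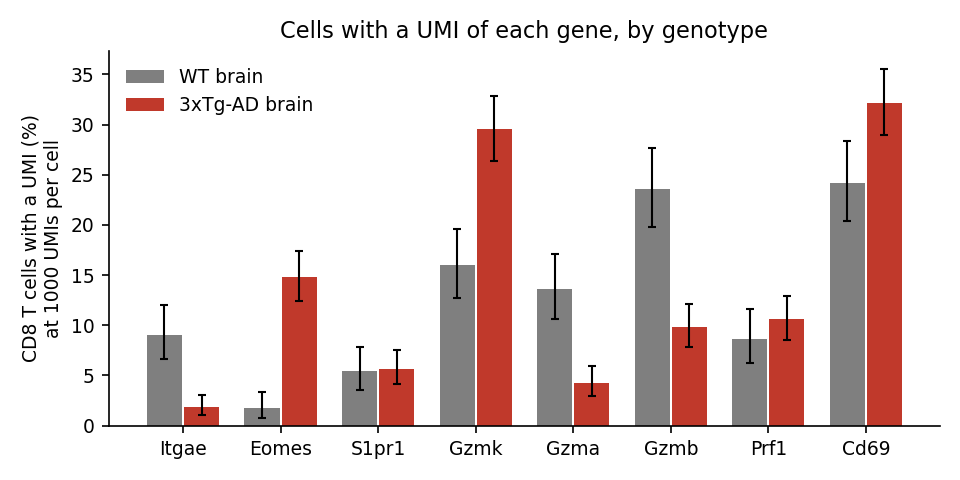
Percent of brain CD8+ T cells with at least 1 UMI of each gene (y axis) at 1000 UMIs per cell in WT (grey) and 3xTg-AD (red) mice, with 1 library per genotype; error bars are 95% exact binomial intervals. *Itgae*, *Gzma* and *Gzmb* are found in fewer 3xTg-AD cells, *Eomes* and *Gzmk* in more, and *S1pr1* in similar shares.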

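*Itgae*, the CD103 integrin gene, and *Eomes*, the T-box factor gene, were rarely found in the same brain CD8+ T cell. In 3xTg-AD without thinning the pair met in fewer cells than independent detection would give. In WT, where few cells held *Eomes*, and in both libraries after thinning, the interval reached independence. Among 3xTg-AD cells without thinning, 58 held an *Itgae* UMI, 300 an *Eomes* UMI and 10 both, where independence gives 22.0, a ratio of 0.455 (0.218 to 0.837). An *Eomes* UMI was found in 17.2% of 3xTg-AD cells with an *Itgae* UMI and in 39.5% of cells without. Among WT cells, 111 held an *Itgae* UMI, 34 an *Eomes* UMI and 5 both, where independence gives 8.15, a ratio of 0.613 (0.199 to 1.43). At 1000 UMIs per cell both genes met in 1 WT cell, with 0.726 expected, and in 1 3xTg-AD cell, with 2.22 expected, which decides nothing in either library. At 2000 UMIs per cell they met in 1 3xTg-AD cell, with 5.57 expected, a ratio of 0.180 (0.00455 to 1.001). The trajectory itself, which spans brain and meninges, was not rebuilt.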

The results above were supported by unbiased cell fate trajectory analysis showing that CD8^+^ T cell differentiation followed a tightly organized trajectory along with the pseudo-time progression (Fig. 3a), starting from a common root and ending with two differentiation states distinguished by *Itgae* (Arm A) and *Eomes* (Arm B) expression (Fig. 3b). Only slight differences were observed in the meninges whereas there were clear differences in the brain (Fig. 3c, Supp. Fig. 1f–l), where Arm A of the trajectory plot was populated by a lower proportion of CD103^+^CD8^+^ Trm cells in 3xTg-AD mice compared to WT controls (WT = 26.1%, 3xTg-AD = 14.9%) accompanied by a higher percentage of CD103^–^CD8^+^ Trm cells in Arm B (WT = 54.5%, 3xTg-AD = 75.8%; Fig. 3c; Supp. Fig. 1h-l). This supports the hypothesis that the brain is a fundamental point of CD8^+^ T cell dysregulation in 3xTg-AD mice.

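Within brain Trm-like cells of 3xTg-AD mice, cells without an *Itgae* UMI carried more *Eomes* than cells with one. In WT the difference had the same direction but rested on 35 and 6 *Eomes* UMIs, and the detection of both genes in WT CD8+ T cells showed no departure from independence. Both groups of cells carried more *Eomes* in 3xTg-AD than in WT. The cells with an *Itgae* UMI numbered 103 in WT and 47 in 3xTg-AD, and those without one 249 and 643. The log2 ratio of *Eomes* in cells without over cells with an *Itgae* UMI was 1.40 (0.14 to 2.94) in WT and 2.06 (1.28 to 2.98) in 3xTg-AD. Between genotypes, *Eomes* was higher in 3xTg-AD by a log2 ratio of 2.05 among cells with and 2.71 among cells without an *Itgae* UMI. Cells with an *Itgae* UMI were deeper, at medians of 5548 and 6155 UMIs against 5021 and 4846, and this division of cells was chosen after seeing the data. The arms of the trajectory were not rebuilt, so no share of cells per arm is given.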

**Fig. 3:**
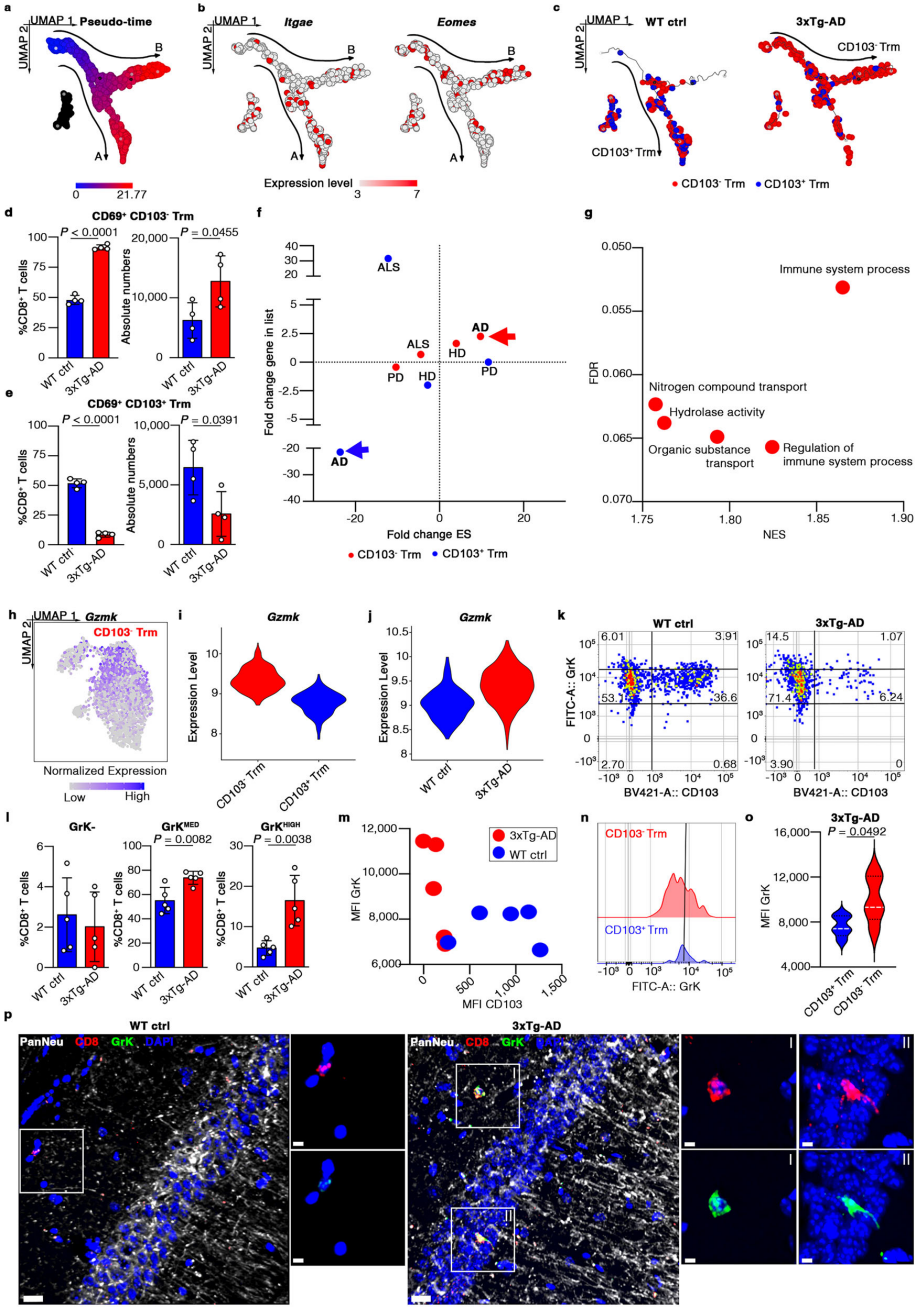
GrK expression is upregulated in brain CD103^–^CD8^+^ Trm cells of 3xTg-AD mice. **a** Pseudo-time ordered trajectory plot of CD8^+^ T cells in the brains and meninges of WT and 3xTg- AD mice. **b** Expression of genes in the trajectory plots. Transcript levels are color-coded. **c** Trajectory plot indicating the distribution of brain CD103^**–**^ and CD103^+^CD8^+^ Trm cells in WT and 3xTg-AD mice. **d, e** Abundances of brain CD103^**–**^ (d) and CD103^+^ (e) CD8^+^ Trm cells in WT (*n* = 4) and 3xTg-AD (*n* = 4) mice. Data are means ± SD. *P*-values based on two-tailed Student’s t-test. **f** Scatter plot showing KEGG pathway enrichment analysis for CD103^**–**^ and CD103^+^ CD8^+^ Trm cells in the brains of 3xTg-AD mice (PD = “*Parkinson disease*”, ALS = “*Amyotrophic lateral sclerosis*”). **g** Bubble plot showing BP-GO GSEA analysis for brain CD103^**–**^CD8^+^ Trm cells in 3xTg-AD mice. **h** Normalized gene expression on UMAP plot of brain and meningeal CD8^+^ T cells. Transcript levels are color-coded. **i** Violin plots showing gene expression in CD103^**–**^ and CD103^+^CD8^+^ Trm cells in the brain and meninges. **j** Violin plot showing gene expression in CD8^+^ T cells in the brains of WT and 3xTg-AD mice. **k** Representative flow cytometry plot showing GrK expression in brain CD8^+^ T cells in WT and 3xTg-AD mice. **l** Bar plots showing the percentage of GrK^**–**^, GrK^MED^, and GrK^HIGH^ CD103^**–**^ CD8^+^ Trm cells in the brains of WT (*n* = 5) and 3xTg-AD (*n* = 5) mice. Data are means ± SD. *P*-values based on two-tailed Student’s t-test. **m** Scatter plot showing MFIs of CD103 and GrK in CD8^+^ T cells in the brains of WT (*n* = 5) and 3xTg-AD (*n* = 5) mice. **n,** **o** Representative histograms (n) and violin plots (o) showing GrK MFI for brain CD103^**–**^ (red) and CD103^+^ (blue) CD8^+^ Trm cells in 3xTg-AD mice. White dashed lines indicate median expressions. *P*-values based on two-tailed Student’s t-test. **p** CD8^+^ T cells (squares) in the brains of WT and 3xTg-AD mice detected by immunofluorescence microscopy. Scale bar = 5 µm or 2 µm for zoomed images.

Flow cytometry showed that most brain CD8^+^ T cells were CD69^+^ (Supp. Fig. 1m) and clearly validated the presence of immune dysregulation in the brain CD8^+^ Trm cell compartment. We observed a dramatic increase in both the proportion and absolute numbers of CD69^+^CD103^–^ Trm cells in the brains of 6-month-old 3xTg-AD mice compared to sex/age-matched WT controls (WT proportion = 48.025%, 3xTg-AD = 88.08%; WT number = 6,224.72, 3xTg-AD = 12,760.5), with CD69^+^CD103^+^ Trm cells showing the opposite profile (Fig. 3d, e). However, we detected no significant differences between genotypes in the numbers of CD103^–^CD8^+^ Trm cells populating the meninges (WT number = 9,018.66, 3xTg-AD = 8,895.18), highlighting the brain as a key site for pathological changes in 3xTg-AD mice (Supp. Fig. 1n, o).

### Brain CD103^–^CD8^+^ T cells show an activated phenotype strongly associated with AD

Gene set enrichment analysis (GSEA) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database reported “pathway of neurodegeneration – multiple diseases”, “Alzheimer’s disease” (AD), and “Huntington disease” (HD) as the three most enriched terms in the brains of 3xTg-AD mice (Supp. Fig. 1p), whereas these pathways were not enriched in the meninges (Supp. Fig. 1q). 

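Lists of respiratory chain, amyloid and tau, and proteasome genes, written here because the study's term lists were not among the data used, went different ways in brain CD8+ T cells. Nuclear genes of oxidative phosphorylation, which encode subunits of the respiratory chain such as *Ndufa6* and *Ndufa4* of complex I and *Uqcrb* of complex III, were higher in 3xTg-AD relative to other genes. Genes of the amyloid and tau pathways, such as *Ide*, encoding a protease that degrades amyloid-β, and genes of the proteasome stayed within the range of random lists, and mitochondrially encoded subunits were lower in larger number than higher. Of 75 nuclear genes of oxidative phosphorylation, 26 were higher and 6 lower in 3xTg-AD, and the list's median of 0.13 lay at percentile 100, with *Ndufa6* at 0.64, *Ndufa4* at 0.54, *Uqcrb* at 0.51 and *Sdha* of complex II at -0.63. Of 13 mitochondrially encoded genes, 4 were higher and 9 lower (percentile 16.7), with *mt-Nd6* at -1.83 and *mt-Co1* at -0.38. Of 38 amyloid and tau pathway genes, 4 were higher and 16 lower (median -0.31, percentile 21.4), with *Ide* at -1.06, the calcium channel gene *Itpr2* at -0.98 and *Apoe*, encoding a lipoprotein of microglia and astrocytes, at 1.29. Of 32 proteasome genes, 0 were higher and 16 lower (percentile 31.0), with *Psmd4* at -0.52 and *Psmd2* at -0.58. Genes of cytosolic ribosomal proteins, all 62 of them higher in 3xTg-AD with a median of 0.44 (percentile 100), moved with the respiratory genes. Markers of microglia and macrophages moved with them too: 13 of 13 were higher (median 1.30), as were 6 of 16 genes of disease-associated microglia (median 0.23) and 8 of 17 genes of homeostatic microglia (median 0.70), with *P2ry12* at 7 and 66 UMIs and *Trem2* at 10 and 71 UMIs; these 2 lists also hold genes that CD8+ T cells express, such as *Cx3cr1* at -1.03. The 3 measured neural markers had a median of 0.12 (percentile 76.4). The enrichment scores of the study were not recomputed.

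**Figure D3:**
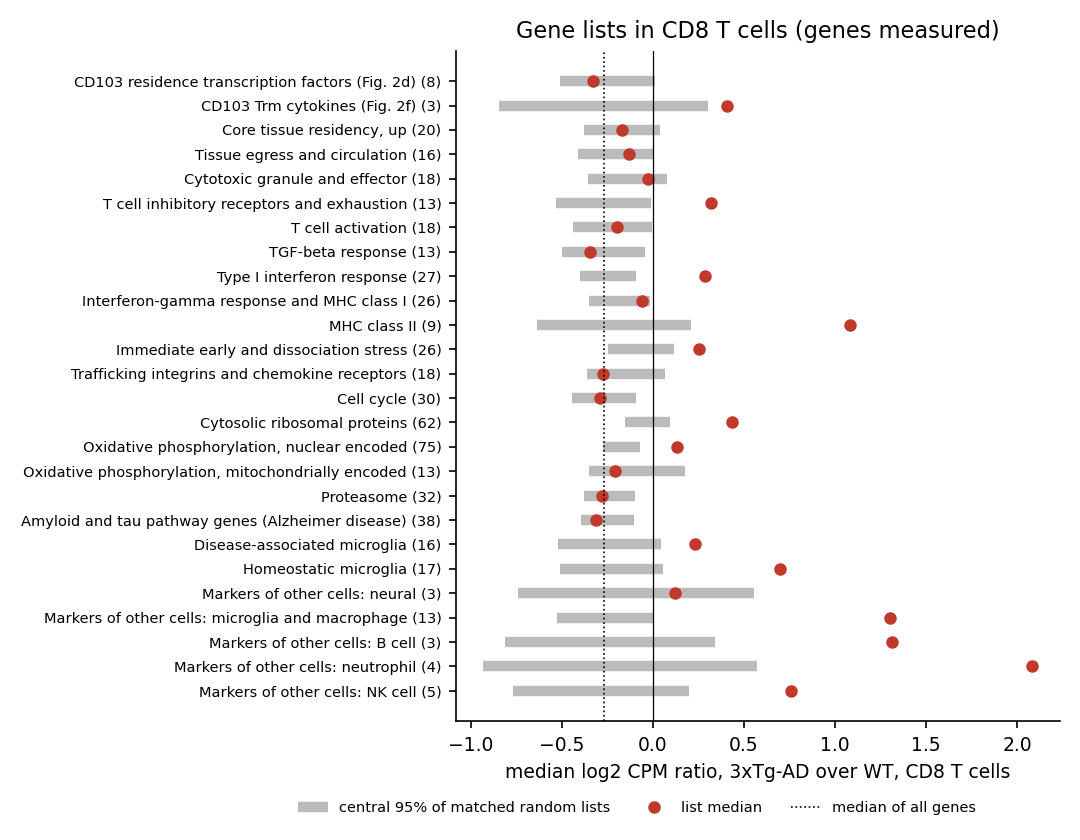
Median log2 ratio of CPM, 3xTg-AD over WT, of each gene list in brain CD8+ T cells (red points, x axis; the number of measured genes is in parentheses), with 1 library per genotype. Grey bars span the central 95% of matched random lists and the dotted line marks the median of all genes; the ribosomal and nuclear respiratory lists lie above their bars and the amyloid, tau and proteasome lists within them.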

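Within brain Trm-like cells, genes of the amyloid and tau pathways hardly separated cells without an *Itgae* UMI from cells with one, in either genotype. Respiratory chain and proteasome genes did not separate them either beyond the range of random lists. In 3xTg-AD, *Itpr2*, encoding a calcium channel of the endoplasmic reticulum, was the 1 amyloid and tau pathway gene that was higher in cells without an *Itgae* UMI, and none was lower. The 34 measured amyloid and tau genes had a median log2 ratio, cells without over cells with an *Itgae* UMI, of 0.037 in 3xTg-AD (percentile 88.6) and 0.024 in WT (33 genes, percentile 57.9). Nuclear genes of oxidative phosphorylation lay at percentiles 57.6 in 3xTg-AD and 81.5 in WT, mitochondrially encoded ones at 10.3 and 18.0 and proteasome genes at 87.8 and 90.5. Between genotypes, CD103- Trm-like cells had 3 of 34 amyloid and tau genes higher and 2 lower in 3xTg-AD (median 0.041, percentile 91.9), with the stress factor gene *Atf4* at 0.83 and *Gsk3b*, encoding a tau kinase, at 0.58. Their nuclear respiratory genes lay at percentile 99.93, and of their 13 mitochondrially encoded ones 0 were higher and 7 lower (median -0.30, percentile 0.220). Only 56 WT cells were CD103- Trm-like, which sets the precision of these ratios.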

Importantly, whereas CD103^+^CD8^+^ Trm cells were negatively associated with the AD pathway suggesting a protective role, CD103^–^CD8^+^ Trm cells infiltrating the brains of 3xTg-AD mice showed a strong positive association with this pathway (Supp. Data 1), further suggesting these cells may be specifically involved in AD (Fig. 3f). Moreover, GSEA applied to the biological process Gene Ontology (BP-GO) database revealed an activated phenotype for CD103^–^CD8^+^ Trm cells populating the brains of 3xTg-AD mice compared to WT controls. Indeed, the five most enriched biological processes included “*Immune system process*” (GO:0002376) and “*Regulation of immune system process*” (GO:0002682), indicating pathways involved in the development of immune responses, “*Nitrogen compound transport*” (GO:0071705), which is related to T cell activation^33^, and “*Hydrolase activity*” (GO:0016787), which mediates the secretion of cytotoxic granules, suggesting a potential pro-inflammatory and cytotoxic role for CD103^–^CD8^+^ T cells in AD^34^ (Fig. 3g). Collectively, our data show a profound dysregulation of the CD8^+^ Trm cell compartment in the brains of 3xTg-AD mice, with a loss of CD103^+^ cells and the accumulation of activated CD103^–^ cells potentially contributing to neurotoxicity and AD development.

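CD103- Trm-like cells of the 3xTg-AD brain carried more of the immediate early genes, such as *Jun*, *Atf3* and *Dusp2*, that T cells switch on within minutes of stimulation or of handling. Genes of T cell activation as a list did not stand out, and members went both ways: *Cd28*, the costimulatory receptor gene, was higher, and *Icos* and the NF-κB inhibitor gene *Nfkbia* were lower. Genes of inhibitory receptors and exhaustion, with *Tox* and *Eomes* in front, were higher relative to random lists. Of 26 immediate early and stress genes, 21 were higher and 0 lower in 3xTg-AD CD103- Trm-like cells, and the list's median of 0.58 lay at percentile 100, with *Atf3* at 2.15 (1.15 to 3.37), *Dusp2* at 1.04 and *Jun* at 0.84. Of 16 activation genes, 1 was higher and 2 were lower (percentile 44.7), with *Cd28* at 1.09, *Icos* at -1.13 and *Nfkbia* at -0.84. Of 12 inhibitory receptor and exhaustion genes, 2 were higher and 0 lower (percentile 99.1), with *Tox* at 0.81. Type I interferon genes had 3 higher and 3 lower of 27 (percentile 38.8), and interferon-γ and MHC class I genes 5 and 4 of 26 (percentile 42.1). Across all CD8+ T cells, 13 of 27 type I interferon genes were higher and 3 lower (median 0.29, percentile 100), with *Rsad2* at 2.41 and *Ifit3* at 1.60. Exhaustion genes had 6 higher and 3 lower of 13 (median 0.32), with *Havcr2*, encoding TIM-3, at 2.93 and *Cd160* at -1.82. Activation genes had 4 higher and 6 lower of 18 (percentile 59.8), interferon-γ and MHC class I genes 7 and 8 of 26 (percentile 92.8), and stress genes 18 and 2 of 26 (percentile 99.95). Among 3xTg-AD Trm-like cells, those without an *Itgae* UMI had higher activation (percentile 99.0), exhaustion (99.96) and stress (100) lists than those with one, and in WT the percentiles were 99.93, 91.8 and 99.93. Markers of other cells were higher in CD103- Trm-like cells of 3xTg-AD too, 8 of 13 for microglia and macrophages (median 1.02, percentile 100) and 2 of 4 for neutrophils (median 1.57), and microglia-like cells of 3xTg-AD had the stress list at a median of 0.79, so that RNA of other cells is not excluded as a part of these values. Of 9 MHC class II genes, which T cells of mice do not make, 5 were higher and 2 lower in CD8+ T cells, with a median of 1.08. The mix of clusters differed as well: cluster 1, led by *Fosb* and *Hspb1*, held 14 WT and 202 3xTg-AD cells, and cluster 2, led by *Tox*, *Eomes*, *Ccl3* and *Ccl4*, 4 and 206, so that these lists compare different clusters in part.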

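Genes of cytotoxic granules and effector secretion were higher as a list in the clusters of CD103- Trm-like cells of 3xTg-AD mice, among them the chemokine genes *Ccl3*, *Ccl4* and *Ccl5*, which draw in other leukocytes, and the granule genes *Gzmk* and *Prf1*, while the direction of *Gzma* depended on how CD103- cells were defined. Across all CD8+ T cells the same list went both ways, and *Gzma* and *Gzmb*, the granzymes of killer cells, were lower. Chemokine receptor and integrin genes for trafficking also went both ways, with *Ccr2*, the receptor that brings cells into inflamed tissue, higher in CD103- Trm-like cells. Of 18 cytotoxic and effector genes, 8 were higher and 1 lower in CD103- Trm-like cells (median 0.33, percentile 99.99), with *Ccl3* at 2.22 (1.55 to 2.98), *Ccl4* at 0.94, *Ccl5* at 0.84, *Gzma* at 2.63 (0.74 to 5.69, 2 and 122 UMIs), *Prf1* at 1.41 (0.62 to 2.34) and *Gzmk* at 1.02. In Trm-like cells without an *Itgae* UMI, a division chosen after seeing the data, *Gzma* was lower in 3xTg-AD, at -2.01 (-2.37 to -1.67) with 173 and 114 UMIs, and *Prf1* and *Gzmk* were higher, at 0.46 and 0.86. In all CD8+ T cells 7 were higher and 8 lower (percentile 86.9), with *Ccl3* at 1.23. Among 3xTg-AD Trm-like cells the list was higher in cells without an *Itgae* UMI (percentile 99.96), while in WT it lay at percentile 16.8. Of 17 trafficking genes in CD103- Trm-like cells, 5 were higher and 4 lower (percentile 90), with *Ccr2* at 1.77 and *Ccr5* at 0.90, and in all CD8+ T cells 3 were higher and 12 lower (percentile 12.9), with *Cxcr4* at 0.88. Markers of other cells moved with these genes in CD8+ T cells: the 4 measured neutrophil markers had a median of 2.08, with *S100a8* at 12 and 157 UMIs, the 3 B cell markers 1.31, with *Igkc* at 71 and 1145 UMIs, and the 5 NK cell markers 0.76, although *Klre1* was lower at -1.51. The study's gene ontology enrichment was not recomputed.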

### CD103^–^CD8^+^ Trm cells produce granzyme K in the brains of 3xTg-AD mice

We next sought to identify the pathological mechanisms mediated by activated CD103^–^ cells under AD-like conditions and found that *Gzmk*, encoding GrK, was one of the most strongly expressed marker genes in the global CD103^–^CD8^+^ Trm cell population (brain and meninges; Fig. 3h, i; Supp. Fig. 2a; Supp. Data 1). 

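In the brain part of this population, *Gzmk*, which encodes the tryptase-like protease granzyme K, was higher in 3xTg-AD Trm-like cells without an *Itgae* UMI than in those with one. In WT Trm-like cells it did not differ between them beyond counting error. Tcm-like cells had no *Gzmk* UMI at all, and effector-like cells had less *Gzmk* than CD103- Trm-like cells. *Gzmk* (ENSMUSG00000042385, chromosome 13 of GRCm38 from 113171608 to 113225908) stood at 450.2 CPM in 3xTg-AD Trm-like cells without and 162 CPM in cells with an *Itgae* UMI (1534 and 49 UMIs), a log2 ratio of 1.48 (1.07 to 1.92). In WT the levels were 249 and 269 CPM (318 and 156 UMIs), a log2 ratio of -0.12 (-0.40 to 0.17). Effector-like cells had 77.1 CPM in WT and 214 CPM in 3xTg-AD. By clusters, CD103- Trm-like cells of clusters 0, 1, 2 and 8 had 211 CPM in WT and 429 CPM in 3xTg-AD. *Gzmk* was left out of the clustering and of the names, and cells from the meninges, which the study pooled with these, were not among the data used here.

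**Figure D4:**
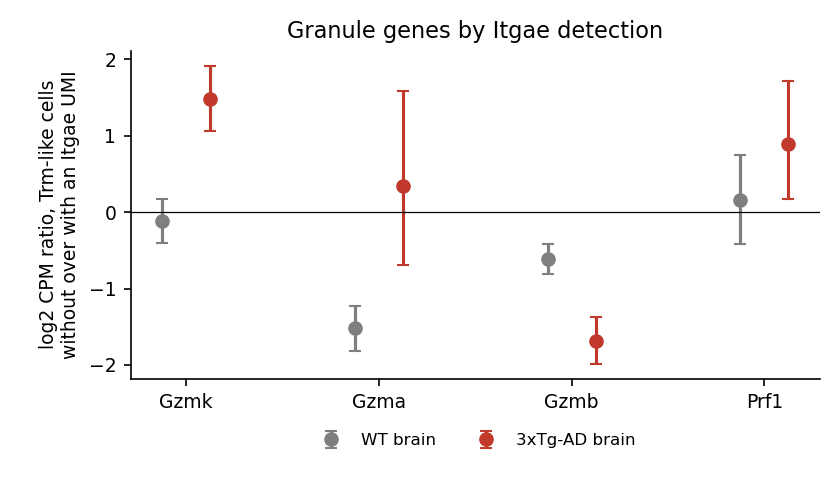
Log2 ratio of CPM, Trm-like cells without over Trm-like cells with an *Itgae* UMI (y axis), of the granule genes *Gzmk*, *Gzma*, *Gzmb* and *Prf1* within the WT (grey) and the 3xTg-AD (red) brain, with 1 library per genotype; error bars are 95% counting intervals. *Gzmk* lies above 0 in 3xTg-AD only, and *Gzmb* below 0 in both.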

Interestingly, the genes encoding other granzymes (*Gzma* and *Gzmb*) and perforin-1 (*Prf1*) were not found in the list of marker genes in CD103^–^CD8^+^ Trm cells compared to other subsets (Supp. Data 1). 

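*Gzma* and *Gzmb*, encoding the granzymes A and B of killer lymphocytes, had a higher level in effector-like CD8+ T cells of the brain than in CD103- Trm-like cells. Both were lower in 3xTg-AD across CD8+ T cells. *Prf1*, encoding the pore-forming protein perforin-1, was somewhat higher in 3xTg-AD. *Gzma* (ENSMUSG00000023132, chromosome 13 of GRCm38 from 113093825 to 113100981) had 6270.2 and 3291 CPM in WT and 3xTg-AD effector-like cells against 5.42 and 33.4 CPM in CD103- Trm-like cells. *Gzmb* (ENSMUSG00000015437, chromosome 14 of GRCm38 from 56258838 to 56262260) had 1462 and 581 CPM against 92.2 and 140.4 CPM, and *Prf1* (ENSMUSG00000037202, chromosome 10 of GRCm38 from 61297833 to 61304680) 168 and 176 CPM against 35.2 and 93.8 CPM. Trm-like cells as a whole had 476 and 141 CPM of *Gzmb* and, being more numerous, held more of its UMIs (884 and 522 UMIs in WT and 3xTg-AD) than effector-like cells (436 and 122 UMIs). Within Trm-like cells, the log2 ratio of cells without over cells with an *Itgae* UMI was -1.52 (-1.81 to -1.22) in WT and 0.34 (-0.69 to 1.59) in 3xTg-AD for *Gzma*, -0.61 (-0.81 to -0.41) and -1.68 (-1.99 to -1.37) for *Gzmb*, and 0.15 (-0.41 to 0.75) and 0.89 (0.17 to 1.72) for *Prf1*. Between genotypes, all CD8+ T cells had a log2 ratio of -2.11 (-2.22 to -1.99) for *Gzma*, -1.69 (-1.83 to -1.56) for *Gzmb* and 0.34 (0.084 to 0.60) for *Prf1*. At 1000 UMIs per cell a *Gzma* UMI was found in 13.6% (10.6 to 17.1%) of WT and 4.29% (2.99 to 5.95%) of 3xTg-AD cells, a *Gzmb* UMI in 23.5% (19.7 to 27.7%) and 9.85% (7.86 to 12.1%) and a *Prf1* UMI in 8.64% and 10.6%. Among cells that do not make granzymes, B and plasma cells showed *Gzma* in 1.82% and 1.26% and *Gzmb* in 0% and 0.629% of cells, and macrophage-like cells *Gzma* in 1.20% and 1.20% and *Gzmb* in 1.20% and 0.398%. Without thinning *Gzma* was found in 17.1% and 7.58% and *Gzmb* in 41.0% and 18.9% of CD8+ T cells. *Prf1* turned to -0.024 with the gate on single cells in place of clusters, a gate in which barcodes of other cell types are not excluded. *Gzmb*, higher in CD103- Trm-like cells of 3xTg-AD at 0.61, turned to -0.047 without doublet removal. In Trm-like cells divided by an *Itgae* UMI, a split chosen after seeing the data, *Gzmb* was lower in 3xTg-AD both without one, at -1.78 (-1.97 to -1.59), and with one, at -0.70 (-1.02 to -0.40), and so was *Gzma*, at -2.01 (-2.37 to -1.67) and -3.87 (-5.10 to -2.87).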

Flow cytometry experiments validated these data confirming the low expression of GrA and GrB but high expression of GrK in the CD103^–^ CD8^+^ Trm population (Fig. 2a, b), suggesting GrK may have a selective functional role in the CD103^–^ CD8^+^ Trm cell subpopulation in AD.

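*Gzmk*, encoding granzyme K, was higher in brain CD8+ T cells of 3xTg-AD mice than of WT mice, both in level and in the share of cells that carried it. The higher level was found in Trm-like cells without an *Itgae* UMI, and Trm-like cells with one had less *Gzmk* in 3xTg-AD. Effector-like cells also had more of it in 3xTg-AD. Across CD8+ T cells *Gzmk* stood at 211 CPM in WT and 394 CPM in 3xTg-AD (530 and 1689 UMIs), 1.87-fold higher in 3xTg-AD, with a log2 ratio of 0.90 (0.76 to 1.05), or 1.17 relative to the median of ratios. The log2 ratio was 0.74 (0.59 to 0.89) in Trm-like cells, 1.02 (0.69 to 1.37) in CD103- Trm-like cells and 1.47 (0.72 to 2.27) in effector-like cells. It was 0.86 (0.68 to 1.04) in Trm-like cells without and -0.74 (-1.23 to -0.26) in those with an *Itgae* UMI. At 1000 UMIs per cell a *Gzmk* UMI was found in 16.0% (12.8 to 19.6%) of WT and 29.5% (26.4 to 32.9%) of 3xTg-AD CD8+ T cells, and without thinning in 48.6% and 70.2%. Among cells that do not make granzyme K, it was found at 1000 UMIs in 0 of 166 WT and 10 of 251 3xTg-AD macrophage-like cells, or 3.98% with an upper bound of 7.205%, and in 0 of 165 and 1 of 159 B and plasma cells, with median depths of 6861 and 7967 UMIs and of 5315 and 4303 UMIs.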

Importantly, *Gzmk* expression was upregulated in the brains but not in the meninges of 3xTg-AD mice compared to WT controls (Fig. 3j; Supp. Fig. 2b). Flow cytometry confirmed the scRNAseq data, showing a dramatic increase in the percentage of GrK-producing CD103^–^CD8^+^ Trm cells (both GrK^MED^ and GrK^HIGH^) infiltrating the brain, but not the meninges, of 3xTg-AD mice compared to WT controls, whereas no differences were observed for brain-infiltrating CD103^–^GrK^–^ CD8^+^ T cells (Fig. 3k–m; Supp. Fig. 2c). Importantly, we also found that the strong increase in intracellular GrK expression was selective for the CD103^–^CD8^+^ Trm cell population (86% of which produced GrK) when compared to the CD103^+^ population (Fig. 3n, o), suggesting the production of GrK is a key pathological mechanism of CD103^–^CD8^+^ Trm cells in the brains of 3xTg-AD mice.

### GrK^+^CD103^–^CD8^+^ Trm cells induce neuronal dysfunction via the GrK–PAR-1 axis

GrK is associated with pro-inflammatory and cytotoxic activities^35^, suggesting that GrK produced by CD103^–^CD8^+^ T cells may induce neuronal dysfunction in AD. Immunofluorescence staining revealed the presence of GrK^+^CD8^+^ T cells in close proximity to hippocampal neurons in the brains of 3xTg- AD mice, whereas CD8^+^ T cells with lower GrK expression were predominantly detected in WT brains (Fig. 3p; Supp. Fig. 2j). These results indicate that GrK^+^CD103^–^CD8^+^ Trm cells may contribute to neuronal alterations in 3xTg-AD mice.

To confirm that GrK^+^CD103^–^CD8^+^ Trm cells directly induce neuronal dysfunction in AD, we used wide-field high-resolution microscopy for the live imaging of primary hippocampal neurons isolated from 3xTg-AD mice co-cultured with CD103^–^ or CD103^+^ CD8^+^ Trm cells obtained from the livers of 3xTg-AD mice, an abundant source of CD8^+^ Trm cells^36^ (Fig. 4a). Immunofluorescence staining confirmed the high density of GrK granules inside CD103^–^CD8^+^ Trm cells compared to CD103^+^ counterparts (Fig. 4b). Time-lapse fluorescence microscopy revealed that primary neurons in contact with GrK^+^CD103^–^CD8^+^ Trm cells, but not those in contact with CD103^+^CD8^+^ Trm cells, showed significantly higher cytoplasmic calcium (Ca^2+^) levels compared to the negative control, clearly indicating that GrK^+^CD103^–^CD8^+^ Trm cells induce intracellular Ca^2+^ dysregulation (Fig. 4c), which is associated with neuronal alterations^37^. Importantly, purified active GrK directly induced intracellular Ca^2+^ release in a dose-dependent manner, unequivocally demonstrating the detrimental role of this enzyme in the context of neuronal dysfunction (Fig. 4d).

**Fig. 4:**
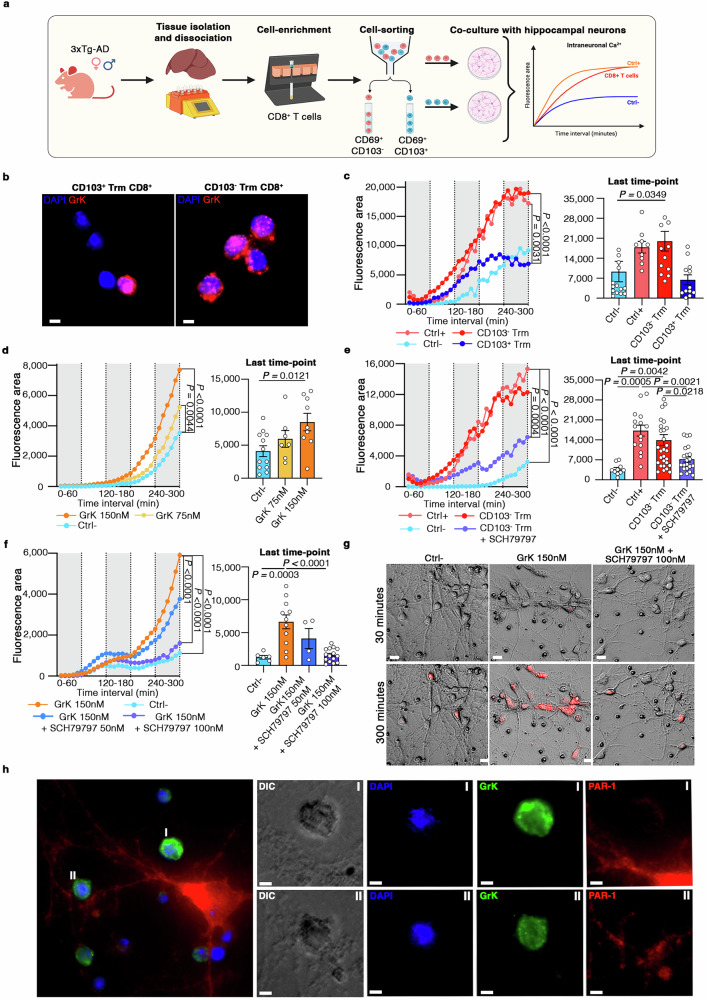
GrK^+^CD103^–^CD8^+^ Trm cells induce neuronal alterations by engaging PAR-1. **a** Graphical overview of the experimental design. Created in BioRender. Terrabuio, E. (2025) https://BioRender.com/ir5h5rf. **b** Immunofluorescence staining showing GrK granules inside CD103^+^ and CD103^**–**^ CD8^+^ Trm cells. Scale bar = 3 µm. **c** Intracellular Ca^2+^ release in neurons co-cultured with CD103^+^ or CD103^**–**^ CD8^+^ Trm cells. The last time point is shown in the right panel. Data are means ± SD from four independent experiments. *P*-values based on two-way ANOVA-multiple comparisons. Ctrl^**–**^ = neurons alone. Ctrl^+^ = ionomycin-stimulated neurons (10 µM). Source data are provided as a Source Data file. **d** Intracellular Ca^2+^ release in neurons treated with purified active GrK or vehicle. The last time point is shown in the right panel. Data are means ± SD from three independent experiments. *P*-values based on two-way ANOVA-multiple comparisons. Source data are provided as a Source Data file. **e** Intracellular Ca^2+^ release in neurons co-cultured for 5 h with CD103^**–**^CD8^+^ Trm cells in the presence/absence of the PAR-1 inhibitor SCH79797 (100 nM). The last time point (300 min) is shown in the right panel. Data are means ± SD from four independent experiments. *P*-values based on two-way ANOVA-multiple comparisons. Ctrl^**–**^ = neurons alone. Ctrl^+^ = ionomycin-stimulated neurons (10 µM). Source data are provided as a Source Data file. **f, g** Intracellular Ca^2+^ release in neurons cultured for 5 h with purified active GrK alone (150 nM) or with SCH79797 (50 nM, or 100 nM). Ctrl^**–**^ = neurons alone. The last time point is shown in the right panel. Data are means ± SD from three independent experiments. *P*-values based on two-way ANOVA-multiple comparisons. Representative images are shown in (g). Red = intracellular Ca^2+^ release. Scale bar = 20 µm. Source data are provided as a Source Data file. **h** Immunofluorescence microscopy showing GrK^+^CD103^**–**^CD8^+^ Trm cells near the soma (cell I) and dendrites (cell II) of a PAR-1^+^ neuron. Cell morphology was visualized by wide-field imaging using a DIC filter. Scale bar = 5 µm (or 2 µm for zoomed images I, and II).

GrK can bind the thrombin receptor PAR-1^38^, which is implicated in synaptic plasticity and memory formation in healthy mice, but also plays a negative role in some brain pathologies^39–41^. Importantly, immunofluorescence staining revealed a significant increase in both the number and area of PAR-1^+^ neurons in the hippocampus of 3xTg-AD mice compared to WT controls, suggesting that signaling via PAR-1, a G-protein coupled receptor (GPCR), is dysregulated in AD (Supp. Fig. 2g, h). Importantly, wide-field time-lapse microscopy showed that the PAR-1 inhibitor SCH79797 strongly reduced intra-neuronal Ca^2+^ release in the presence of GrK^+^CD103^–^CD8^+^ Trm cells (Fig. 4e). Moreover, our data clearly showed the strong, dose-dependent inhibition of intracellular Ca^2+^ release in neurons cultured with 150 nM purified active GrK in the presence of SCH79797 (Fig. 4f, g; Supplementary Movies 1-3). Immunofluorescence staining confirmed the presence of GrK^+^CD103^–^CD8^+^ Trm cells in close contact with PAR-1^+^ neurons in in vitro cultures (Fig. 4h), and of GrK^+^ CD8^+^ T cells in the hippocampus of 3xTg-AD mice (Supp. Fig. 2i), further supporting a role for GrK–PAR-1 binding in the neuronal dysfunction underlying AD. These data demonstrate that the GrK–PAR-1 axis is a key immune-mediated pathological mechanism promoting neuronal dysfunction in AD.

### Brain CD103^–^CD8^+^ Trm cells originate from the circulation and are detrimental in 3xTg-AD mice

The intraperitoneal (ip) treatment of mice with an anti-CD8 antibody depletes circulating CD8^+^ T cells leaving the brain Trm compartment unaltered^42,43^. To determine the origin of CD103^–^ T cells, we therefore used this method to deplete circulating CD8^+^ T cells in 3xTg-AD mice and sex-matched WT controls (Supp. Fig. 3a-h). The anti-CD8 treatment significantly reduced the abundance of brain CD103^–^CD8^+^ Trm cells compared to mice treated with an isotype control antibody, reaching the levels of the control groups (Fig. 5a), suggesting this cell subset is replenished from the blood. However, we detected no differences in the abundance of CD103^+^CD8^+^ Trm cells after CD8^+^ T cell depletion, in 3xTg-AD mice and WT controls (Fig. 5a), in line with previous data showing these cells are spared by systemic depletion^43^. Importantly, the ablation of CD103^–^CD8^+^ Trm cells in the brains of 3xTg-AD mice was paralleled by an amelioration of cognitive functions in behavioral tests, confirming that CD103^–^CD8^+^ Trm cells contribute to memory decline in 3xTg-AD mice. Particularly, the Morris water maze (MWM) test showed improved hippocampal-dependent learning after CD8^+^ T cell depletion in 3xTg-AD mice compared to controls, as indicated by the learning curve recorded during the training days of the test (Fig. 5b). In addition, the probe test showed that 3xTg-AD mice devoid of circulating CD8^+^ T cells actively searched the platform, maintaining the memory of the original platform position and achieving better escape performance, as also shown by the greater path efficiency and significant reduction in body rotations (Fig. 5c–e). The contextual fear conditioning (CFC) associative learning task revealed an amelioration of associative memory following the depletion of circulating CD8^+^ T cells in 3xTg-AD mice, as shown by the significant increase in the percentage of freezing responses compared to control animals treated with an isotype control (Fig. 5f).

**Fig. 5:**
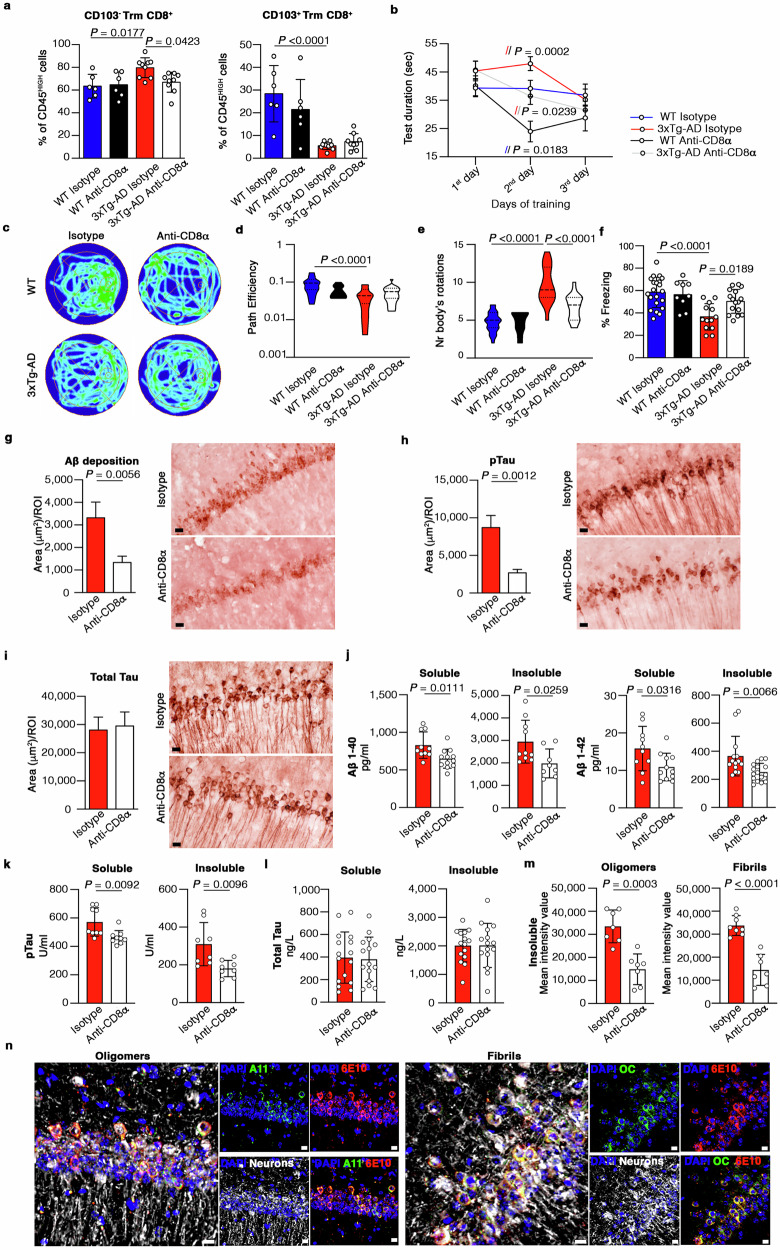
Detrimental CD103^–^CD8^+^ Trm cells in the brain originate from the circulation and their depletion ameliorates disease in 3xTg-AD mice. **a** Flow cytometry showing the percentage of brain CD103^**–**^ and CD103^+^CD8^+^ Trm cells after anti-CD8 antibody treatment. Anti-CD8 (WT, *n* = 6; 3xTg-AD, *n* = 9), isotype-control (WT, *n* = 6; 3xTg-AD, *n* = 9). Data are means ± SD from two independent experiments and *P*-values are based on one-way ANOVA-multiple comparisons was used. **b** Time spent during training (MWM test). Anti-CD8 (WT, *n* = 10; 3xTg-AD, *n* = 21), isotype-control (WT, *n* = 22; 3xTg-AD, *n* = 18). Data are means ± SD from two-independent experiments (two-way ANOVA-multiple comparisons). **c** Representative tracking of three mice/group (MWM test). **d, e** Violin plots showing path efficiency (d) and number of body rotations (e) (MWM test). Data are from two-independent experiments one-way ANOVA-multiple comparisons). **f** Bar plot showing the percentage of freezing during the CFC test after anti-CD8 treatment. Anti-CD8 (WT, *n* = 9; 3xTg-AD, *n* = 16), isotype-control (WT, *n* = 21; 3xTg-AD, *n* = 13). Data are means ± SD from two-independent experiments. One-way ANOVA-multiple comparisons was used. **g**–**i** Immunohistochemical staining of the hippocampus after CD8 T cell depletion showing Aβ-load (g), the levels of hyperphosphorylated (h) and total (i) tau protein. Anti-CD8 (*n* = 3), isotype-control (*n* = 3). Scale bar = 20 µm. Data are means ± SEM. Two-tailed Student’s t-test was used. ROI = 624.7 µm×501.22 µm. **j**–**l** ELISA showing Aβ 1−40 and Aβ 1−42 (j) levels of tau hyperphosphorylation (k) and total tau (l) in soluble and insoluble fractions of brain homogenates after anti-CD8 treatment. Anti-CD8 (*n* = 4), isotype control (*n* = 4). Data from three-independent experiments are means ± SEM (two-tailed Student’s t-test). **m** Dot blot showing insoluble oligomeric and fibrillar forms of Aβ in brain homogenates after anti-CD8 treatment. Anti-CD8 (*n* = 4), isotype-control (*n* = 4). Data from three-independent experiments are shown as means ± SEM. *P*-values based on two-tailed Student’s t-test. **n** Immunofluorescence staining showing hippocampal oligomeric and fibrillar Aβ. Scale bar = 10 µm.

To confirm whether the amelioration of cognitive deficits by anti-CD8a antibody treatment correlates with the loss of neuropathological hallmarks of AD, we stained coronal murine brain sections with anti-Aβ (6E10), anti-phospho-tau (AT180), and anti-total-tau (HT7) antibodies. We observed a significant decrease in both the Aβ load and levels of tau hyperphosphorylation in the hippocampus of 3xTg-AD mice following the depletion of circulating CD8^+^ T cells compared to animals treated with an isotype control (Fig. 5g, h), whereas the levels of total tau were unchanged (Fig. 5i). These data were confirmed by ELISA experiments, showing significantly less Aβ1-40 and Aβ1-42 deposition, and tau hyperphosphorylation (pT231, AT180) in the soluble and insoluble fractions of brain homogenates from 3xTg-AD mice depleted of CD8 + T cells compared to isotype controls (Fig. 5j, k), while no significant differences were observed in the levels of total tau (Fig. 5l). Similarly, we observed significantly lower levels of insoluble oligomeric (A11 antibody) and fibrillar (OC antibody) Aβ forms in the brain of 3xTg-AD mice depleted of CD8 + T cells compared to isotype controls (Fig. 5m, Supp. Fig. 3j, Supp. Data 5-8). Importantly, our immunofluorescence staining showed that the oligomeric and fibrillar forms of Aβ were located at the intraneuronal level in the hippocampus of 9 9-month-old 3xTg-AD mice, and both co-localized with the 6E10 signal (Fig. 5n).

Collectively, these results demonstrate that CD103^–^CD8^+^ Trm cells originate from the circulation, infiltrate the brain, and promote memory decline and neuropathological changes that characterize AD, strongly supporting their role in AD pathogenesis.

### LFA-1 integrin mediates the infiltration of CD103^–^CD8^+^ T cells into the brain

Next, we investigated the molecular mechanisms that allow circulating CD8^+^ T cells to infiltrate the brains of 3xTg-AD mice. Our recent work suggests that α4-integrins are not involved in CD8^+^ T cell extravasation in 3xTg-AD mice^44^. However, our flow cytometry data showed a significant increase in both the percentage and mean fluorescence intensity (MFI) of LFA-1^+^ circulating CD8^+^ T cells in the blood of 3xTg-AD mice compared to age-matched WT controls (Fig. 6a). These results, together with our earlier data showing the upregulation of brain endothelial intracellular adhesion molecule 1 (ICAM-1), the counterligand of LFA-1^22^, suggest a role for LFA-1 integrin in the trafficking of CD8^+^ T cells into the brain. To understand the role of LFA-1 in more detail, we crossed 3xTg-AD mice with *Itgal*^–/–^ mice lacking functional LFA-1 integrin and observed a significant decrease in the percentage of CD103^–^CD8^+^ Trm cells in the brains of 3xTg-AD/*Itgal*^–/–^ mice compared to 3xTg-AD animals (Fig. 6b, c). Neuropathological studies showed a significantly lower Aβ load and significantly less tau hyperphosphorylation (AT180) in the brains of 3xTg-AD/*Itgal*^*–/–*^ mice compared to sex- and age-matched 3xTg-AD controls, but no significant difference in the levels of total tau (Fig. 6d–f). Overall, these data suggest a pivotal role for LFA-1 in the accumulation of CD103^–^CD8^+^ Trm cells in the brain, and further supports the origin of detrimental CD103^–^CD8^+^ Trm cells in the circulation.

**Fig. 6:**
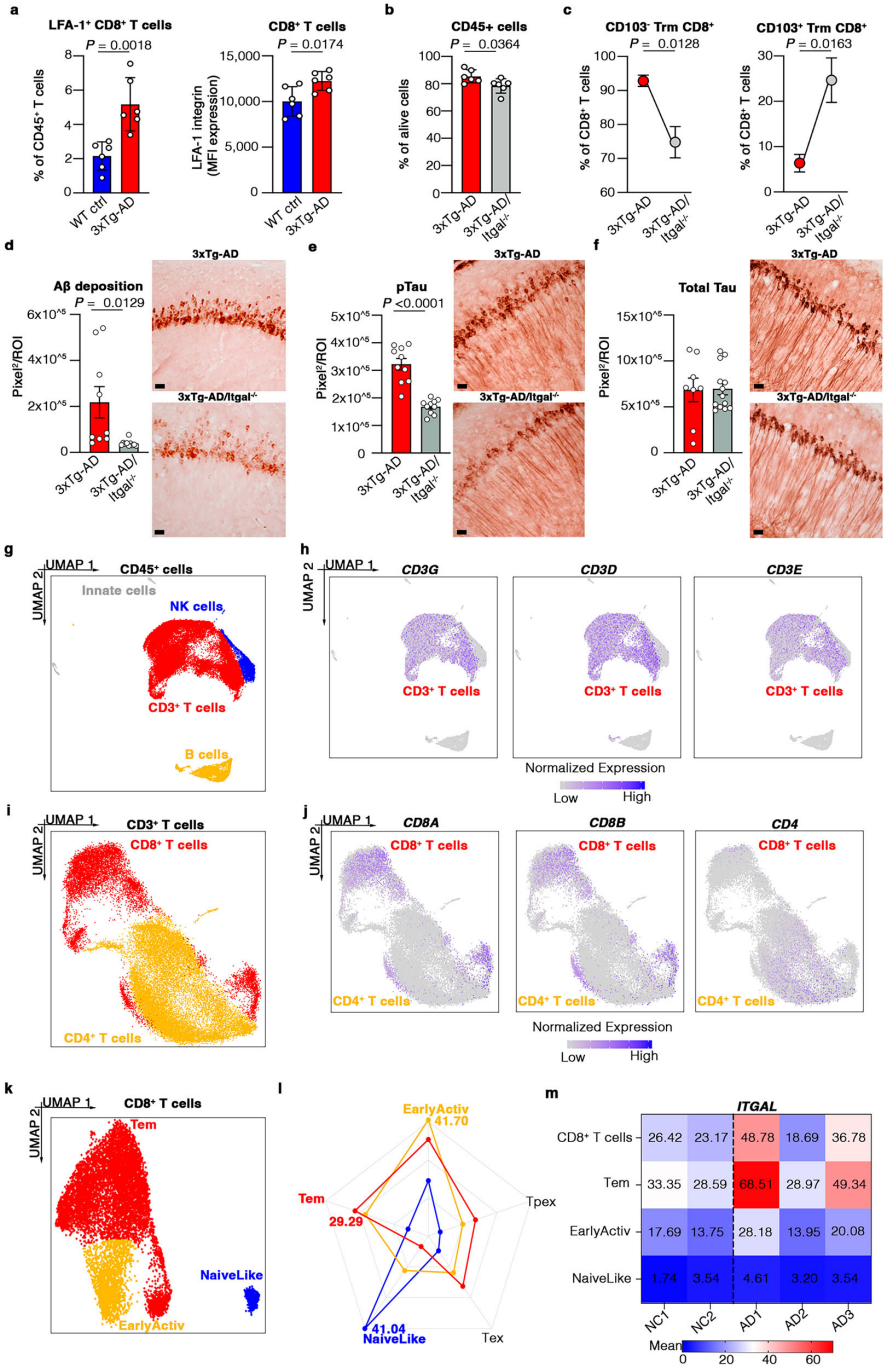
LFA-1 integrin controls the accumulation of CD8^+^CD103^–^ cells in the brains of 3xTg- AD mice. **a** Flow cytometry showing the percentage of LFA-1^+^ CD8^+^ T cells (left) and corresponding MFIs (right) in the blood of WT (*n* = 6) and 3xTg-AD (*n* = 6) mice. Data are means ± SD, with *P*-values based on two-tailed Student’s t-test. **b** Flow cytometry showing the percentage of CD45+ leukocytes among live cells. Data are means ± SEM, with *P*-values based on two-tailed Student’s t-test. **c** Flow cytometry showing the percentage of CD103^**–**^ (left) and CD103^+^ (right) CD8^+^ Trm cells in the brains of 3xTg-AD (*n* = 6) and 3xTg-AD/*Itgal*^**–***/***–**^ (*n* = 6) mice. Data are means ± SEM, with *P*-values based on two-tailed Student’s t-test. **d**–**f** Representative immunohistochemical staining of the hippocampus in 3xTg-AD (*n* = 3) and 3xTg-AD/*Itgal*^**–***/***–**^ (*n* = 3) mice, showing the Aβ load (c), and the levels of hyperphosphorylated (d) and total (e) tau protein. Scale bar = 20 µm. Data are means ± SEM, with *P*-values based on two-tailed Student’s t-test. **g** UMAP plot showing immune cell populations in human blood (*n* = 3 AD patients and *n* = 2 negative controls, NCs) by scRNAseq. **h** Normalized expression of *CD3G*, *CD3D* and *CD3E* on a UMAP plot. Transcript levels are color- coded **i** CD3^+^ T cell cluster subsets: UMAP plot showing CD8^+^ and CD4^+^ T cell subpopulations in human blood (*n* = 3 AD patients and *n* = 2 NCs). **j** Normalized expression of *CD8A*, *CD8B* and *CD4* on a UMAP plot. Transcript levels are color- coded. **k** CD8^+^ T cell cluster subsets: UMAP plot showing early active, Tem, and naïve-like CD8^+^ T cells in human blood (*n* = 3 AD patients and *n* = 2 NCs). **l** Radar plot showing AUCell score using known genes. **m** Heat map reporting the expression values (mean calculated using the Hurdle model) of *ITGAL* in AD patients (*n* = 3) and NCs (*n* = 2). Transcript levels are color-coded.

### Circulating CD8^+^ T cells express more LFA-1 in AD patients

To understand the translational potential of our data, we also investigated the role of LFA-1 in the trafficking of circulating CD8^+^ T cells in AD patients. We analyzed a published scRNAseq dataset (accession GSE181279) of CD45^+^ leukocytes isolated from the blood of three AD patients and two negative controls (NCs)^45^ (Fig. 6g–m). We used known gene signatures to characterize CD8^+^ T cells (*n* = 10,162) in the dataset (Fig. 6i, j), identifying: (i) naïve; (ii) early activated; and (iii) CD8^+^ Tem cells^46^ (Fig. 6k, l; Supp. Data 2). Interestingly, these results showed that *ITGAL*, encoding the CD11a subunit of LFA-1 integrin, was upregulated in the whole population of circulating CD8^+^ T cells in AD patients 1 and 3, compared to controls (Fig. 6m). Particularly, *ITGAL* expression was upregulated in the Tem subset of circulating CD8^+^ T cells in AD patients compared to controls (Fig. 6m) but was not differentially expressed in the early activated or naïve CD8^+^ T cell populations (Fig. 6m). These results agree with our data showing a higher percentage of circulating LFA- 1^+^CD44^+^KLRG1^+^CD8^+^ Tem cells and the stronger expression of LFA-1 on Tem cells in 3xTg-AD mice compared to WT controls (Supp. Fig. 4a), whereas no significant differences were observed in the KLRG1^–^CD44^+^ and KLRG1^–^CD44^–^ subpopulations of circulating CD8^+^ T cells (Supp. Fig. 4b, c). Collectively, these data confirm that circulating activated CD8^+^ T cells, particularly the Tem subset, are more activated and have a greater LFA-1-dependent migration capacity in AD patients, as well as 3xTg-AD mice.

### GrK-producing CD8^+^ T cells accumulate in the CSF and brains of AD patients

We also analyzed a published scRNAseq dataset of CSF immune cells (accession GSE134578)^9^ (Fig. 7a, b), revealing two subsets of CD8^+^ T cells (Fig. 7c, d): (i) CD69^+^ and PRDM1^+^ Trm cells^24,47^, and (ii) *KLF2*-expressing CD8^+^ T cells (Supp. Data 3). The CD8^+^ Trm population could be divided into two further subpopulations (Fig. 7e; Supp. Data 3): (i) CD103^–^CD8^+^ Trm cells characterized by the expression of *GZMK*, *EOMES,* and *S1PR1*, and (ii) *ITGAE*-expressing CD103^+^ CD8^+^ Trm cells characterized by the expression of *CD7*, *ITGA1*, *KLRB1,* and *CCR6*^32^. We observed an increase in the abundance of CD103^–^CD8^+^ Trm cells during disease progression, whereas the number of CD103^+^CD8^+^ Trm cells declined, supporting our data from 3xTg-AD mice (Fig. 7f). Importantly, we also observed a significant increase in *GZMK* expression in CD103^–^CD8^+^ Trm cells in AD patients compared to healthy controls and patients with MCI (Fig. 7 g, h), strongly suggesting that GrK-producing CD103^–^CD8^+^ Trm cells also play a detrimental role in the development of AD in humans.

**Fig. 7:**
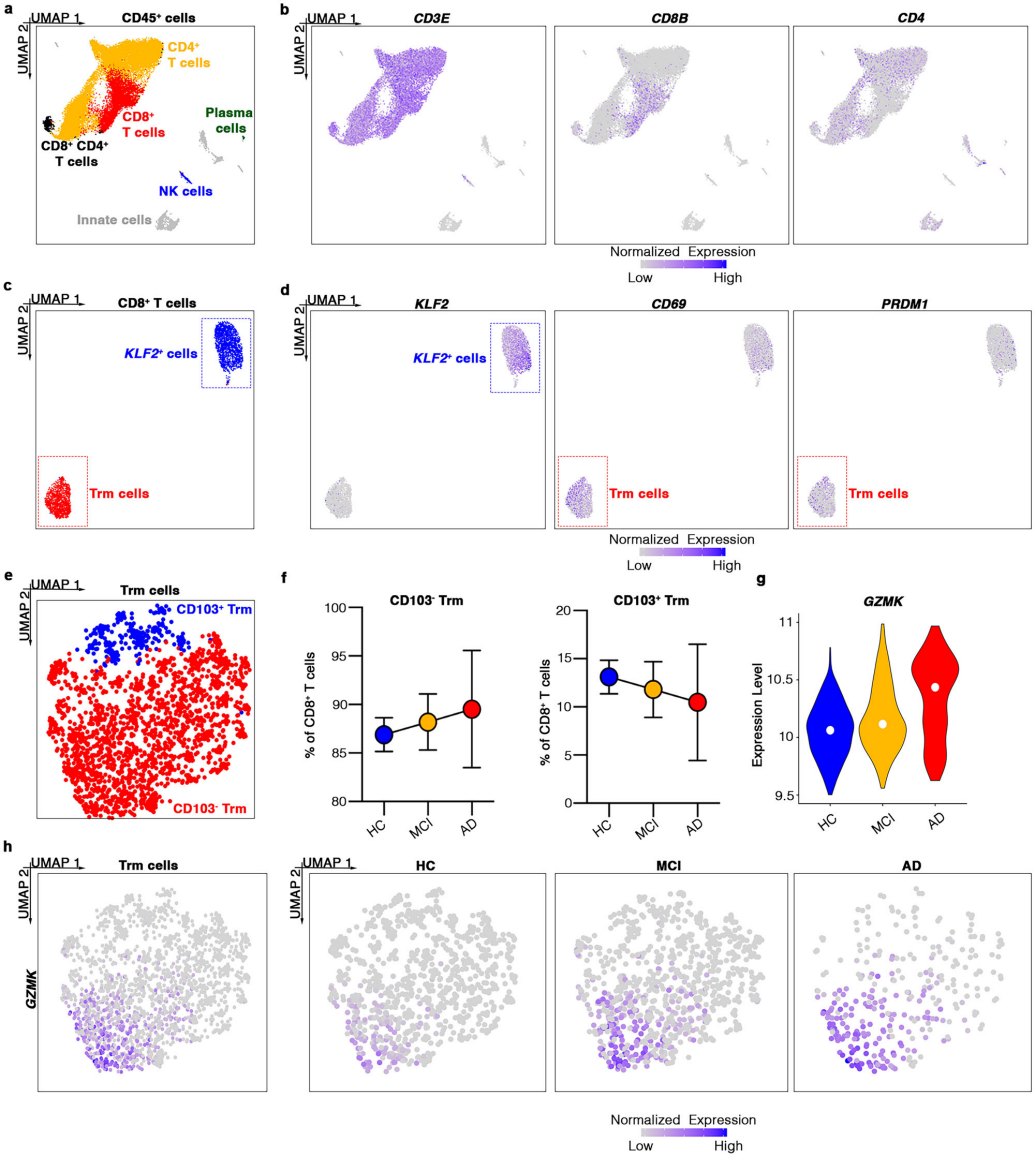
GrK^+^CD103^–^CD8^+^ Trm cells accumulate in the CSF of AD patients. **a** UMAP plot showing leukocyte populations detected in human CSF (*n* = 4 AD, *n* = 5 MCI, and *n* = 9 healthy controls, HCs) by scRNAseq. **b** Normalized expression of *CD3E, CD8B* and *CD4* in the UMAP plot. Transcript levels are color-coded. **c** CD8^+^ T cell cluster subsets: UMAP plot showing *KLF2*^+^ and Trm cell subpopulations in human CSF (*n* = 4 AD, *n* = 5 MCI, and *n* = 9 HCs). **d** Normalized expression of *KLF2*, *CD69* and *PRDM1* in a UMAP plot. Transcript levels are color-coded. **e** Trm cell cluster subsets: UMAP plot showing CD103^**–**^ and CD103^+^ Trm cells in human CSF (*n* = 4 AD, *n* = 5 MCI, and *n* = 9 HCs). **f** Percentage of CD103^**–**^ and CD103^+^ CD8^+^ cells in human CSF (*n* = 4 AD, *n* = 5 MCI, and *n* = 9 HCs). Data are means ± SD. Source data are provided as a Source Data file. **g** Violin plot reporting *GZMK* expression in Trm cells of *n* = 4 AD patients, *n* = 5 MCI subjects, and *n* = 9 HCs. The white dot represents median expression. **h** Normalized expression of *GZMK* in a UMAP plot of all Trm cells (panel 1) and Trm cells from HCs (panel 2), MCI subjects (panel 3), and AD patients (panel 4).

We used immunofluorescence staining to determine whether GrK-producing CD103^–^CD8^+^ Trm cells also accumulate in the human brain during AD (Supp. Table 1). Importantly, whereas GrK^–^CD103^+^ CD8^+^ T cells were predominantly detected in the hippocampus of controls, we observed the presence of both intraparenchymal and intravascular GrK^+^CD103^–^CD8^+^ T cells near the hippocampal neurons of AD patients (Fig. 8a). These observations match our 3xTg-AD mice, strongly supporting a role for GrK-producing cells in AD. In further agreement with our mouse data, we observed a significant increase in the abundance of intraparenchymal CD103^–^CD8^+^ T cells in the hippocampus of AD patients but a lower percentage of CD103^+^CD8^+^ T cells (Fig. 8b). Although not statistically significant, we observed a slight increase in the percentage of both CD103^–^CD8^+^ and GrK^+^CD103^–^ CD8^+^ T cells at the intravascular level in the hippocampus of AD patients compared to controls (Fig. 8c). Importantly, our quantifications showed a significant increase in the number of intraparenchymal GrK^+^CD103^–^CD8^+^ T cells in the hippocampus of AD patients compared to age-matched controls, suggesting a role for GrK in the neuronal dysfunction associated with AD in humans (Fig. 8b).

**Fig. 8:**
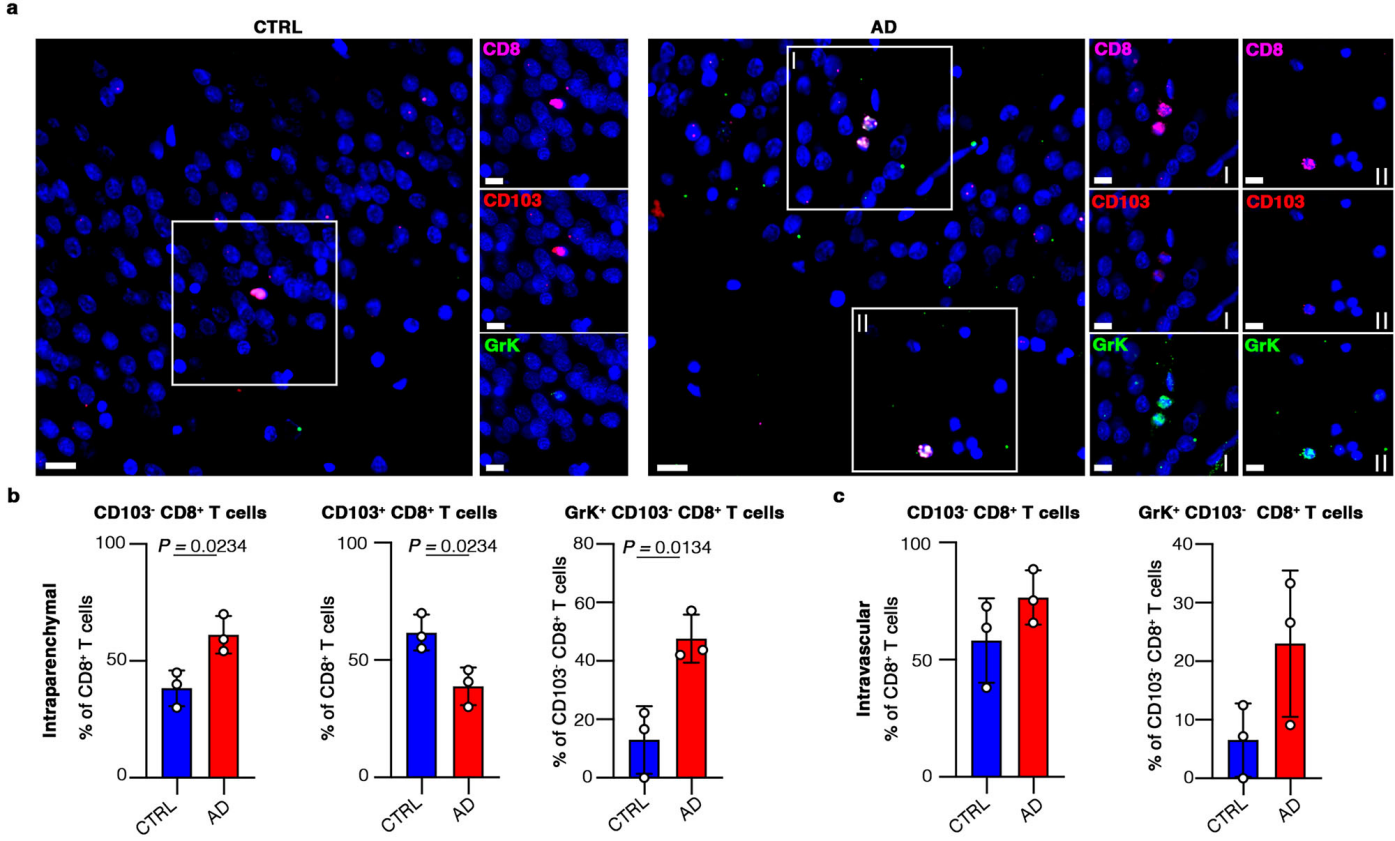
GrK^+^CD103^–^CD8^+^ Trm cells accumulate in the brains of AD patients. **a** Immunofluorescence staining of control (CTRL) and AD human brain tissues. Scale bar = 40 µm, or 15 µm in the zoomed images. **b** Bar plots showing the percentage of intraparenchymal CD103^**–**^, CD103^+^, and GrK^+^CD103^**–**^ CD8^+^ T cells in the hippocampus of HCs (*n* = 3) and AD patients (*n* = 3). Data are means ± SD (two-tailed Student’s t-test). Source data are provided as a Source Data file. **c** Bar plots showing the percentage of intravascular CD103^**–**^and GrK^+^CD103^**–**^ CD8^+^ T cells in the hippocampus of HCs (*n* = 3) and AD patients (*n* = 3). Data are means ± SD (two-tailed Student’s t-test). Source data are provided as a Source Data file.

### GrK-PAR-1 signaling induces functional alterations and tau hyperphosphorylation in human neuronal cells

Finally, we assessed whether GrK can induce neuronal alterations via PAR-1 in human cells by measuring intracellular Ca^2+^ released by differentiated SH-SY5Y human neuroblastoma cells treated with purified GrK in the presence or absence of the PAR-1 inhibitor SCH79797 (Fig. 9a–c). We observed a significant increase in the release of intracellular Ca^2+^ by GrK alone, whereas cells cultured with GrK in the presence of SCH79797 showed intracellular Ca^2+^ levels comparable to the negative control (Fig. 9b, c). Next, we showed that recombinant GrK alone significantly increased the hyperphosphorylation of tau on serine residues (pS199 and pS396), but not threonine (pT231), in differentiated SH-SY5Y cells, whereas tau hyperphosphorylation on serine residues was prevented in the presence of SCH79797^48^ (Fig. 10a–d; Supp. Fig. 4f–h;). No differences were observed in total tau protein levels, suggesting GrK has a specific effect on the signaling machinery leading to tau hyperphosphorylation (Supp. Fig. 4e, i).

**Fig. 9:**
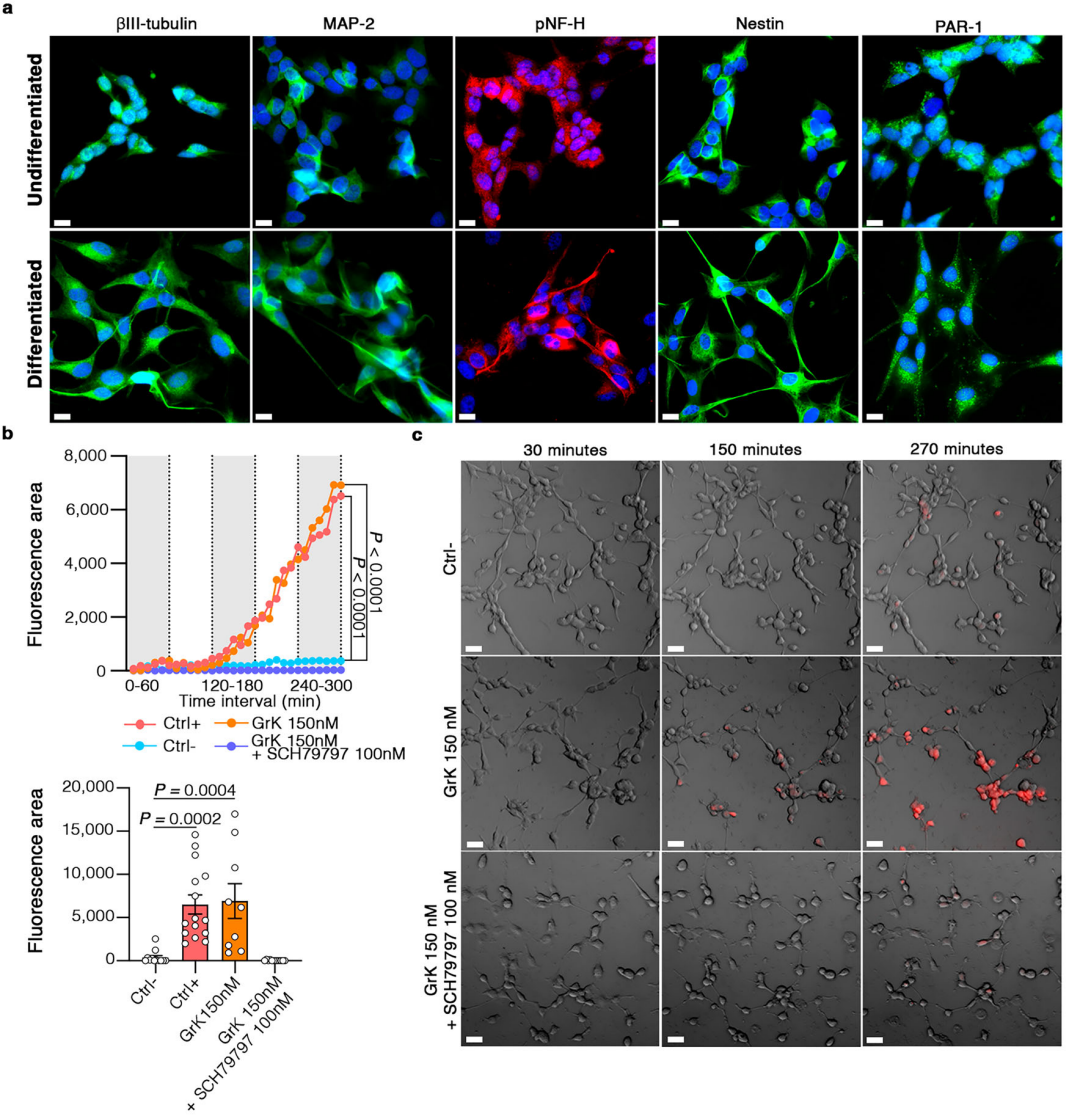
GrK induces functional alterations in human neuronal cells via PAR-1. **a** Immunofluorescence staining for βIII-tubulin, MAP-2, pNF-H, Nestin and PAR-1 in undifferentiated and differentiated SH-SY5Y human neuroblastoma cells. **b** Intracellular Ca^2+^ release in differentiated SH-SY5Y cells cultured in the presence of 150 nM GrK, or 150 nM GrK and 100 nM SCH79797. The last time point is shown in the bottom panel. Ctrl^**–**^ = neurons alone. Ctrl^+^ = ionomycin-stimulated neurons (10 µM). Data are means ± SEM from three independent experiments. *P*-values based on two-way ANOVA-multiple comparisons. **c** Representative images of differentiated SH-SY5Y cells at different time points cultured without GrK (Ctrl^**–**^), in the presence of 150 nM active GrK, or in the presence of 150 nM active GrK plus 100 nM SCH79797. The red signal shows intracellular Ca^2+^ release. Scale bar = 20 µm.

**Fig. 10:**
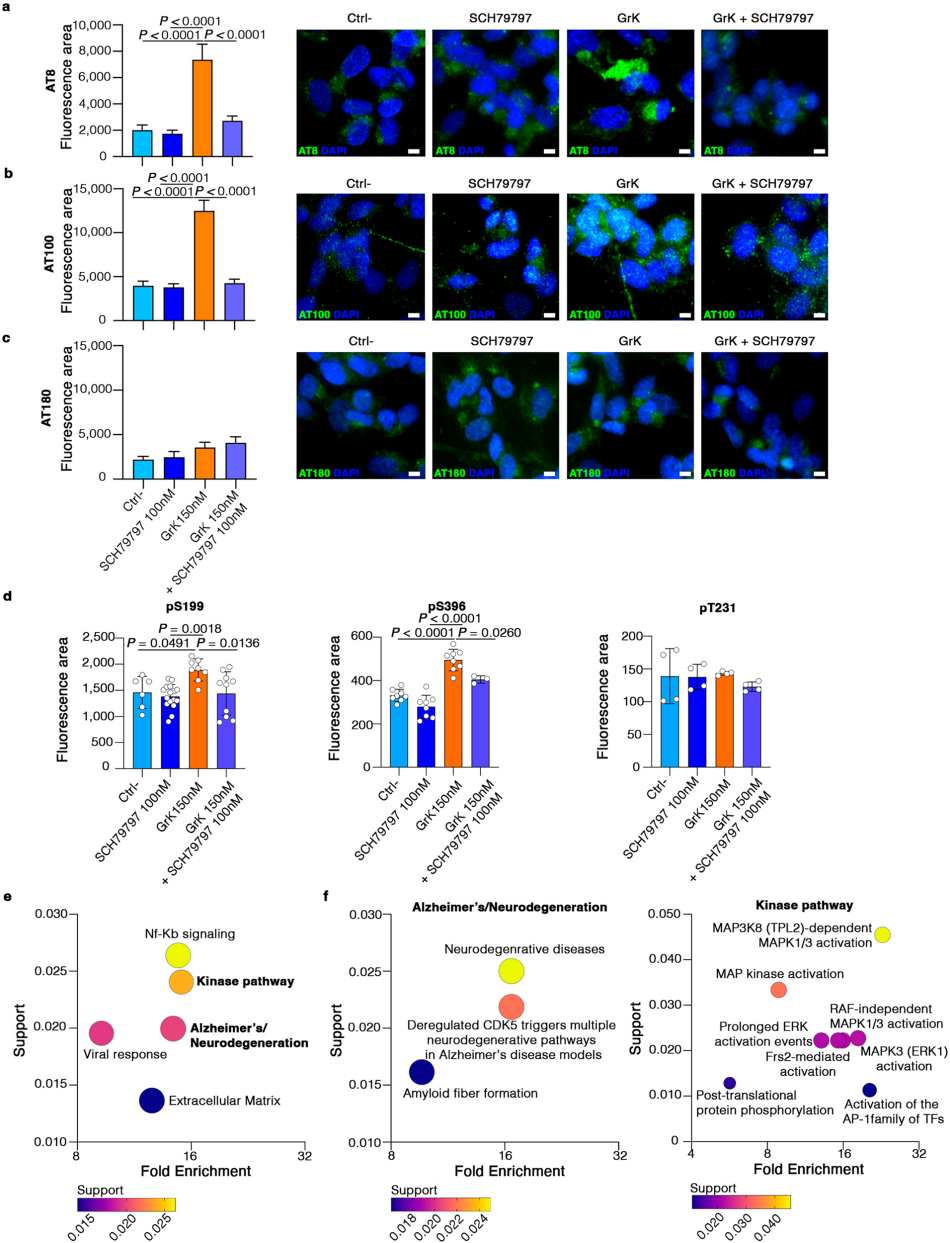
GrK induces tau hyperphosphorylation and alteration of signaling pathways in human neuronal cells via PAR-1. **a–c** Bar plots and representative images showing tau phosphorylation levels on serine and threonine (AT8, AT100) (d, e) and only threonine (AT180) (f) residues in differentiated SH-SY5Y cells cultured alone (Ctrl^**–**^), in the presence of 100 nM SCH79797, in the presence of 150 nM active GrK alone, and the presence of both. Data are means ± SD of three independent experiments (two-way ANOVA-multiple comparisons). Scale bar = 5 µm. **d** ELISA showing the levels of phosphorylation on the pS199, pS396, and pT231 residues of tau protein in differentiated SH-SY5Y cells cultured alone (Ctrl^**–**^), in the presence of 100 nM SCH79797, in the presence of 150 nM active GrK alone, and in the presence of both. Data are means ± SD of three independent experiments. *P*-values are based on two-way ANOVA multiple comparisons. **e, f** Protein enrichment analysis from three independent proteomic experiments showing the best enriched clusters of terms (h) and terms belonging to the “Alzheimer’s/neurodegeneration” and “kinase” pathways (i) in SH-SY5Y human neuroblastoma cells cultured in the absence of GrK and SCH79797 (Ctrl^**–**^), in the presence of 100 nM SCH79797 alone, in the presence of 150 nM active GrK alone, and in the presence of both. Source data are provided as a Source Data file.

To understand downstream signaling pathways induced by GrK, we analyzed the proteome of differentiated human neuroblastoma SH-SY5Y cells (treated with recombinant GrK or untreated) in the presence or absence of the PAR-1 inhibitor SCH79797 (Fig. 10e). We found that GrK significantly increased the abundance of 84 proteins, including proteins involved in the development of AD (Supporting Data 4). Pathway enrichment analysis applied to upregulated proteins revealed that the “Alzheimer’s/Neurodegeneration” and “Kinase pathway” clusters were the most enriched (Fig. 10e). In the “Alzheimer’s/Neurodegeneration” cluster, the most significantly enriched pathways included “amyloid fiber formation”, “neurodegenerative diseases”, and “deregulated CDK5 triggers multiple neurodegeneration” (Fig. 10f, Supporting Data 4). The “Kinase pathway” cluster of terms was characterized by the upregulation of pathways related to the activation of MAP kinases^49^, which mediate tau hyperphosphorylation, and the “Post-translational protein phosphorylation pathway” (Fig. 10f). We also found that GrK induced the upregulation of “NF-κB signaling”, which in neurons is associated with the modulation of ion channel protein expression, supporting Ca^2+^ increases at intraneuronal levels, and with a higher Aβ load^50^. Notably, the induction of all these pathways was prevented when GrK treatment took place in the presence of SCH79797, leading to the significant upregulation of only 12 proteins (Supporting Data 4), whereas enrichment analysis detected no pathways significantly related to these proteins. Together, these data clearly support our results in 3xTg-AD mice, suggesting that CD103^–^CD8^+^ T cells play a negative role in AD and that blocking GrK activity and its interaction with PAR-1 may have therapeutic value to reduce neuronal dysfunction and cognitive decline in AD.

## Discussion

CD8^+^ Trm cells form a defensive line against infections and cancer but may also play a role in the development of chronic inflammatory conditions^5^. Human and mouse brains contain CD103^+^CD8^+^ and CD103^–^CD8^+^ Trm cells^11,13,16,42,51^, but their role in AD pathogenesis is unclear. Our scRNAseq analysis revealed an altered brain CD8^+^ T cell compartment with more abundant CD103^–^ Trm cells and the inhibition of signals promoting CD103 expression in the 3xTg-AD mouse model, which develops the diagnostic neuropathological features of human AD (amyloid and tau pathologies). We showed that CD103^–^CD8^+^ T cells originate from the circulation, use LFA-1 integrin to extravasate into the brain and selectively produce larger quantities of GrK in 3xTg-AD mice and human AD patients compared to controls. GrK induced neuronal dysfunction and tau hyperphosphorylation in mouse and human cells via PAR-1, revealing a key immune mechanism that promotes neurotoxic inflammation and brain damage in AD (Supp. Fig. 6).

Previous studies in transgenic mice with separate Aβ or tau pathology showed the existence of CD8^+^ T cell subsets with protective or deleterious effects depending on the disease stage and pathological hallmarks^7,10–13,17^. Particularly, CD8^+^ T cells in APP/PS1 mice with advanced β-amyloid pathology show a transcriptomic profile similar to old WT animals and higher levels of CD103 were detected by flow cytometry^11^. Brain CD8^+^ T cells of 5xFAD mice with aggressive late-stage Aβ pathology had higher CD103 abundance together with higher expression of CXCR6 and PD-1 (compared to WT mice), inhibiting Aβ accumulation by suppressing the activation of microglia^13^. Previous studies using models of tau pathology suggested brain-infiltrating CD8^+^ T cells promote disease development, although additional signals appear to be essential for CD8^+^ T cell accumulation in the CNS of such mice^12,17^. Particularly, old P301S mice lacking APOE do not accumulate more brain CD8^+^ T cells despite tau pathology, suggesting that CD8^+^ T cell infiltration into the CNS requires APOE4^12^. In this context, our data show that the co-occurrence of Aβ and tau pathologies significantly reduces the abundance of intraparenchymal CD103^+^CD8^+^ Trm cells in the brains of 3xTg-AD mice compared to WT animals due to the downregulation of genes encoding transcription factors and cytokines involved in the differentiation and maintenance of CD103^+^ Trm cells^31^. Particularly, our results indicate strong suppression of the homeostatic and anti-inflammatory cytokine IL-33, which is required for the generation and survival of brain CD103^+^CD8^+^ Trm cells^52^, and are in line with previous studies showing the loss of IL-33 in AD patients^53^.

Our results also show that CD103^–^CD8^+^ Trm cells are more abundant in the brains of 3xTg-AD mice than WT controls. The accumulation of these cells (and the loss of CD103^+^ cells) was also observed in the brains of MS patients^54^ and in primary Sjögren’s syndrome^55^ suggesting common dysregulation of the CD8^+^ T cell compartment in these diseases. Similarly, CD103^–^CD8^+^ Trm cells accumulated in the guts of patients with inflammatory bowel disease (IBD), and the rebalancing of CD103^–^CD8^+^ and CD103^+^CD8^+^ Trm cells was associated with disease remission^56^, suggesting CD103^–^ cells promote disease pathogenesis. Indeed, our data demonstrate that CD103^–^CD8^+^ T cells are detrimental in 3xTg-AD mice and their depletion in the brain ameliorates neuropathology and cognitive deficits. Importantly, our data from AD patients show an increase in the abundance of intraparenchymal CD103^–^CD8^+^ T cells in the hippocampus while the percentage of CD103^+^CD8^+^ T cells declines, suggesting CD103^–^ cells may also promote disease development in human AD patients.

We also found that brain CD103^–^CD8^+^ T cells originate from the circulation in 3xTg-AD mice. Previous studies have shown that intratissutal cytotoxic CD103^–^CD8^+^ Trm cells originate from circulating CXCR3^+^ “exKLRG1” effector cells^26^ and our single-cell data showed that *Cxcr3* was one of the best marker genes for the CD103^–^CD8^+^ Trm cell population, providing additional evidence that these cells migrate from the blood into the brain. CXCR3 was recently shown to regulate CD8^+^ T cell infiltration and neuronal damage in a human 3D model of neuro-immune interactions, and CXCL10 (the chemokine ligand of CXCR3) accumulates in AD, suggesting that the trafficking of detrimental CD8^+^ T cells in the AD brain is mediated by CXCR3–CXCL10 interaction^57^. Our data also show the massive depletion of CD103^–^CD8^+^ T cells in the brains of 3xTg-AD/*Itgal*^*–/–*^ mice lacking LFA-1, suggesting a role for this integrin in the migration of detrimental CD8^+^ T cells into the brain during AD. Interestingly, an LFA-1 blockade in 3xTg-AD mice reduces neutrophil migration into the CNS and mitigates disease symptoms, suggesting a key role for this integrin in the migration of circulating leukocytes into the AD brain^22^. Our results also showed that the percentage of circulating LFA-1^+^CD44^+^KLRG1^+^CD8^+^ Tem cells increased (along with higher LFA-1 levels) in 3xTg-AD mice compared to WT controls, suggesting that circulating CD8^+^ T cells are stickier and more prone to migrate into the AD brain. This is also supported by the higher expression of ICAM- 1, the vascular ligand of LFA-1, on the brain endothelial cells of AD mouse models and human AD patients, indicating that vascular inflammation may promote the recruitment of circulating activated CD8^+^ T cells into the brain. Finally, our analysis of a published dataset showed that *ITGAL* (encoding the CD11a subunit of LFA-1) was upregulated in the whole population of circulating CD8^+^ T cells in AD, suggesting that the LFA-1–ICAM-1 and CXCR3–CXCL10 axes may act in concert to promote the invasion of the brain by peripheral CD8^+^ T cells in AD.

We found that most CD103^+^CD8^+^ and CD103^–^CD8^+^ T cells expressed CD69, a marker of both “residency” and T cell activation, suggesting CNS Trm cells may have effector activities^5^. However, CD103^+^CD8^+^ and CD103^–^CD8^+^ T cells have distinct transcriptional phenotypes and functions in the normal intestine or during pathological conditions, including a model of brain viral infection^11,26,32,51,56^. The analysis of our datasets from 3xTg-AD and WT mice are consistent with these data and unbiased cell fate trajectory analysis clearly showed that brain CD8^+^ T cell differentiation occurred on a tightly organized trajectory starting from a common root and ending with two differentiation states distinguished by the expression of *Itgae* and *Eomes*. However, only CD103^–^ (not CD103^+^) CD8^+^ Trm cells infiltrating the brains of 3xTg-AD mice were strongly associated with the “*Alzheimer’s disease*” pathway, suggesting these cells have distinct pathological functions specifically promoting AD. Importantly, CD103^–^CD8^+^ Trm cells accumulating in the brains of AD patients and 3xTg-AD mice were characterized by no significant increase in *Gzmb* and *Prf1* expression combined with the strong expression of *Gzmk* and high levels of GrK protein (but low levels of GrA and GrB proteins, a distinct phenotype for CD8^+^ Trm cells in AD. Indeed, recent studies performed in other contexts have shown that GrK is an atypical cytotoxic molecule that can be produced and released independently of GrA and GrB and can act in the absence of perforin^58,59^, thus supporting the phenotype of the CD103^–^GrK^+^CD8^+^ T cells we found in AD. GrK^+^ T cells may respond to cytokine stimuli alone, given that TCR stimulation can downregulate *Gzmk* expression, suggesting that GrK^+^ T cells, despite their activated phenotype, are not antigen-stimulated T cells in AD^59^.

Higher numbers of GrK^+^CD8^+^ T cells have been reported in several pathologies, including immune aging, cancer and autoimmune diseases^55,58–61^, suggesting AD pathogenesis may share common immune mechanisms with other inflammatory conditions. In a heterogeneous group of subjects, GrK was more abundant in brain CD103^–^CD69^+^CD8^+^ T cells than CD103^+^CD69^+^CD8^+^ cells populations, but most brain donors had no neurological disease or were patients with MS or Parkinson’s diseases and no data could be correlated with AD^16^. A recent study found an increased percentage of CD69^+^CD103^+^ cells in the CSF of a small group of AD patients, relative to the total population of memory CD45RA^–^CD8^+^ T cells^62^. However, these authors did not apply their CSF analysis to Trm cells (the majority of T cells in the brain parenchyma) and did not consider that CSF cells contain a significant population of KLF2^+^ cells with a circulation origin, as shown by our data^62^. CD8^+^ T cells have also been found in the leptomeninges of AD patients^9^, and despite recent studies showing the abundance of meningeal immune cells and the role of CNS borders during neurodegenerative and neuroinflammatory diseases^15^, our results reveal that the number of CD103^–^CD8^+^ Trm cells does not change significantly and GrK secretion does not increase in the meninges, suggesting the brain is the main site of CD8^+^ Trm cell dysregulation.

How CD8^+^ T cells communicate with neuronal cells and potentially induce deleterious effects in AD is unclear. The accumulation of CD8^+^ T cells in the CNS of aged mice was recently found to promote axonal degeneration and age-related cognitive and motor decline through the release of GrB^14^, which we did not find in our studies of 3xTg-AD mice. In addition, age-related alteration of brain functions has also been associated with clonally expanded CD8^+^ T cells producing INF-γ, which infiltrate old neurogenic niches, inhibiting the proliferation of neural stem cells^63^. The ablation of circulating CD8^+^ T cells in APP/PS1 mice does not reduce the Aβ load or cognitive decline but increases the expression of neuronal genes such as *Arc* and *Npas4*, suggesting that brain CD8^+^ T cells may modulate synaptic plasticity^10^. Nevertheless, CD8^+^ T cells were found close to neurons in AD patients, but their ability to exert direct neurotoxic functions has not been shown^9^. Our data fill this knowledge gap and demonstrate that CD103^–^CD8^+^ Trm cells induce neuronal dysfunction by releasing GrK. Indeed, our high-resolution live imaging studies showed that neurons from 3xTg-AD mice cultured in the presence of GrK^+^CD103^–^CD8^+^ Trm cells undergo profound functional changes. Notably, purified active GrK also induced neuronal dysfunction, confirming the neurotoxic role of this molecule. Our proteomic data on human neuronal cells further supported these observations, showing that GrK-PAR-1 interactions activate several intracellular pathways involved in neurodegeneration and AD. Moreover, we show that GrK^+^CD8^+^ T cells accumulated in the parenchyma near hippocampal neurons in AD patients and 3xTg-AD mice, whereas GrK^–^CD8^+^ T cells were preferentially located in the healthy hippocampus, further suggesting a neurotoxic role for GrK. Our data thus suggest that GrK is the basis of a key immune mechanism that induces brain neurotoxicity with a selective role in the mediation of CD103^–^CD8^+^ Trm cell-dependent neuronal changes in AD.

We found that GrK released by CD103^–^CD8^+^ Trm cells activates PAR-1 (the classical thrombin receptor) on primary AD neurons, leading to functional alterations and potentially affecting neuronal networks^64^. GrK may also activate PAR-1-expressing glial cells, such as astrocytes, which release glutamate following PAR-1 engagement, further contributing to neuronal alterations^65^. Previous studies have shown that GrK cleavage and PAR-1 activation also induce the phosphorylation of ERK1/2 and MAPK, triggering the secretion of pro-inflammatory cytokines such as IL-1β, MCP-1, IL-6, and IL-8, as well as upregulating the expression of adhesion molecules on monocytes, fibroblasts and cells of epithelial origin^35^. Considering these pro-inflammatory activities of GrK, and our data showing that the ablation of brain CD103^–^CD8^+^ T cells (the majority expressing GrK) mitigates AD in mouse models, we propose that GrK–PAR-1 interactions promote chronic neuroinflammation and neurodegeneration in AD.

PAR-1 has a negative role in several neuropathological conditions and its inhibition reduces brain damage and inflammation in animal models of brain ischemia^66^. Although not related to CD8^+^ T cells, PAR-1 inhibition also ameliorates cognitive performance in rats injected intracerebrally with Aβ peptide 1–42^40^. However, PAR-1 engagement can also promote learning and synaptic plasticity under physiological conditions^39^. Notably, our data show an increase in neuronal PAR-1 expression in 3xTg-AD mice, suggesting that chronic alterations in PAR-1 signaling promote immune-driven neuropathology in AD.

Importantly, our data demonstrate that neuronal PAR-1 activation by GrK in mice and humans induces tau hyperphosphorylation in vitro^48^ and these results are in line with previous studies showing that the number of CD8^+^ T cells in the brains of AD patients correlates with tau pathology and Braak staging^10,17^. Also, the percentage of T cells in the brains of mice with tau pathology was higher than that detected in animals with amyloidosis^12^. Systemic CD8^+^ T cell ablation has no effect on behavioral changes or neuropathology in APP-PS1 mice^10^, further highlighting the pathological link between tau and CD8^+^ T cells. Along with our work, this evidence may explain why an increase in the abundance of CD103^–^CD8^+^ Trm cells was not observed in mouse models of amyloidosis^11,13^. However, we found that the ablation of brain CD103^–^CD8^+^ T cells (86% of which produce GrK) in 3xTg-AD mice reduced both amyloid and tau pathologies. The effect of CD8^+^ T cell inhibition on amyloidosis is supported by the fact that Aβ and tau pathologies have a synergistic effect in AD and tau pathology itself may favor Aβ deposition^19^. Together, these data indicate that CD8^+^ T cells can directly sustain tau pathology during AD, mechanistically linking the invasion of the brain by CD8^+^ T cells and neuroinflammation with the development of AD neuropathology.

In conclusion, we show that dysregulated CD103^–^CD8^+^ T cells and GrK–PAR-1 signaling contribute to changes in communication between the immune system and CNS, leading to neuroinflammation and neuronal dysfunction in AD. GrK inhibitors have already been developed to treat inflammatory diseases, including myocardial infarction^35^, whereas drugs targeting PAR-1 are already used to block platelet aggregation^67^, suggesting that the manipulation of GrK–PAR-1 interactions may also benefit AD patients.

## Methods

All chemicals, kits, and antibodies are listed in Supp. Table 2.

### Ethics statement

Formalin-fixed paraffin-embedded (FFPE) hippocampal sections of controls and Alzheimer’s disease (AD) cases were obtained from the Medical Research Council (MRC) London Neurodegenerative Disease Brain Bank. All material was collected from donors (females aged 51-69 at time of death as listed in Supp. Table 1) from whom written informed consent for brain autopsy and the use of the material and clinical information for research purposes had been obtained by MRC London Neurodegenerative Disease Brain Bank, approved by the NRES Committee London – City & East (REC references: 08/H0704/128 + 5). Our reference number approved by the MRC London Neurodegenerative Disease Brain Bank is BDR TRID_240. The neuropathology studies on human brain samples were approved by the Ethical Committee from the University of Verona and Azienda Ospedaliera Universitaria Integrata (AOUI), in Verona (protocol nr. 20794).

### Mice

The research conducted in this study complies with all relevant ethical guidelines. Research involving animals was authorized by the Ethical Committee from the University of Verona and by the Italian Ministry of Health, Department of Veterinary Public Health, Nutrition and Food Safety, Directorate General of Animal Health and Veterinary Medicine (authorization no. 164/2016-PR and 876/2021- PR), as required by Italian legislation (D. Lgs 26/2014) as per the application of European Directive (2010/63/UE). All efforts were made to minimize the number of animals used and their suffering during the experimental procedures. 3xTg-AD (MMRRC stock no. 34830-JAX), *Itgal*^-/-^ (stock no. 005257), and WT B6129SF2/J (stock no. 101045) mice were purchased from the Jackson Laboratory. 3xTg-AD mice harbor human mutations for APP, PSEN,1 and TAU proteins, developing both amyloid and tau pathologies. We backcrossed 3xTg-AD and *Itgal*^-/-^ mice to obtain a transgenic line with all transgenes from the 3xTg-AD and *Itgal*^-/-^ models (APPSwe, tauP301L, PS1M146V knock-in and LFA-1 knockout). All mice were housed in pathogen-free climate-controlled facilities with 12 h dark/light cycle, and were provided with food and water *ad libitum*. For flow cytometry experiments, mice were anesthetized and perfused with Ca^2+^Mg^2+^ 1 mM in PBS 1X. For immunohistochemical staining, mice were perfused with cold PBS 1X + Ca^2+^Mg^2+^ 1 mM and then fixed in 4% paraformaldehyde (PFA). For ablation experiments, depleting or isotype control antibodies were administered through an intraperitoneal injection every other day for 4 weeks. All mice were randomly assigned to the experimental groups. For each experiment, we used 6-month-old mice, both male and female.

### Preparation of single-cell suspensions

Before tissue collection, all mice were anesthetized by i.p. injection of ketamine (100 mg/kg body weight) and xylazine (15 mg/kg body weight) solution and perfused with Ca^2+^Mg^2+^ 1 mM in PBS 1X.

#### Meninges

Dura mater and leptomeninges were carefully removed from the interior aspect of the skull and surfaces of brain with fine surgical curved scissors and forceps, and enzymatically digested with a collagenase/DNase I solution (collagenase crude type IA, Merck Millipore; Deoxiribonuclease I crude lyophilized, Merck Millipore) at 37 °C for 15 min. Cells were washed with cold PBS 1X.

#### Brain

Brains were collected in cold PBS1X and separated from leptomeninges. After choroid plexus removal, brains were homogenized using a gentleMACS Dissociator (Miltenyi Biotec), and enzymatically digested with a collagenase/DNase I solution (collagenase crude type IA, Merck Millipore; Deoxiribonuclease I crude lyophilized, Merck Millipore) at 37 °C for 45 min. Cells were passed through a 70-μm cell strainer into a new tube for Percoll (Merck Millipore) gradient centrifugation, and cells recovered from the interphase were washed with cold PBS 1X.

#### Brain and meninges

Brains were collected without peeling the meninges in cold PBS1X. After choroid plexus removal, brains were homogenized using a gentleMACS Dissociator (Miltenyi Biotec) and enzymatically digested with a collagenase/DNase I solution (collagenase crude type IA, Merck Millipore; Deoxiribonuclease I crude lyophilized, Merck Millipore) at 37 °C for 45 min. Cells were passed through a 70-μm cell strainer into a new tube for Percoll (Merck Millipore) gradient centrifugation, and cells recovered from the interphase were washed with cold PBS 1X.

#### Blood

Blood samples were collected from the retro-orbital plexus of anesthetized mice using sodium heparinized capillaries and were mixed with an equal volume of 1% dextran from Leuconostoc spp (Sigma-Aldrich) plus 10 U/ml heparin. After pelleting the erythrocytes, the overlying supernatant plasma/dextran suspension of leukocytes was washed in cold PBS 1X.

#### Spleen

Spleens were mechanically disrupted, and single-cell suspensions were obtained by passing the cells through a 70-μm strainer. After erythrocyte lysis by NaCl 0.2% and 1.2%, cells were washed with cold PBS 1X.

#### Liver

Livers were collected in cold RPMI culture medium (Corning). They were mechanically homogenized firstly using a scalpel and then using a gentleMACS Dissociator (Miltenyi Biotec). Then, they were enzymatically digested with a collagenase/DNase I solution at 37 °C for 30 min. Cells were passed through a 70-μm cell strainer into a new tube for Percoll (Merk Millipore) gradient centrifugation, and cells recovered from the interphase were washed with cold PBS 1X.

### Single-cell RNA sequencing

#### Sample preparation

Meninges and brain were collected and homogenized as described above. Pools of eight female mice for 3xTg-AD and eight female mice for WT were used. The isolated leukocytes were washed with PBS 1X and labeled with an anti-CD45 BV480 antibody (1:20, BD Biosciences). After cell resuspension in PBS 1X with FBS10%, CD45^+^ and CD45^HIGH^ cells were sorted from meninges and brain, respectively. We used FACSAria Fusion device (BD) with BD FACSDiva software (8.0.1 BD). Both the 3xTg-AD and WT samples consisted of > 98% viable cells.

#### Sequencing

Sorted cells were resuspended to a final concentration of 700 cells/µl and cDNA sequencing libraries were prepared using the 10× Genomics Chromium Controller and the Chromium Single Cell 3′ GEM, Library and Gel Bead kit v3 (Pleasanton) following the manufacturer’s instructions. Briefly, 10,000 live cells were loaded onto the Chromium Controller to recover 4000 single-cell gel-bead emulsions (GEMs) per inlet, uniquely barcoded. After cDNA synthesis, sequencing libraries were generated and final 10× library quality was assessed using the Fragment Analyzer High Sensitivity NGS kit (Agilent Technologies) before sequencing on the Illumina NextSeq500 platform, generating 75-bp paired-end reads (28 bp read 1, 91 bp read 2) at a depth of 50,000 reads per cell, yielding a median per-library depth of 72,783 reads per cell.

#### Single-cell RNA-seq data cleaning

Raw base call (BCL) files were processed using Cell Ranger v 6.0.1 (10× Genomics) to obtain a unique molecular identifier (UMI) count table for each sample. Briefly, two pipelines were used: *cellranger mkfastq*, which converts BCL files into FASTQ files, and *cellranger counts*, which takes FASTQ files from *cellranger mkfastq* and performs alignment, filtering, barcode counting, and UMI counting. To perform these steps, *Mus musculus* reference data (version mm10 2020-A) were downloaded from the 10× official website.

#### Normalization and analysis of Single-cell RNAseq data

The SingleCellExperiment object was uploaded and analyzed using PartekFlow analysis software. First, we filtered out low-quality cells (doublets, damaged cells, or those with too few reads), evaluating the number of read counts per cell, the number of detected genes per cell, and the percentage of mitochondrial reads per cell. After the recommended normalization, through which counts were normalized and presented in logarithmic scale in CPM (count per million) approach, features were filtered, excluding genes that are not expressed by any cells in the dataset. Batch correction was provided using the Harmony task, available in the PartekFlow software. Principal component analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP) dimensional reduction were performed before cell clustering based on AUCell task, which is a tool that permits to identify cells that are actively expressing genes within a gene list. We used published and available gene lists to annotate cells^14,46^. CD8^+^ T cells were then extracted and subclustered. Cluster biomarker genes were automatically computed by performing a Student’s t-test on the selected attribute. Next, gene-specific analysis (GSA), pathway analysis, and gene set enrichment analysis (GSEA) were performed on the cell population of interest using PartekFlow plugins. We used PartekFlow software to run, after the scaling expression, the trajectory analysis, which is based on Monocle3 R package. GraphPad Prism 9.0 (v 9.0.0) was used to prepare donut, bubble, and bar plots. The following R-packages were used to prepare other graphs: Seurat (version 5.0.1), ggplot2 (version 3.4.4), hrbrthemes (version 0.8.0), viridis (version 0.6.5), monocle3 (version 1.3.1), ggpubr (version 0.6.0), ComplexHeatmap (version 2.15.4), Scillus (version 0.5.0).

#### Analysis of a human Single cell RNAseq dataset

We analyzed two publicly available datasets of Single-cell RNAseq data from AD patients. Those from Gate et al. harboring CSF leukocytes^9^ (accessible under the accession code GSE134578), and the other harboring circulating leukocytes by Xu et al.^45^ (accessible under the accession code GSE181279). We analyzed each of these datasets with PartekFlow software as previously described for our dataset, but using human references.

### Flow cytometry

#### Surface staining

After cell blocking with an anti-CD16/32 Fc-Block (1:100, BioLegend) for 10 min at room temperature (RT), cells were stained for 25 min in staining buffer (PBS1X with 10% Fetal Bovine Serum - FBS) at 4 °C in the dark. The following antibodies were used to stain: 1) Brain and meninges samples: CD11a/CD18 FITC (1:50, Miltenyi Biotech), CD103 BV421 (1:50, BD Biosciences), CD8 APC-H7 (1:50, BD Biosciences), CD69 BV650 (1:50, BD Biosciences), TCRγδ PE-CF594 (1:50, BD Biosciences), CD62L PE (1:50, BD Biosciences), CD45 BV605 (1:50, BD Biosciences), CD27 APC (1:50, BD Biosciences), CD11b APC-R700 (1:50, BD Biosciences), Ly6G BV510 (1:50, BD Biosciences), CD4 PE-Cy7 (1:50, BD Biosciences), CD197 BV786 (1:50, BD Biosciences), and CD44 BV711 (1:50, BD Biosciences); 2) Blood samples: CD11a/CD18 FITC (1:50, Miltenyi Biotech), CD62L PE (1:50, BD Biosciences), TCRγδ PE-CF594 (1:50, BD Biosciences), VLA-4 PeCy7 (1:50, Miltenyi Biotech), Ly6G BV421 (1:50, BD Biosciences), CD44 BV510 (1:50, BD Biosciences), CD45 BV786 (1:50, BD Biosciences), CD4 APC (1:50, BD Biosciences), CD11b APC- R700 (1:50, BD Biosciences), and CD8 APC-H7 (1:50, BD Biosciences); 3) Spleen samples: CD11a/CD18 FITC (1:50, Miltenyi Biotech), CD103 BV421 (1:50, BD Biosciences), CD8 APC-H7 (1:50, BD Biosciences), CD69 BV650 (1:50, BD Biosciences), TCRγδ PE-CF594 (1:50, BD Biosciences), CD62L PE (1:50, BD Biosciences), CD45 BV605 (1:50, BD Biosciences), CD27 APC (1:50, BD Biosciences), CD11b APC-R700 (1:50, BD Biosciences), Ly6G BV510 (1:50, BD Biosciences), CD4 PE-Cy7 (1:50, BD Biosciences), CD197 BV786 (1:50, BD Biosciences), and CD44 BV711 (1:50, BD Biosciences); 4) Brain plus meninges: CD69 SB436 (1.5:50, ThermoFisherScientific), CD44 BV510 (1:50, BD Biosciences), CXCR3 (2:50, ThermoFisherScientific), TCRγδ BV650 (0.75:50, ThermoFisherScientific), CD45 BV711 (1:50, ThermoFisherScientific), CX3CR1 FITC (1.5:50, ThermoFisherScientific), CD103 PE (1.5:50, ThermoFisherScientific), CD62L (2.5:50, ThermoFisherScientific), CD4 PE-Cy7 (1.5:50, ThermoFisherScientific), CXCR6 APC (2.5:50, ThermoFisherScientific), CD8 APC-AF750 (4:50, ThermoFisherScientific). Antibodies against chemokine and cytokine receptors were added to the sample in a separate mix, and incubated 5 min 37 °C, and 10 min RT before to add other antibodies as previously described. Cells were then stained with 7AAD viability dye (BioLegend) for 5 min at RT before flow cytometry analysis.

#### Intracellular staining

To evaluate GrK expression, cells were stained with Viobility^TM^ Fixable Dye (1:100, Miltenyi Biotec) for 15 min RT in the dark. After washing, cells were stained with CD45 APC-Vio770 (1:100, Miltenyi Biotec), CD8 PE-Cy7 (1:100, BioLegend), CD103 BV421 (1:100, BD Biosciences), CD3 BV650 (1:100, BD Biosciences) surface markers for 25 min at 4 °C in the dark. Next, cells were washed and resuspended firstly in Fixation buffer (BD Biosciences) and next in Intracellular Staining Perm Wash Buffer 1X (BD Biosciences). In the end, samples were stained with the primary anti-GrK antibody (1:100, PA550980, ThermoFisher Scientific) for 25 min at 4 °C in the dark, and then with the goat anti-rabbit AF488 secondary antibody (1:100, ThermoFisher Scientific) for 25 min at 4 °C in the dark. To evaluate expression of phenotypical markers, cells were stained with FVS700 (1:1000, BD Bioscience) in PBS 1X, and incubated for 15 min at 4 °C in the dark. After washing, and after cell blocking with an anti-CD16/32 Fc-Block (1:100, BioLegend) for 10 min at room temperature (RT), cells were stained with CD45 BV786 (2.5:50, ThermoFisher Scientific), TCRγδ BV650 (0.75:50, ThermoFisherScientific), CD4 PE-Cy7 (1.5:50, ThermoFisherScientific), CD8 APC-AF750 (4:50, ThermoFisherScientific), CD69 BV605 (1:50, BD Bioscience), CD103 BV711 (2.5:50, ThermoFisherScientific), CD44 BV510 (1:50, BD Biosciences), for 25 min at 4 °C in the dark. After washing, cells were fixed and permeabilized with Transcriptional Factor Buffer set (BD Pharmigen) following manufacturer's instructions. Then, samples were stained with the primary anti-GrK antibody (1:100, PA550980, ThermoFisher Scientific) for 25 min at 4 °C in the dark, and then with the goat anti-rabbit AF488 secondary antibody (1:100, ThermoFisher Scientific) for 25 min at 4 °C in the dark. After washing, cells were also stained with GrA eFluor 450 (1:50, ThermoFisher Scientific), GrB PE (1.75:50, SONY), and EOMES eFluor 660 (2.5:50, ThermoFisher Scientific) for 25 min at 4 °C in the dark.

#### Analysis

Flow cytometry analysis was performed using an LSR Fortessa X-20 flow cytometer (BD) with BD FACSDiva software (8.0.1 BD). Data were analyzed with FlowJo software (v 10). As gating strategy, we take cell of interest discriminating doublets. We counted as living cells those negative for 7AAD viability dye. Cells were gated for CD45 expression, identifying leukocytes. Next, we removed all the other cell subsets (Neutrophils Ly6g^+^CD11b^+^; Myeloid cells CD11b^+^; γδ T cells TCR γδ + ; CD4^+^ T cells) before detecting CD8^+^ T cells and analyzing the subset of interest (CD103^-^ CD69^+^ and CD103^+^ CD69^+^ cells). Particularly, we calculated the percentage of CD103^-^ CD69^+^ and CD103^+^ CD69^+^ cells on the total population of CD8^+^ T cells. Of note, we tested the anti-GrK antibody before to proceed with the experiments. A GrK^+^ population was correctly detected in the stained sample compared to unstained and AF488 Fluorescence Minus One (FMO) control (Supp. Fig. 2d–f). Gating strategies from each experiment are available in Supp. Fig. 5a–h.

### Sorting of CD8^+^ T cells

Livers were collected from 3xTg-AD mice between 6 and 8 months of age. Leukocytes were isolated from the liver as described above. Then, CD8^+^ T cells were enriched by negative selection using a CD8α + T cell isolation kit (Miltenyi Biotech) following the manufacturer’s instructions. After cell blocking by an anti-CD16/32 Fc-Block (1:100, BD Biosciences) for 10 min at RT, sample was stained 25 min in staining buffer (PBS1X with 10% FBS) at 4 °C with the following primary antibodies: CD103 BV421 (1:20, BD Biosciences), and CD8 APC-H7 (1:520, BD Biosciences), CD69 BV605 (1:20, BD Biosciences). Cells were then stained with 7AAD viability dye (BioLegend) for 5 min at RT before cell sorting. Hepatic CD69^+^CD103^+^CD8^+^ and CD69^+^CD103^-^CD8^+^ T cells were sorted using FACSAria Fusion device (BD) with BD FACSDiva software (8.0.1 BD) from the viable population (Supp. Fig. 5e). Next, freshly sorted CD8 + T cells were washed and seeded in RPMI medium (Corning) supplemented with 2.5% penicillin/streptomycin (Sigma- Aldrich), 1% Glutagro (Corning), 10% FBS, IL-2 (5 ng/ml, R&D systems) and IL-7 (5 ng/ml, R&D systems) overnight before in vitro co-cultures.

### In vitro cell cultures

#### Murine primary neurons isolation and culture

Hippocampal brain region was dissected from the brains of new-born 3xTg-AD mice (3 to 7 days old) and dissociated using the Adult Brain Dissociation kit (Miltenyi Biotec) and the gentleMACS Dissociator (Miltenyi Biotec) according to manufacturer’s instructions. After removing debris and red blood cells, the sample was labeled with a non-neuronal biotin antibody cocktail (Miltenyi Biotec), and neurons were enriched by negative selection. Neurons were resuspended in Neurobasal medium (Gibco) with 2% B-27 supplement (Gibco), 1% Glutagro (Corning) and 1% penicillin/streptomycin (Sigma-Aldrich). We seeded 200.000 neurons/well in 48-well plates pre-coated with poly-D-lysine and laminin (Merk Millipore). Neurons were cultured for two weeks, and then half of the culture medium was replaced with fresh medium every other day. Purity of neurons was >95%.

#### Human neuroblastoma SH-SY5Y cell line differentiation and culture

Human neuroblastoma SH-SY5Y cells (94030304-CDNA-20UL, Sigma-Merck) were cultured in DMEM/F-12 (Biowest) complete (supplemented with 10% FBS, 1% Glutagro (Corning), Aldrich). For the differentiation cells were seeded for immunofluorescence at a density of 8 × 10^3^ cells/well in 24 well plate on coverslips previously coated with ECMax gel (Sigma-Aldrich) and for the calcium imaging assay at a density of 4 × 10^3^ cells/well in 48 well plate. Cells were exposed to differentiation medium 24 h after seeding. For neuronal differentiation, cells were cultured in DMEM/F-12 complete supplemented with 10 μM retinoic acid (Sigma-Aldrich) for 6 days followed by a 3-day differentiation step in neurobasal medium (Gicbo) enriched with 50 ng/ml recombinant human BDNF (rhBDNF, Peprotech), 2 mM db-cAMP (Sigma-Aldrich), 20 mM KCl, 2% B27 supplement (Gibco), and 1% Glutagro (Corning). The expression of neuronal markers was assessed by immunofluorescence as shown in Fig. 7a.

### Measurement of intracellular Ca^2+^ release by neurons

For all experiments, neurons cultured in the absence of CD8 + T cells were used as negative control (Ctrl-), whereas neurons treated with 10 μM ionomycin (Sigma-Aldrich) were used as positive control (Ctrl + ) during the time-lapse live imaging experiment.

#### In vitro co-cultures of Trm CD8^+^ T cells with neurons

Primary murine neurons were labeled with Biotracker 609 Red Ca^2+^ AM Dye (Merck Millipore) according to the manufacturer’s instructions. In parallel, CD69^+^CD103^+^ and CD69^+^CD103^-^ Trm CD8^+^ T cells were labelled with CellTracker^TM^ Blue CMAC Dye (1:250, ThermoFisher Scientific). Then, CD69^+^CD103^+^CD8^+^ and CD69^+^CD103^-^CD8^+^ T cells were seeded separately on neurons at a 1:4 ratio.

#### In vitro co-cultures of neurons with recombinant GrK or CD103^-^ Trm CD8^+^ T cells in the presence of SCH79797 PAR-1 inhibitor

Primary murine neurons were labeled with Biotracker 609 Red Ca^2+^ AM Dye (Merck Millipore) according to the manufacturer’s instructions and resuspended in phenol red-free medium in the presence or absence of SCH79797 PAR-1 inhibitor (DBA). Then, we add mouse recombinant GrK (Cusabio) or sorted CD69^+^CD103^-^ Trm CD8^+^ T cells stained with CellTracker^TM^ Blue CMAC Dye (1:250, ThermoFisher Scientific) at a 1:4 ratio.

#### In vitro cultures of differentiated human SH-SY5Y neuroblastoma cell line with GrK in the presence of SCH79797 PAR-1 inhibitor

Differentiated human SH-SY5Y neuroblastoma cells were labeled with Biotracker 609 Red Ca^2+^ AM Dye (Merck Millipore) according to the manufacturer’s instructions and resuspended in phenol red- free medium in the presence or absence of SCH79797 PAR-1 inhibitor (DBA). Then, human recombinant GrK (Cusabio) was added.

#### Time-lapse live imaging acquisition and analysis

Ca^2+^-dependent changes of intracellular fluorescence were acquired with a LD Plan-Neofluar 20×/0.4 Corr M27 objective mounted on AxioObserver 7 microscope (Zeiss), equipped with a thermostatic chamber and a Hamamatsu camera. Exposure time was manually set and left unmodified through time-lapse experiments. Images were acquired every 10 min for 5 h under controlled conditions. For each scene, time-lapse videos were split into individual frames and analyzed using ZEN v2.6 software (Zeiss). Data were expressed as positive area for intracellular Ca^2+^ staining overtime.

### Depletion of circulating CD8^+^ T cells

Female and male 3xTg-AD and WT mice of 6 months of age were treated using an anti-CD8α depleting antibody (0.22 mg/mouse, BioXCell) for a total of four weeks. Treatment was performed every other day through an intraperitoneal injection. Control mice were treated with an isotype antibody (produced in-house, Clone Y13-259). Blood was drawn as previously described to confirm ablation of circulating CD8^+^ T cells (Supp. Fig. 3a, b). After the treatment, mice were left untouched for other 4 weeks, to minimize the stress induced by the manipulation, before to proceed with behavioral tests.

#### Behavioral tests

Morris water maze (MWM) test and the Contextual fear conditioning (CFC) task were performed as previously described. Before MWM and CFC, we evaluate the basic abilities and anxiety of the mice through ledge, hindlimb clasping, and open field tests. Ledge consists in placing mice on cage’s ledge, where they typically walk along, attempting to descend back to the cage. A scoring system is adopted to detect and evaluate coordination deficits, and the test was conducted in triplicate^68^. During the hindlimb clasping test, mice lifted, and the hindlimb position was observed for 10 seconds. Depending on hindlimb retraction, a score is given^68^. Open field test evaluates locomotion, exploration, and anxiety of mice (Supp. Fig. 3f). Mice were placed into the open field square cage (50x50x30 cm) and were left free to explore the environment for 20 min: 10 minutes of acclimatization and 10 minutes of test. Videos were analyzed by AnyMaze software.

#### Neuropathological analyses of mouse brain tissues

After behavioral tests mice were anesthetized and perfused as previously described. Brains were collected and placed in 4% PFA overnight. Next, brains were transferred in 30% sucrose for cryoprotection. When fully soaked with sucrose, brains were frozen, protected by tissue-tek optimal cutting temperature (OCT, DDK Italia) embedded compound. Then, they were cut in 30 μm slices using a cryostat (CM1520 Leica). Coronal sections, after incubation with blocking buffer (2% Normal Goat Serum, plus 0.4% Triton X-100 in PBS 1X) for 1 hour, were stained with anti-Aβ (6e10, 1:1000 BioLegend) antibody, and with anti-pTau (AT180, 1:200 ThermoFisher Scientific), and anti-total tau (HT7, 1:200 ThermoFisher Scientific) antibodies. Particularly, for tau staining the sections were treated with citrate buffer pH = 6 (BioOptica) at 85 °C for 30 min for antigen retrieval. After washing with PBS 1X plus 0.05% Tween-20, sections were added in 3% H_2_O_2_ for 10 min at RT, followed by the incubation with the biotinylated goat anti-mouse secondary antibodies for 2 h at RT. The immunoreactivity was visualized using DAB reagent. Images were acquired with Plan-Apochromat 20×/0.8 M27 objective on Axio Imager.Z2 microscope equipped with Axiocam 506 Color (Zeiss). Images were analyzed with ZEN blue software. Brightness, contrast, and color balance were adjusted over the whole image without eliminating any information present in the original. Investigators were blinded with respect to the genotype of the mice and the treatment. We analyzed a minimum of five sections per mouse.

### Immunohistochemical staining on paraffin-embedded mouse tissues and image analysis

Mice were anesthetized and perfused as previously described. After overnight fixation with 4% PFA, brains were washed and, after following treatments with ethanol 70%, ethanol 90%, ethanol 100%, and xylene, they underwent paraffin-embedding. 5 μm thick coronal brain slices were obtained using a microtome (DiaPath). Following treatments with xylene, ethanol 100%, ethanol 90%, and ethanol 70%, sodium citrate was used for antigen retrieval. Sections were incubated for 2 h with blocking buffer (2% Normal Goat Serum, plus 0.5% Triton X-100 and 2,5% Fetal Bovine Serum in PBS 1X) before being stained with rabbit anti-mouse PAR-1 antibody PAR-1 (1:100, Bioss). After washing with PBS 1X plus 0.05% Tween-20, sections were added in 3% H2O2 for 10 min at RT, followed by incubation with the biotinylated goat anti-mouse secondary antibodies for 2 h at RT. The immunoreactivity was visualized using DAB reagent. Images were acquired with Plan- Apochromat 20×/0.8 M27 objective on Axio Imager.Z2 microscope equipped with Axiocam 506 Color (Zeiss). Images were analyzed with ZEN blue software. Brightness, contrast, and color balance were adjusted over the whole image without eliminating any information present in the original. Investigators were blinded with respect to the genotype of the mice. We analyzed a minimum of nine sections per mouse.

### Preparation of brain homogenates and cell lysates

#### Brain homogenates

Brain homogenates were prepared as described by Illouz T. et al.^69^. Briefly, mice were perfused as previously described, and half brains were snap frozen and stored at −80 °C. Then, half brains were weighted, cut in small pieces, pottered, and sonicated with a volume of RIPA lysis extraction buffer (Thermo Fisher Scientific) dependent on their weight. Then, samples were centrifugated at 17,000× *g* for 90 min. Supernatants were stored as soluble fraction, while pellet was resuspended in tri-fluoro- acetic acid (TFA) and then dry under N2 gas stream. After resuspension in PBS 1X and neutralization with NaOH, samples were centrifugated at 17,000 *g* for other 90 min. Supernatants were stored as insoluble fraction. Soluble and insoluble fractions were snap frozen and stored at −80 °C.

#### Cell lysates

SH-SY5Y cells were growth, differentiated, and stimulated with recombinant GrK in the presence or absence of SCH79797 PAR-1 inhibitor. Unstimulated cells were used as negative control. Then, cells were washed with PBS 1X and then lysed using 200 μl of RIPA lysis extraction buffer (Thermo Fisher Scientific). Samples were incubated for 10 min and then centrifugated at 17,000× *g* for 10 min. Supernatants were stored at −80 °C.

#### ELISA

Proteins present in brain homogenates (soluble and insoluble fraction) or cell lysates prepared as described above were measured using Bradford assay (SERVA) following the manufacturer’s instructions. ELISA experiments were performed loading 2 μg/μl of proteins for brain homogenates soluble fractions, 0.2 μg/μl of proteins for brain homogenates insoluble fractions, and 0.05 μg/μl of proteins for cell lysates. 1-40 Aβ and 1-42 Aβ, or tau pT231, pS199, pS396 or total tau were measured by ELISA following manufacturer’s instructions.

#### Dot blot

Proteins from brain homogenates (soluble and insoluble fraction) prepared as described above were measured using Bradford assay (SERVA) following the manufacturer’s instructions. Dot blot experiments were performed, loading 200 μg/μl of proteins for the soluble fractions and 40 μg/μl of proteins for the insoluble fractions. After sample adsorption on the blotting membrane (Amersham), we performed blocking with 5% milk in TBS 1X. Next, membranes were stained with anti-oligomers (A11, ThermoFisher Scientific) or anti-fibrils (OC, ThermoFisher Scientific) antibodies for 1 h RT. After washing, membranes were stained with HRP secondary antibody for 1 h RT. After washing, membranes were developed using ECL (MerckMillipore).

### Immunofluorescence staining

For immunohistochemical staining mice were anesthetized by i.p. injection of ketamine (100 mg/kg body weight) and xylazine (15 mg/kg body weight) solution and perfused with cold PBS 1X + Ca^2+^Mg^2+^ 1 mM and then fixed in 4% paraformaldehyde (PFA).

#### Frozen mouse tissue

Free-floating PFA-fixed coronal mouse brains sections were incubated in blocking buffer (2% Normal Goat Serum, plus 0.4% Triton X-100 in PBS 1X) for 2 h at room temperature and then treated with rabbit anti-mouse CD8 (1:400, CellSignaling) primary antibody overnight at 4 °C, and then with goat anti-rabbit AF594 secondary antibody (1:1000, Invitrogen) for 1 hour at RT in the dark. After washing with PBS 1X plus 0.05% Tween-20, we added rabbit anti-mouse GrK (1:500, ThermoFisher Scientific) overnight at 4 °C, and then, after washing, biotinylated goat anti-rabbit (1:500, Merck Millipore) for 1 hour RT. We wash with PBS 1X plus 0.05% Tween-20 before adding anti-biotin streptavidin AF488 (1:1000, Invitrogen) and we incubate 45 min at RT. After washing with PBS 1X plus 0.05% Tween-20, we added mouse anti-mouse NeuN (1:200, Sigma-Aldrich) overnight at 4 °C, and then rabbit anti-mouse AF680 (1:500, Invitrogen). Nuclei were stained with DAPI (1:1000, D9542, Sigma-Aldrich). In the end, the sections were washed with PBS 1X, transferred to glass slides, and mounted with Dako medium. Images were acquired with Plan- Apochromat 40×/0.95 M27 objective on Axio Imager.Z2 microscope equipped with a Hamamatsu camera. For imaging of fibrillar/oligomeric amyloid beta forms, brain slices were incubated with a blocking solution and then treated overnight at 4 °C with either rabbit polyclonal antibodies against amyloid oligomers (A11, 57006, ThermoFisher, 1:1000) or amyloid fibrils (OC, 57005, ThermoFisher, 1:1000) and anti-β-amyloid, 1-16 antibody (6E10, 80300, Biolegend, 1:1000). Then, slices were incubated with secondary antibodies: goat anti-rabbit AF488 (a11034, Invitrogen, 1:1000) and goat anti-mouse AF680 (A-21057 Invitrogen, 1:1000), for 1 hour at RT in the dark. After washing with PBS 1X containing 0.05% Tween-20, the sections were incubated with a pan-neuronal marker (MAB2300, Millipore, 1:200) and then rabbit anti-mouse AF568 secondary antibody (a10037, 1:1000, Invitrogen). Nuclei were stained with DAPI (1:1000, D9542, Sigma-Aldrich). Finally, the sections were transferred to glass slides and mounted with Dako medium. Z-stack images were acquired with Plan- Apochromat 20×/0.8 M27 objective on Axio Imager.Z2 microscope equipped with Apotome.2 (Zeiss) and a Hamamatsu camera. The images were post-processed with Imaris (9.6.0 version), applying a Gaussian filter.

#### Trm CD69^+^ CD8^+^ T cell suspension

Hepatic CD69^+^CD103^-^CD8^+^ (200.000 cells) and CD69^+^CD103^+^CD8^+^ (200.000 cells) T lymphocytes, isolated as previously described, were fixed with 4% PFA for 20 min at RT. Fixed cells were washed and resuspended in blocking solution (2% Normal Goat Serum, 2% Bovine Serum Albumin, 0.2% Triton X-100) for 1 hour at 4 °C. Cells were stained firstly with anti-mouse GrK (1:250, ThermoFisher Scientific) primary antibody for 1 hour at RT, and then with goat anti-rabbit AF647 secondary antibody (1:1000, Invitrogen) for 1 hour at 4 °C in the dark. Nuclei were counterstained with DAPI (1:2000, Sigma-Aldrich). Cells were transferred on a poly-lysinated glass slide and left adhering for 20 min. Slides were mounted and acquired under the microscope Axio Imager.Z2 microscope (Zeiss) with a Plan Apochromat 100×/1.46 oil DIC (UV) M27 objective equipped with Hamamatsu camera.

#### Primary murine neurons co-cultured in vitro with CD69^+^ CD103^-^ CD8^+^ T cells

Primary murine neurons isolated as previously described were co-cultured with 5 h with hepatic CD69^+^CD103^-^CD8^+^ T lymphocytes (1:4 ratio), isolated as previously described. Next, cells were fixed with 4% PFA for 10 min at RT. Fixed cells were washed and resuspended in blocking solution (2.5% FBS, and 0.1% Triton X-100) for 30 min at RT. Cells were stained firstly with an anti-mouse GrK (1:500, ThermoFisher Scientific) primary antibody for 1 hour at RT, and then with goat anti-rabbit AF488 secondary antibody (1:1000, ThermoFisher Scientific) for 1 hour at RT in the dark. Then, cells were stained with anti-mouse PAR-1 (1:200, Bioss) for 1 hour at RT in the dark, and, after washing, with goat anti-rabbit AF546 secondary antibody (1:1000, Invitrogen) for 1 hour in the dark. Nuclei were counterstained with DAPI (1:2000, Sigma-Aldrich). Slides were acquired under the microscope Axio Imager.Z2 microscope (Zeiss) with a Plan Apochromat 100×/1.46 oil DIC (UV) M27 objective equipped with Hamamatsu camera. Wild-field imaging with dichroic filter was used to visualize the morphology of neurons and of CD8^+^ T cells.

#### In vitro differentiated human SH-SY5Y neuroblastoma cell line

SH-SY5Y cells (both differentiated and undifferentiated) were fixed in 4% paraformaldehyde for 10 min at RT and then washed with PBS 1X. To verify the differentiation state of SH-SY5Y cells, fixed cells were permeabilized and blocked with 0.3% Triton X-100 + 10% Normal Goat Serum (Vector Laboratories) in PBS for 1 hour at RT. Then, cells were incubated overnight with the following primary antibodies at 4 °C: rabbit anti-human MAP2 (1:100, ThermoFisher Scientific), mouse anti-human Nestin (1:100, Sigma-Aldrich), rabbit anti-mouse βIII-tubulin (1:100, Cusabio), or rabbit anti-human NF-H (1:100, Abcam). Appropriate secondary antibodies conjugated with AF488 (1:800, Molecular Probes) or AF594 dyes (1:800, ThermoFisher Scientific) were used for 1 hour at RT. Nuclei were stained with DAPI (1:2000, Sigma-Aldrich). To verify GrK-dependent tau hyperphosphorylation, we stimulated differentiated SH-SY5Y cells untreated or pre-treated for 1 hour with SCH79797 PAR-1 inhibitor (DBA) with mouse recombinant GrK (Cusabio) for 24 h. Not treated differentiated SH-SY5Y cells were used as a negative control. Differentiated SH-SY5Y cells pre-treated for 1 hour with SCH79797 PAR-1 inhibitor (DBA) were used to ensure that SCH79797 PAR-1 inhibitor alone was unable to induce tau hyperphosphorylation in these cells. Next, cells were fixed in 4% PFA for 10 min. Fixed cells were permeabilized and blocked with 0.2% Triton X-100 + 4% BSA + 2% Normal Goat Serum (Vector Laboratories). Cells were stained with (i) mouse α- human HT7 primary antibody (1:1000, ThermoFisher Scientific) to visualize total tau protein, or (ii) mouse α-human AT8 primary antibody (1:1000, ThermoFisher Scientific) to visualize tau hyperphosphorylation on serine 202 and threonine 205 residues, or (iii) mouse α-human AT100 primary antibody (1:1000, ThermoFisher Scientific) to visualize tau hyperphosphorylation on serine 214 and threonine 212 residues, or (iv) mouse α-human AT180 primary antibody (1:1000, ThermoFisher Scientific) to visualize tau hyperphosphorylation on threonine 231 residues, for 1 hour at RT in blocking solution (0.2% Triton X-100 + 4% BSA + 2% Normal Goat Serum). Next, cells were washed before adding goat anti-mouse AF488 secondary antibody (1:1000, Invitrogen) for 1 hour at RT. Nuclei were stained with DAPI (1:2000, Sigma-Aldrich). Slides were acquired under the microscope Axio Imager.Z2 microscope (Zeiss) with a Plan Apochromat 100×/1.46 oil DIC (UV) M27 objective equipped with Hamamatsu camera. Levels of total tau and hyperphosphorylated tau protein were analyzed with ZEN blue software. Brightness, contrast, and color balance were adjusted over the whole image without eliminating any information present in the original. Investigators were blinded with respect to the treatment. We analyzed a minimum of 10 regions of interest (ROIs) for each condition and we repeated the experiment three times.

### Immunofluorescence staining of human brain tissues and quantification

FFPE sections were deparaffinized and incubated with antigen retrieval solution. Sections will be treated with primary antibodies: rabbit anti-human CD8α antibody (1:100, Abcam), rabbit anti-human CD103 antibody (1:100, Abcam), and anti-GrK antibody (1:100, ThermoFisher Scientific). The sections were incubated sequentially overnight at 4 °C in blocking solution (5% BSA, 2% Normal Goat Serum, and 0.5% Triton x-100) and then were incubated with appropriate fluorophore-conjugated secondary antibodies. Nuclei were stained with DAPI (1:1000, Sigma-Aldrich). Finally, the sections were mounted with Dako medium. Images were acquired using a Zeiss Axio Imager.Z2 microscope (Zeiss) and manually quantified in blind fashion.

### Proteomic analysis

#### Sample preparation for shotgun analysis

Human neuroblastoma SH-SY5Y cells were growth, differentiated, and stimulated with GrK in the presence and absence of SCH79797 PAR-1 inhibitor as previously described. Next, cell extracts were prepared using the EasyPep Mini MS Sample Prep Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, 1 × 10^6^ cells per well were lysed in lysis buffer with Universal Nuclease by pipetting ten times. Protein concentration was measured using a Microplate BCA Protein Assay Kit (Pierce™, Thermo Fisher Scientific). 50 μg of protein were reduced, alkylated (50 μL solution, 95 °C, 10 min), then digested with 50 μL trypsin/Lys-C at 37 °C for 3 h. Digestion was stopped with 50 μL of Digestion Stop Solution. For peptide cleanup, samples were loaded onto peptide cleanup columns, centrifuged twice at 1500 × g for 2 min, washed with 300 μL of Wash Solution A and B, and eluted with 300 μL of Elution Solution. Peptides were dried in a vacuum centrifuge and resuspended in 0.1% TFA for LC-MS/MS analysis.

#### Mass spectrometry analysis

Liquid chromatography-mass spectrometry (LC-MS) analyses were performed using an Ultimate 3000 nano-UHPLC system coupled to an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific). Tryptic peptides (1 μg per sample) were injected onto the column (2 μm, 500 × 0.075 mm) and initially washed for 5 min at a flow rate of 300 nL/min with 4% acetonitrile (ACN) in 0.1% formic acid (FA). Peptide separation was achieved using a linear gradient from 4% to 50% ACN over 90 min. Ionization was performed via a nanospray electrospray ionization (ESI) source in positive ion mode, with an applied voltage of 1.5 kV and a capillary temperature maintained at 275 °C. Mass spectrometry data acquisition was conducted in data-dependent acquisition (DDA) mode. Full MS1 spectra were collected in the Orbitrap analyzer over an m/z range of 375–1500 with a resolution of 120,000 (at m/z 200), standard automated gain control (AGC) and maximum injection time settings, and precursor ion charge states of 2+ to 5 + . For MS2 analysis, precursor ions exceeding an intensity threshold of 3.0 × 104 and within a charge range of 2+ to 5+ were selected within a 4.0 Da isolation window and fragmented using high-energy C-trap dissociation (HCD) at a normalized collision energy of 30%. The resulting fragment ions were analyzed in the Orbitrap at a resolution of 30,000 (at m/z 200). To minimize redundant fragmentation, a dynamic exclusion time of 45 s was applied. Each experimental condition was analyzed in triplicate.

To ensure data quality, blank samples (30% ACN in water) and a quality control (QC) sample consisting of HeLa lysate digest were injected every four runs. Raw mass spectrometry data were processed using Proteome Discoverer (v2.5) with mass tolerances of 10 ppm (MS1) and 0.02 Da (MS2). Peptide spectra were searched against the UniProt protein database with the following search parameters: trypsin cleavage with up to two missed cleavages, carbamidomethylation of cysteine as a fixed modification, and methionine oxidation and N-terminal acetylation as variable modifications. Protein and peptide identification confidence was assessed via the Percolator algorithm, applying a false discovery rate (FDR) threshold of 0.01.

Label-free quantification was performed using at least two unique peptides per protein, with abundance calculations based on pairwise ratio-based comparisons, and statistical significance was determined using a t-test background-based approach. Proteins were considered significantly modulated if they exhibited an adjusted *P*-value < 0.05 and a fold change (FC) > 1.3.

#### Bioinformatics analyses of proteomics data

Enrichment analysis on significantly differentially expressed proteins was performed using PathFindeR R package. Next, enriched pathways were clustered using the SimplifyEnrichment R package, and the identified clusters were manually annotated.

### Statistical analysis

For statistical analysis, the GraphPad Prism 9.0 (v 9.0.0) was used. Data are depicted as mean with standard deviation (SD) or standard error of the mean (SEM) as indicated in the respective Figure legends. *P*-values of *P* < 0.0001 or *P* < 0.001 were considered significant, *P* < 0.01 very significant, and *P* < 0.05 significant. Data were tested with two-tailed Mann-Whitney U-test to compare unmatched groups with non-Gaussian distribution, or with two-way analysis of variance (ANOVA) followed by Turkey’s multiple comparison to determine differences among multiple datasets (threshold for significance: *P* ≤ 0.05). Statistical analyses are available in the data source files. The number of animals/samples used in each experiment is specified in figure legends.

#### Statistical analysis of cell type proportions

To assess differences in cell type proportions between WT and 3xTg-AD mice (only brain, only meninges, and both tissues together), we computed odds ratios (ORs) with 95% confidence intervals (CIs) for each cell type. The ORs were calculated as:

1 $${OR}=\frac{\frac{{p}_{3{xTg}-{AD}}}{1-{p}_{3{xTg}-{AD}}}}{\frac{{p}_{{WT}}}{1-{p}_{{WT}}}}$$

where *p*_3*x*Tg-AD_ and *p*_wT_ represent the proportions of a given cell type in 3xTg and WT mice, respectively. The standard error (SE) of the log(OR) was computed as:

2 $${SE}=\sqrt{\frac{1}{{n}_{{WT},{yes}}}+\frac{1}{{n}_{{WT},{no}}}+\frac{1}{{n}_{3{xTg}-{AD},{yes}}}+\frac{1}{{n}_{3{xTg}-{AD},{no}}}}$$

where *η*_WT_,yes, *η*_WT,*n*o_, *η*_*3xxTg-AD,yes*_, *η*_*3x*_*x*_*Tg-AD,no*_ represents the numerosity of the given cell type (yes) or all the others (no) in WT and 3xTg-AD mice respectively. The 95% CI for the OR was obtained by exponentiating the bounds of the log(OR) ± 1.96 × SE. To evaluate the statistical significance of observed differences, we performed a permutation test (10,000 iterations). At each iteration, cell type labels were randomly reassigned between groups while maintaining the original total number of WT and 3xTg-AD cells. The empirical *P*-value was computed as the fraction of permuted ORs deviating from 1 as much or more than the observed OR. Multiple testing correction was applied using the False Discovery Rate (FDR) method.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1.

Supplementary Movie 2.

Supplementary Movie 3.

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source data.

## Data Availability

Our datasets of scRNA-seq data are deposited online in the GEO and are publicly available under accession numbers GSE180188 and GSE180184. Human scRNA-seq datasets obtained from Xu et al.^45^ and Gate et al^9^. are available under GSE181279 and GSE134578 accession codes, respectively. All data associated with this study can be found in the paper or in supplementary materials. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD064640. Raw data generated in this study are provide in the Supplementary Information and Source Data files. Source data are provided with this paper.

# Supplementary material for: CD103–CD8+ T cells promote neurotoxic inflammation in Alzheimer’s disease via granzyme K–PAR-1 signaling
**Source:** Nat Commun. 2025 Sep 24;16:8372. doi: 10.1038/s41467-025-62405-6
**Supplement:** Supplementary file 1 — Supplementary Information

CD103-CD8⁺ T cells promote neurotoxic inflammation in Alzheimer's disease via granzyme K-PAR-1 signaling

Eleonora Terrabuio^{1,2*}, Enrica Caterina Pietronigro¹, Alessandro Bani¹, Vittorina Della Bianca¹, Carlo Laudanna^{1,2}, Barbara Rossi¹, Giulia Finotti³, Bruno Santos-Lima¹, Elena Zenaro¹, Ermanna Turano⁴, Gabriele Tosadori¹, Matteo Calgaro⁵, Nicola Vitulo⁵, Monica Castellucci³, Daniela Cecconi⁵, Jessica Brandi⁵, Nikolaos Vareltzakis¹, Fabiana Mainieri¹, Antonella Calore¹, Gabriele Angelini¹, Bruno Bonetti⁶, Gabriela Constantin^{1,2,*}

Supplementary Figure 1

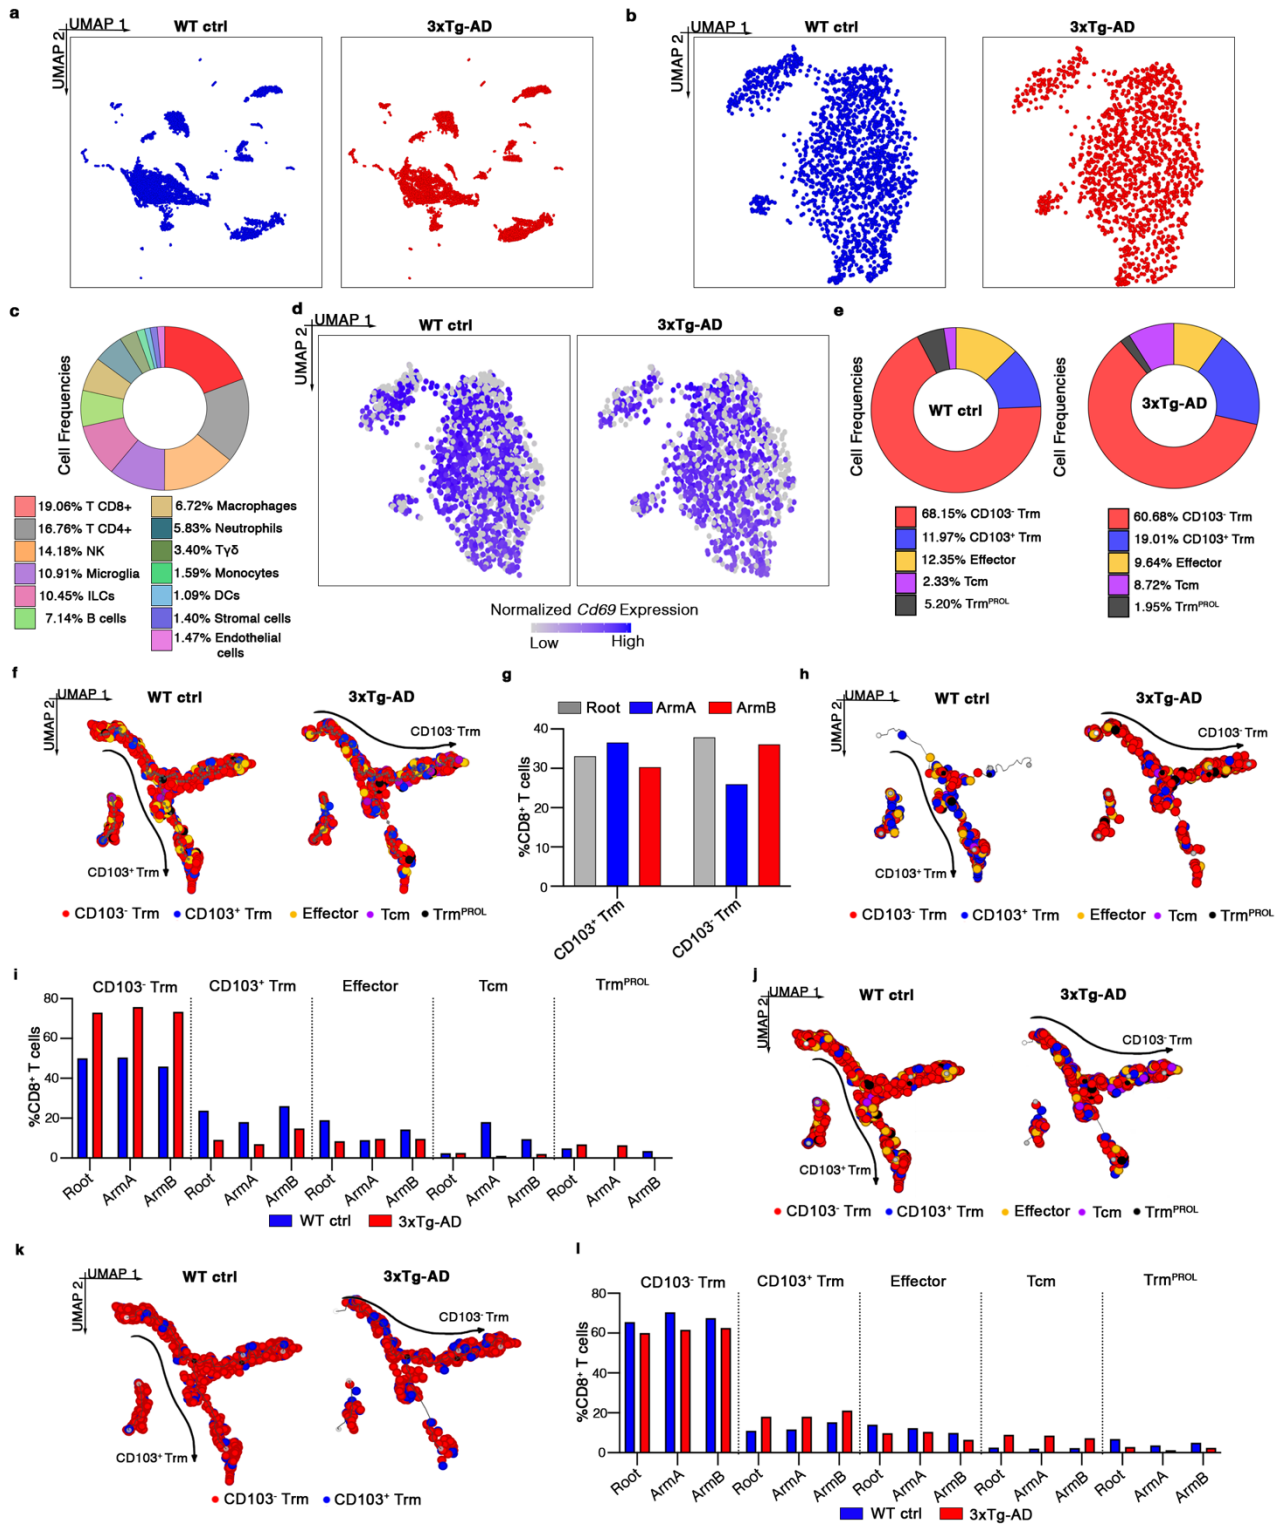

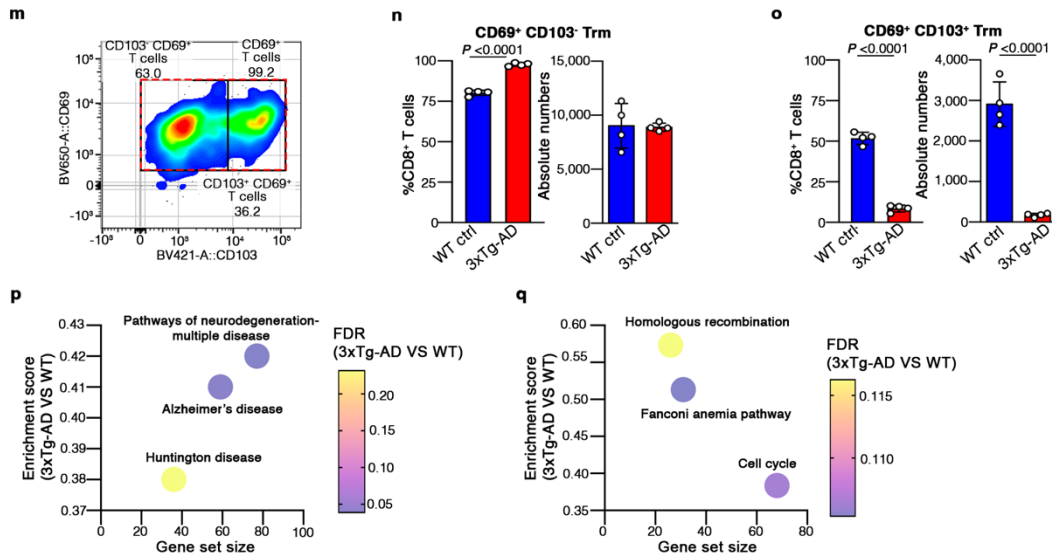

28

29 **Supplementary Fig. 1. Distribution of the CD8⁺ T cell compartment in the brains and meninges**
30 **of AD mice. a**, UMAP plot showing CD45^{HIGH} leukocytes detected in the brains and meninges of
31 wild-type control (WT; n = 8) and 3xTg-AD (n = 8) mice (6 months old). **b**, UMAP plot showing
32 CD8⁺ T cells detected in the brains and meninges of WT (n = 8) and 3xTg-AD (n = 8) mice (6 months
33 old). **c**, Donut plot showing the frequencies of the different cell populations among all CD45^{HIGH}
34 leukocytes detected in the brains and meninges of WT (n = 8) and 3xTg-AD (n = 8) mice (6 months
35 old). **d**, UMAP plot showing normalized *Cd69* expression in CD8⁺ T cells in the brains and meninges
36 of WT (n = 8) and 3xTg-AD (n = 8) mice. Transcript levels are color coded: violet high expression,
37 white low expression. **e**, Donut plots indicating the distribution of CD8⁺ T cell subsets in the meninges
38 of WT (left) and 3xTg-AD (right) mice. **f**, Trajectory plots indicating the distribution of CD8⁺ T cell
39 subsets in the brains and meninges of WT (left) and 3xTg-AD (right) mice. **g**, Bar plots showing the
40 percentage of CD103⁺ and CD103⁻ Trm CD8⁺ T cell subsets in the brains and meninges of WT and
41 3xTg-AD mice distributed in the root, arm A and arm B of the trajectory plot. **h**, Trajectory plots
42 indicating the distribution of CD8⁺ T cell subsets in the brains of WT (left) and 3xTg-AD (right)
43 mice. **i**, Bar plots showing the percentage of each CD8⁺ T cell subset in the root, arm A, and arm B
44 of the trajectory plot representing the brains of WT and 3xTg-AD mice. Arms A and B are
45 characterized by *Itgae* and *Eomes* gene expression, respectively. **j**, Trajectory plots indicating the
46 distribution of CD8⁺ T cell subsets in the meninges of WT (left) and 3xTg-AD (right) mice. **k**,
47 Trajectory plots indicating the distribution of CD103⁻ and CD103⁺ CD8⁺ Trm cell subsets in the
48 meninges of WT (left) and 3xTg-AD (right) mice. **l**, Bar plots showing the percentage of each CD8⁺
49 T cell subset in the root, arm A, and arm B of the trajectory plot representing the meninges of WT
50 and 3xTg-AD mice. Arms A and B are characterized by *Itgae* and *Eomes* gene expression,
51 respectively. **m**, Gating strategy showing the percentage of CD69⁺ CD8⁺ Trm cells (red gate) in

mouse brains. **n, o**, Percentages (left) and absolute numbers (right) of CD103⁻ (n) and CD103⁺ (o) CD69⁺CD8⁺ Trm cells in the meninges of WT (n = 4) and 3xTg-AD (n = 4) mice (6 months old). Data are means ± SD, with *P*-values based on Student's t-test. **p, q**, GSEA applied to the KEGG database showing the three most enriched terms in the brains (n) and meninges (o) of 3xTg-AD mice compared to WT controls. Dot color = false discovery rate (FDR).

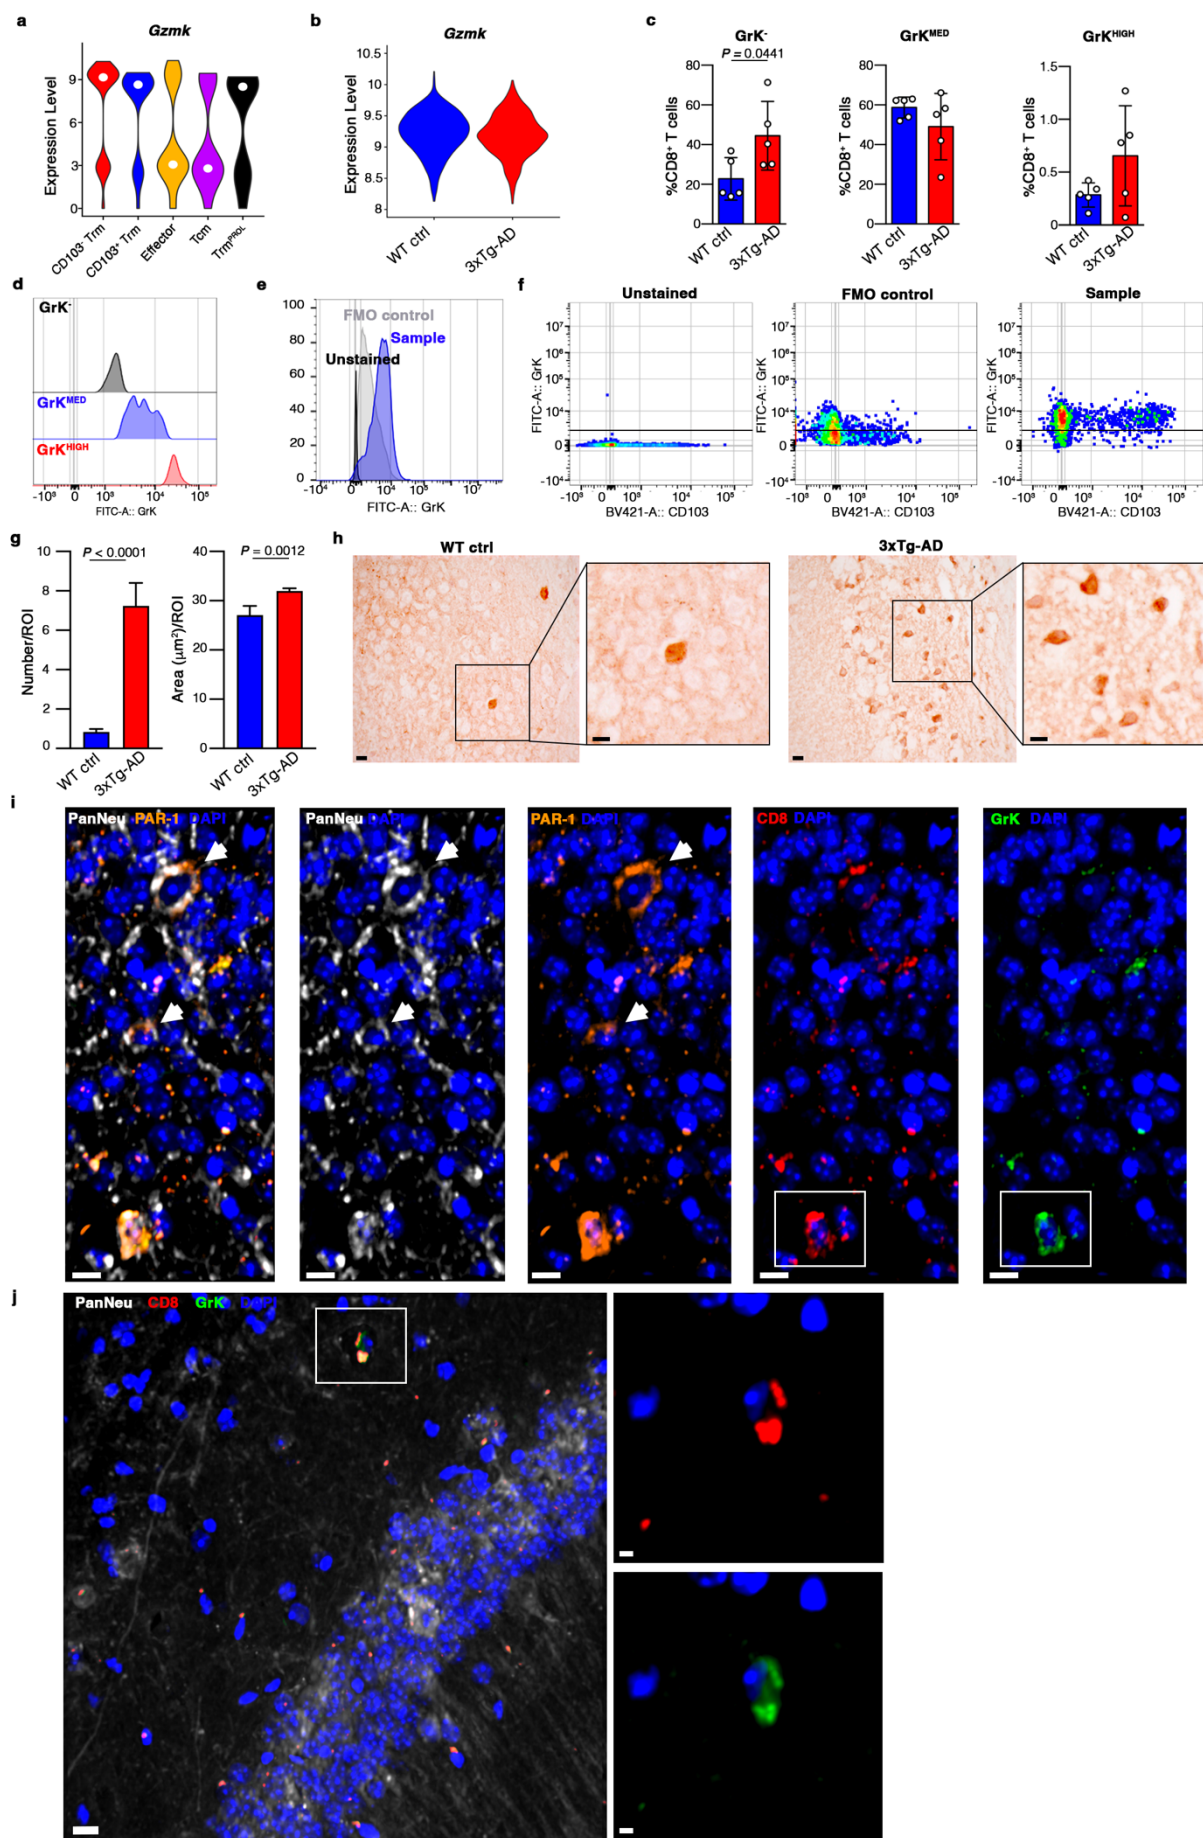

87 **Supplementary Fig. 2. *Gzmk* expression in meningeal CD103⁻ CD8⁺ Trm cells.** **a**, Violin plot
88 showing the expression of *Gzmk* in CD8⁺ T cell subsets in our dataset (WT and 3xTg-AD mice; brains
89 and meninges). **b**, Violin plot showing the expression of *Gzmk* in CD8⁺ T cells in the meninges of
90 WT and 3xTg-AD mice. **c**, Bar plots showing the percentage of GrK⁻CD103⁻, GrK^{MED}CD103⁻, and
91 GrK^{HIGH}CD103⁻ CD8⁺ Trm cells in the meninges of WT (n = 5) and 3xTg-AD (n = 5) mice (6 months
92 old). Data are means ± SD, with *P*-values based on Student's t-test. **d**, Representative histograms
93 showing GrK levels in GrK⁻ (black), GrK^{MED} (blue) and GrK^{HIGH} (red) cell populations detected by
94 flow cytometry. **e, f**, Histograms (e) and pseudocolor plots (f) showing GrK levels in unstained
95 control (black), FMO control (gray), and sample (blue). **g, h**, Immunohistochemical analysis (g) in
96 the hippocampus of WT and 3xTg-AD mice evaluating the number (left) and the area (right) of PAR-
97 1⁺ neurons, with representative images (h). Scale bar = 20 μm, or 10 μm in the zoomed images. Data
98 are means ± SD, with *P*-values based on Student's t-test. **i**, CD8⁺GrK⁺ cells (squares) near PAR-1⁺
99 neurons (arrows) in the hippocampus of 3xTg-AD mice (6 months old) detected by
100 immunofluorescence staining (CD8 = red, PanNeu = white, GrK = green, PAR-1 = orange) with
101 DAPI nuclear counterstaining (blue). Scale bar = 5 μm. **j**, CD8⁺ T cell (square) in the brains of WT
102 mice (6 months old) detected by immunofluorescence staining (CD8 = red, PanNeu = white, GrK =
103 green) with DAPI nuclear counterstaining (blue). Scale bar = 5 μm or 2 μm for zoomed images.

121 **Supplementary Figure 3**

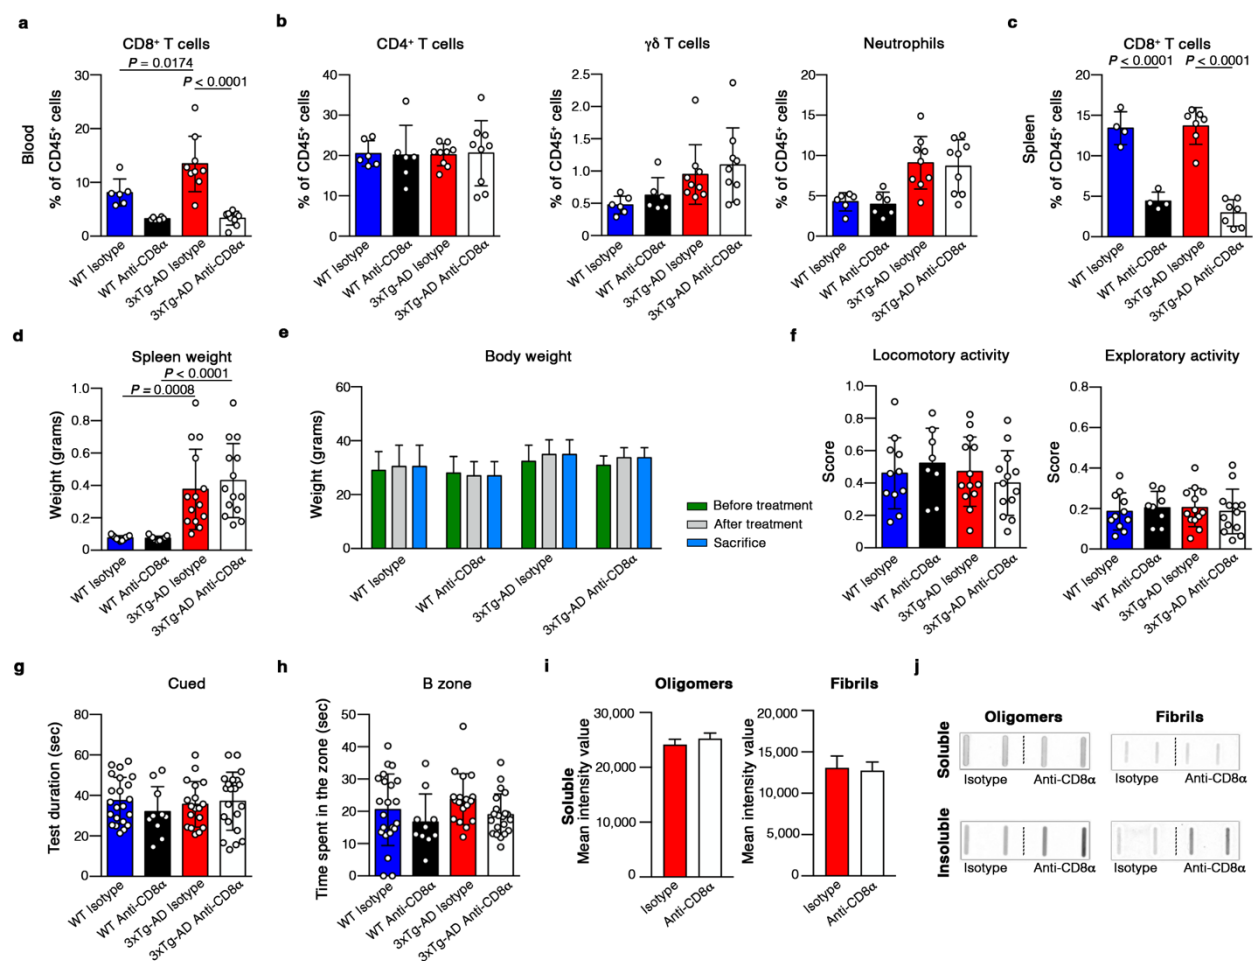

122

123 **Supplementary Fig. 3. Anti-CD8 α treatment successfully depletes peripheral CD8⁺ T cells. a,**
124 **b, Bar plots showing the percentage of CD8⁺ T cells (a), CD4⁺, $\gamma\delta$ T cells and neutrophils (b) in the**
125 **blood of WT isotype control (blue, n = 6), CD8-depleted WT (black, n = 6), 3xTg-AD isotype control**
126 **(red, n = 9) and CD8-depleted 3xTg-AD (white, n = 9) mice. Data are means $\pm$ SD, with P -values**
127 **based on one-way ANOVA multiple comparisons. c, Bar plot showing the percentage of CD8⁺ T**
128 **cells in the spleens of isotype control and CD8-depleted WT and 3xTg-AD mice (colors, sample**
129 **numbers and statistical testing as above). d, Spleen weight of isotype control and CD8-depleted WT**
130 **and 3xTg-AD mice (colors, sample numbers and statistical testing as above). e, Body weight of**
131 **isotype control and CD8-depleted WT and 3xTg-AD mice. Data show mice before (green) and after**
132 **(gray) the treatment, and before euthanasia (light blue). f, Open field behavioral test showing no**
133 **differences in locomotor activity (left) and exploratory behavior (right) in WT isotype control (blue,**
134 **n = 11), CD8-depleted WT (black, n = 8), 3xTg-AD isotype control (red, n = 14) and CD8-depleted**
135 **3xTg-AD (white, n = 13) mice. Data are means $\pm$ SD. g, Bar plot showing the time taken (in seconds)**
136 **by WT isotype control (blue, n = 22), CD8-depleted WT (black, n = 10), 3xTg-AD isotype control**

(red, n = 18) and CD8-depleted 3xTg-AD (white, n = 21) mice to reach the platform during the cued stage of the MWM behavioral test. Data are means $\pm$ SD based on two independent experiments. **h**, Bar plot showing the time spent (in seconds) in the target zone by isotype control and CD8-depleted WT and 3xTg-AD mice (colors, sample numbers and statistical testing as in panel (g)) during the probe stage of MWM behavioral test. **i**, Dot blot experiments showing the amount of soluble oligomeric (A11 antibody, left) and fibrillar (OC antibody, right) forms of A β in brain homogenates from 3xTg-AD mice treated with an anti-CD8 antibody (n = 4) or an isotype control (n = 4). Data from three independent experiments are shown as means $\pm$ SEM. **j**, Representative images of dot blot experiments performed on soluble (upper panels) and insoluble (bottom panels) fractions of brain homogenates from 3xTg-AD mice treated with an anti-CD8 antibody or an isotype control, evaluating A β oligomers (A11 antibody, left) and fibrils (OC antibody, right). Uncropped dot blots are provided in Supp. Data 5-8.

171
172

Supplementary Figure 4

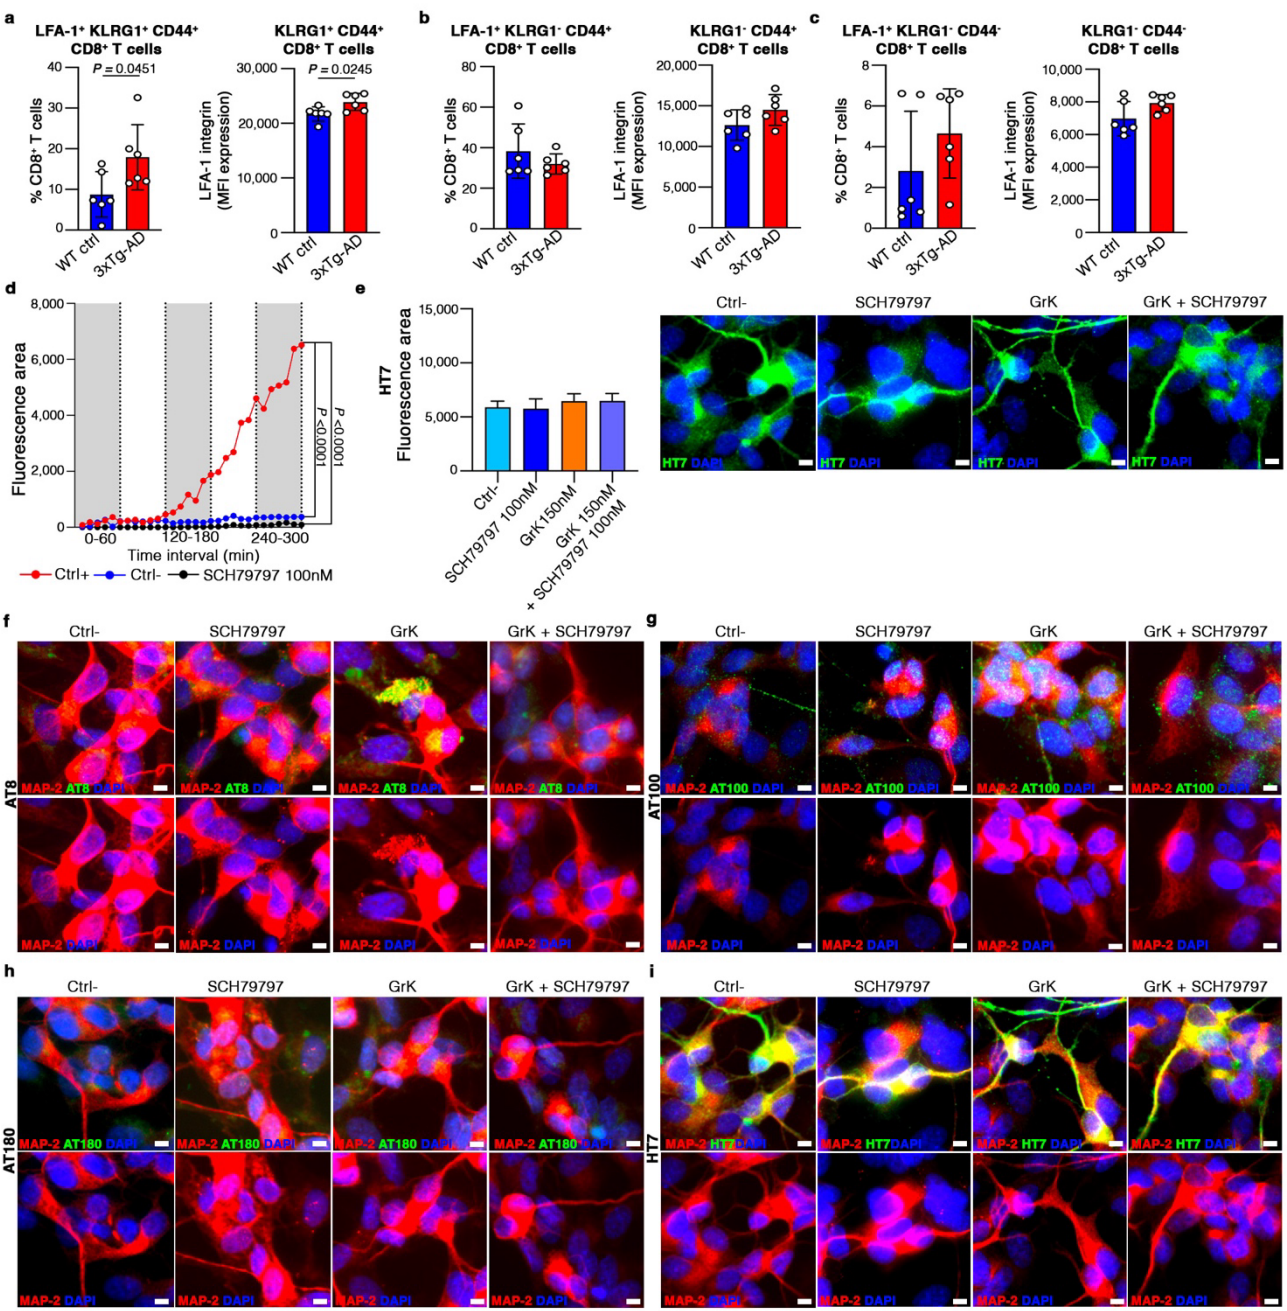

173

174 **Supplementary Fig. 4. Expression of LFA-1 integrin on circulating CD8⁺ T cells in AD mice.** a-
175 c, Bar plots showing the percentage of LFA-1⁺ cells (left) and the LFA-1 mean fluorescence intensity
176 (MFI, right) for KLRG1⁺CD44⁺ (a), KLRG1⁻CD44⁺ (b), and KLRG1⁻CD44⁻ (c) CD8⁺ T cells in the
177 blood of WT (n = 6) and 3×Tg-AD (n = 6) mice (6 months old). Data are means ± SD, with *P*-values
178 based on Student's *t*-test. d, Intracellular Ca^{2+} release in differentiated SH-SY5Y cells cultured for 5
179 hours in the presence of 100 nM of the PAR-1 inhibitor SCH79797 (violet) to demonstrate that
180 SCH79797 alone does not affect neuronal functionality. Ctrl⁻ (blue) = neurons alone. Ctrl⁺ (red) =
181 ionomycin-stimulated neurons (10 μM). Data are means ± SD based on two independent experiments,

182 with *P*-values based on two-way ANOVA multiple comparisons. **e**, Bar plots (left) and representative
183 images (right) showing levels of total tau (HT7) on differentiated SH-SY5Y cells cultured in the
184 absence of active GrK (Ctrl⁻), in the presence of 100 nM SCH79797 alone, in the presence of 150
185 nM active GrK alone, and in the presence of both. Data are means $\pm$ SD based on three independent
186 experiments, with *P*-values based on two-way ANOVA multiple comparisons. Nuclei were
187 counterstained with DAPI. Scale bar = 5 μ m. **f-i**, Representative images showing the expression of
188 MAP-2 (red) and AT8 (f), AT100 (g), AT180 (h), and HT7 (i) (green) in differentiated SH-SY5Y
189 cells cultured in the absence of active GrK (Ctrl⁻), in the presence of 100 nM SCH79797 alone, in the
190 presence of 150 nM active GrK alone, and in the presence of both (data from three independent
191 experiments). Nuclei were counterstained with DAPI. Scale bar = 5 μ m.

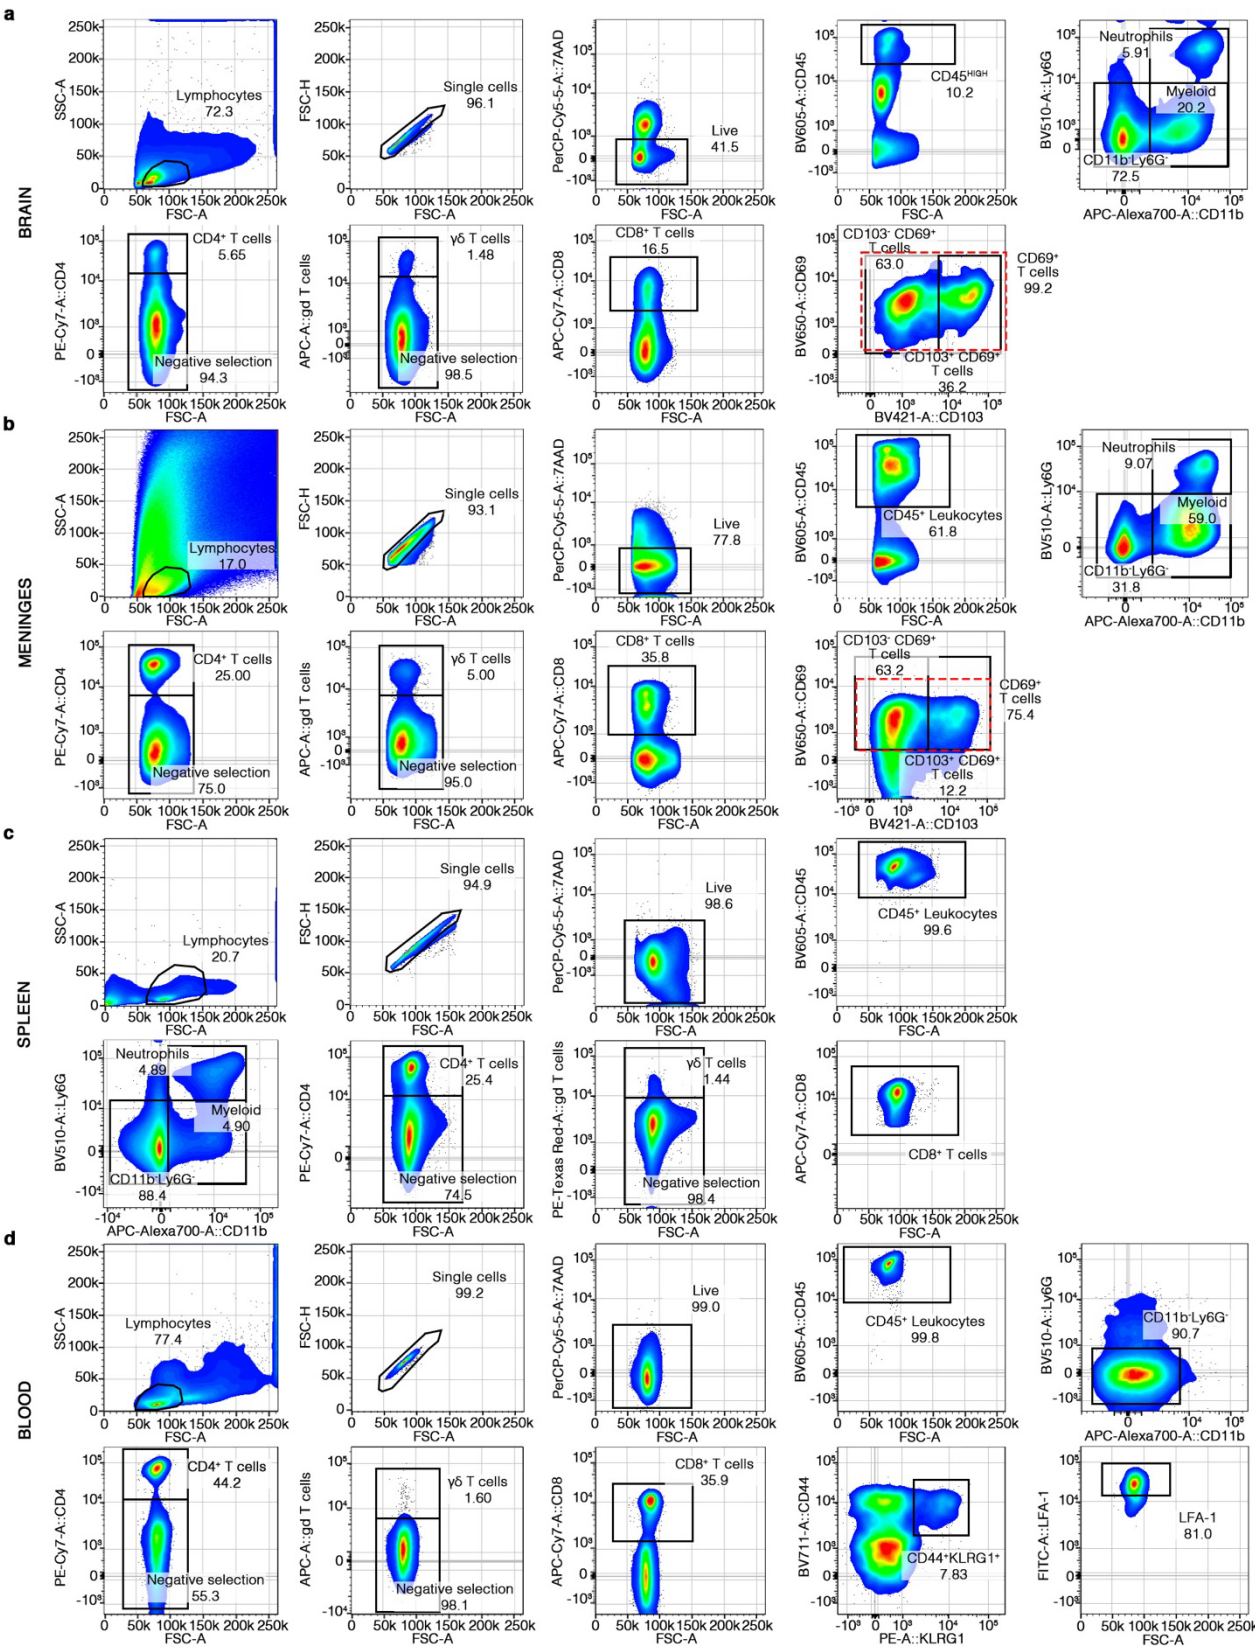

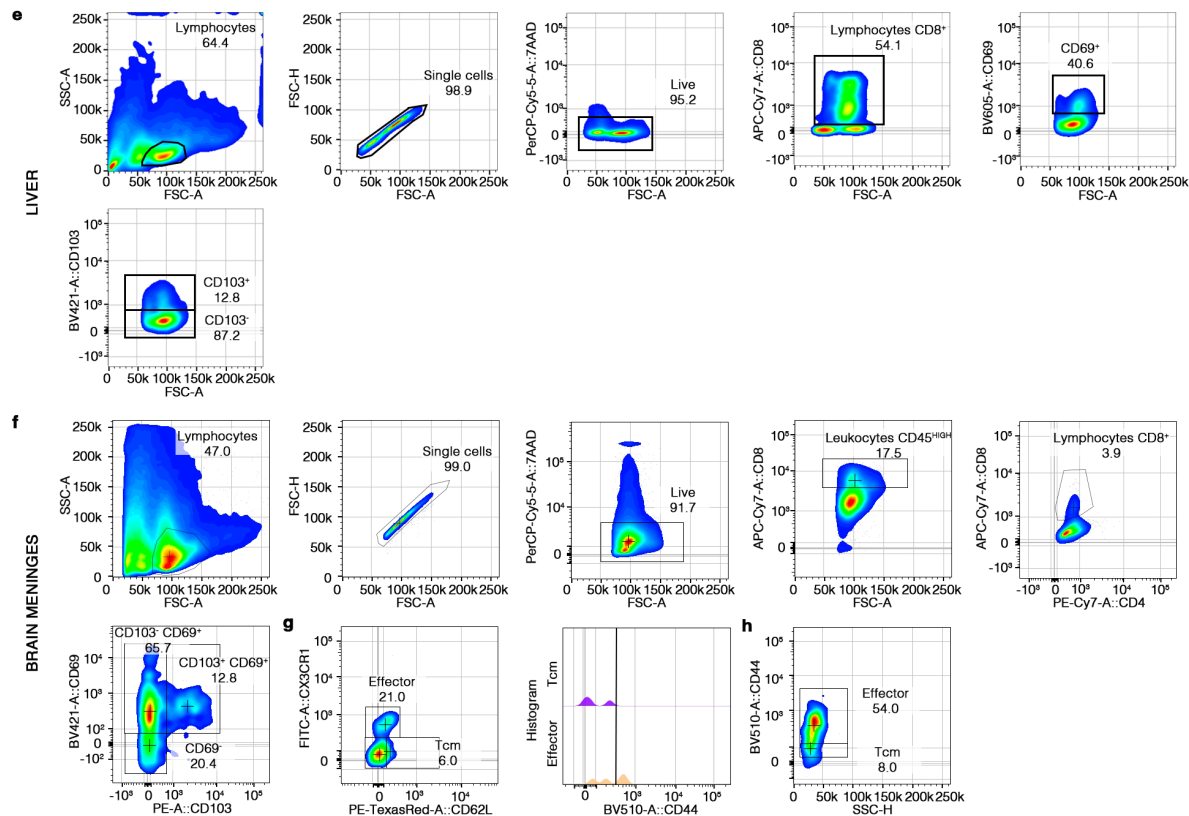

Supplementary Fig. 5. Gating strategies for flow cytometry data and cell sorting. a-d, Dot plots showing gating strategies used to analyze brain (a), meninges (b), spleen (c) and blood (d) samples. CD69⁺CD8⁺ T cells in the brain (a) and meninges (b) are gated in red. Percentages of CD103⁻ Trm and CD69⁺ Trm cell populations were calculated based on the CD8⁺ T cell population. Percentages shown in the plots are calculated based on the parent gate. **e,** Gating strategy used to sort CD69⁺CD103⁻ and CD69⁺CD103⁺ CD8⁺ Trm cells from the livers of 3xTg-AD mice (6 months old) for *in vitro* experiments. Percentages shown in the plots are calculated based on the parent gate. **f-h,** Gating strategies used to analyze brain and meninges samples calculating the expressions of intracellular and extracellular phenotypical markers of CD103⁻CD69⁺ Trm, CD103⁺CD69⁺ Trm, CD69⁻ Effector and CD69⁻ Tcm CD8⁺ T cell subsets. Effector and Tcm populations were gated starting from the CD69⁻ subset of CD8⁺ T cells. For the extracellular panel (g), Effector and Tcm populations were identified as CD44^{HIGH}CX3CR1⁺CD62L⁻ and CD44^{LOW}CX3CR1⁺CD62L⁺, respectively. For the intracellular panel (h), Effector and Tcm populations were identified as CD44^{HIGH} or CD44^{LOW}, respectively. The MFI of CD69, CD103, and CX3CR1 for the extracellular panel (g) and of EOMES, GrK, GrB, and GrA for the intracellular panel (h) was calculated for each cell population. Percentages shown in the plots are calculated based on the parent gate.

241
242 **Supplementary Figure 6**

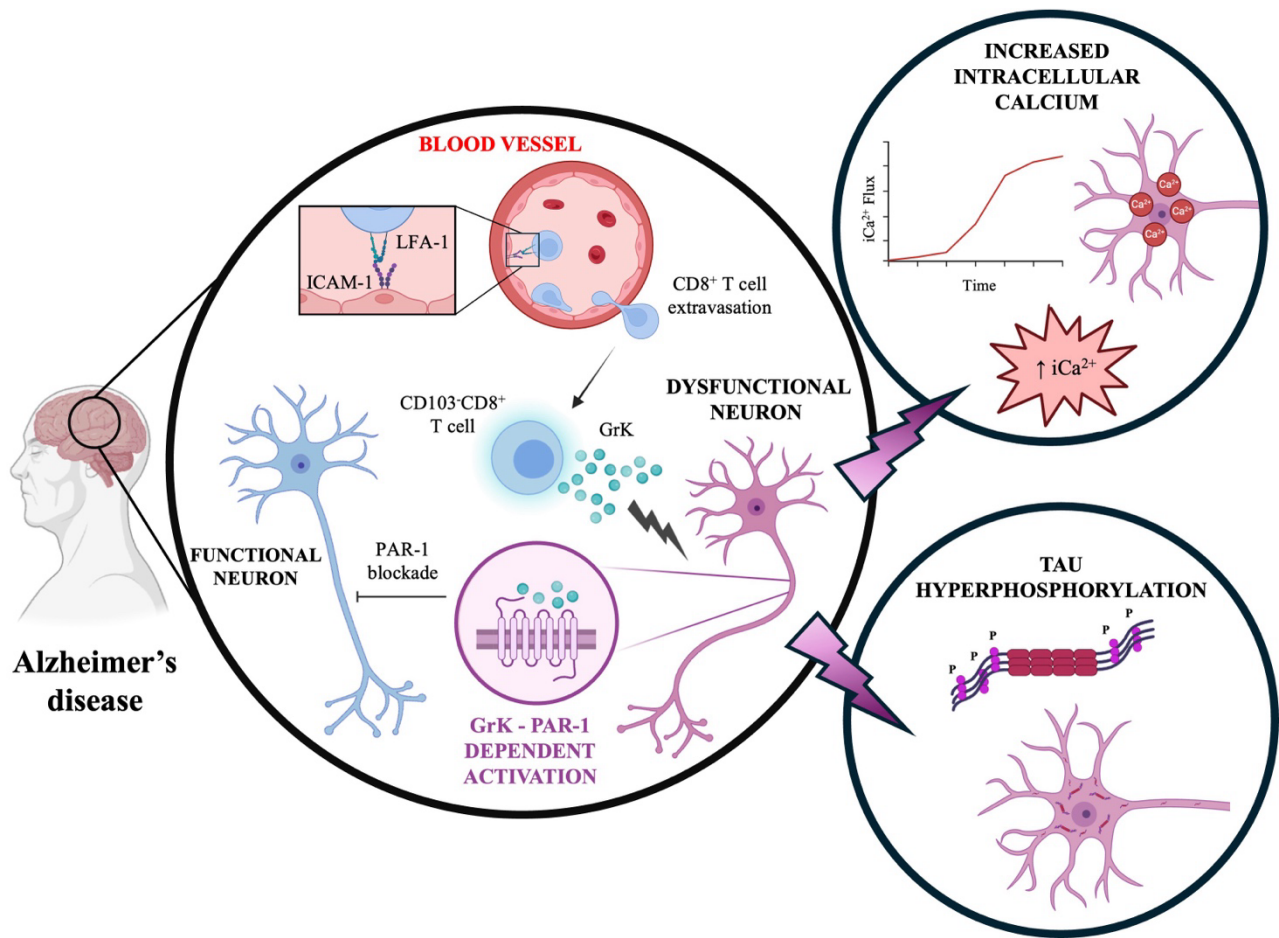

243
244

245 **Supplementary Fig. 6. GrK⁺CD103⁺CD8⁺ T cells mediate neurotoxic inflammation in AD.**
246 CD103⁺CD8⁺ T cells accumulate in the brains of AD animal models and human AD patients. These
247 cells are replenished from the blood and require LFA-1 integrin for extravasation into the brain.
248 Depletion of brain CD103⁺CD8⁺ T cells ameliorates the cognitive deficit and reduces
249 neuropathological changes in AD mice. Inside the brain parenchyma, CD103⁺CD8⁺ T cells
250 produce large amounts of GrK, directly activating neuronal PAR-1. The GrK-PAR-1 axis then
251 induces tau hyperphosphorylation and neuronal dysfunction. GrK-induced neuronal alterations are
252 prevented by PAR-1 blockade. Collectively, our data show that dysfunctional communication
253 between the immune system and CNS mediated by CD103⁺CD8⁺ T cells and GrK-PAR-1 signaling
254 contributes to the development of AD, identifying new molecular mechanisms that can be targeted to
255 prevent immune-mediated neurotoxic inflammation. Created in BioRender. Terrabuio, E. (2025)
256 <https://BioRender.com/flxi6t>.

257

258
259
260
261
262
263
264

265
266
267

268

269
270
271
272
273
274
275
276
277
278
279
280
281
282
283
284
285
286
287
288
289
290
291

Supplementary Table 1 | Clinical data of human post-mortem hippocampus specimens used for the analysis of intraparenchymal and intravascular CD103⁻, CD103⁺, and GrK⁺ CD103⁻ CD8⁺ T cells.

ID	Neuropathology	Age	Sex
CTRL			
A308/14	Minimal ageing changes BNE stage, control	66	F
A012/12	Normal brain	51	F
A250/14	Control brain	69	F
AD			
A038/17	AD BNE stage 6, MAA	69	F
A226/16	AD BNE stage 6	69	F
A272/16	AD BNE stage 6	68	F

Detailed neuropathology of each individual, included in the study, along with age and sex. The average age is 62 ± 9.2 (mean $\pm$ standard deviation) for controls (CTRL) ($n = 3$) and 68.7 ± 0.6 (mean $\pm$ standard deviation) for AD individual ($n = 3$). AD = Alzheimer's disease; BNE = Brain Net Europe; MAA=Mild Amyloid Angiopathy.

292
293
294

Supplementary Table 2 | List of reagents

Reagents	Assay	Source	Identifier
7-AAD Viability Staining Solution	FC	BioLegend	Cat # 420404
Anti-CD16/32 Fc-Block	FC	BioLegend	Cat # 101302
Anti-CD11a/CD18 FITC	FC	Miltenyi Biotech	Cat # 130-114-422
Anti-CD103 BV421	FC	BD Biosciences	Cat # 562771
Anti-CD8 APC-H7	FC	BD Biosciences	Cat # 560182
Anti-CD69 BV650	FC	BD Biosciences	Cat # 740460
Anti-TCRgd PE-CF594	FC	BD Biosciences	Cat # 563532
Anti-CD62L PE	FC	BD Biosciences	Cat # 553151
Anti-CD45 BV605	FC	BD Biosciences	Cat # 563053
Anti-CD27 APC	FC	BD Biosciences	Cat # 560961
Anti-CD11b APC-R700	FC	BD Biosciences	Cat # 564985
Anti-Ly6g BV510	FC	BD Biosciences	Cat # 740157
Anti-CD4 PE-Cy7	FC	BD Biosciences	Cat # 552775
Anti-CD197 (CCR7) BV786	FC	BD Biosciences	Cat # 564355
Anti-CD44 BV711	FC	BD Biosciences	Cat # 563971
Viability TM Fixable Dye 405/520	FC	Miltenyi Biotech	Cat # 130-109-814
Anti-CD45 APC-Vio770	FC	Miltenyi Biotech	Cat # 130-110-662
Anti-CD8 PE-Cy7	FC	Biolegend	Cat # 100722
Anti-CD3 BV650	FC	BD Biosciences	Cat # 564378
Rabbit anti-mouse/human GrK	FC/IF	ThermoFisher Scientific	Cat # PA550980
Goat anti-rabbit AlexaFluor 488	FC/IF	ThermoFisher Scientific	Cat # A11034
Anti-VLA-4 (CD49d) PE-Cy7	FC	BioLegend	Cat # 103618
Anti-Ly6g BV421	FC	BD Biosciences	Cat # 562737
Anti-CD44 BV510	FC	BD Biosciences	Cat # 563114
Anti-CD45 BV786	FC	BD Biosciences	Cat # 564225
Anti-CD4 APC	FC	BD Biosciences	Cat # 553051
Anti-CD45 BV480	FC	BD Biosciences	Cat # 566095
Anti-KLRG1	FC	BD Biosciences	Cat # 561621
Anti-GrA eFluor450	FC	ThermoFisher Scientific	Cat # 48-5831-82
Anti-CD69 BV605	FC	BD Biosciences	Cat # 563290
Anti-TCRgd BV650	FC	ThermoFisher Scientific	Cat # 416-5711-82
Anti-CD103 BV711	FC	ThermoFisher Scientific	Cat # 407-1031-82
Anti-CD45 BV786	FC	ThermoFisher Scientific	Cat # 417-0451-82
Anti-GrB PE	FC	SONY	Cat # 2461035
Anti-CD4 Pe-Cy7	FC	ThermoFisher Scientific	Cat # 25-0041-82
Anti-Eomes eFluor660	FC	ThermoFisher Scientific	Cat # 50-4875-82
Fixable dye 700	FC	BD Biosciences	Cat # 564997
Anti-CD8 APC-AF750	FC	ThermoFisher Scientific	Cat # MCD0827
Anti-CD69 SB436	FC	ThermoFisher Scientific	Cat # 62-0691-82
Anti-CXCR3	FC	ThermoFisher Scientific	Cat # 63-1831-82
Anti-CD45 BV711	FC	ThermoFisher Scientific	Cat # 407-0451-82
Anti-CX3CR1 FITC	FC	ThermoFisher Scientific	Cat # ACR-059-F
Anti-CD103 PE	FC	ThermoFisher Scientific	Cat # 12-1031-82
Anti-CD62L PE-TexasRed	FC	ThermoFisher Scientific	Cat # RM4317
Anti-CXCR6 APC	FC	ThermoFisher Scientific	Cat # 17-9186-82

Fixation Buffer	FC	BD Biosciences	Cat # 55655
Staining Perm Wash Buffer	FC	BD Biosciences	Cat # 554723
Transcription factor buffer set	FC	BD Pharmigen	Cat # 562574
Collagenase crude type IA	FC	Merck Millipore	Cat # C2674-100MG
Deoxyribonuclease I crude lyophilized	FC	Merck Millipore	Cat # DN25-100MG
Recombinant Mouse IL-2 Protein	In Vitro cultures	R&D Systems	Cat # 402-ML
Recombinant Mouse IL-7 Protein	In Vitro cultures	R&D Systems	Cat # 407-ML-025
Neurobasal medium	In Vitro cultures	Gibco	Cat # 21103049
DMEM/F-12	In Vitro cultures	Biowest	Cat # L0090-500
Corning® 500 mL RPMI 1640 1X	Cell isolation/ In Vitro cultures	Corning	Cat # 15-040-CV
B-27 Plus Supplement (50X)	In Vitro cultures	Gibco	Cat # 17504044
Glutagro supplement	In Vitro cultures	Corning	Cat # 25-015-CI
Penicillin-Streptomycin	In Vitro cultures	Sigma-Aldrich	Cat # P4333
Poly-D-lysine hydrobromide	In Vitro cultures	Sigma-Aldrich	Cat # P6407
Laminin	In Vitro cultures	Merck Millipore	Cat # 11243217001
Ionomycin calcium salt from Streptomyces conglobatus	In Vitro cultures	Sigma-Aldrich	Cat # I0634
Human recombinant GrK	In Vitro cultures	Cusabio	Cat # CSB-EP010084HU
Mouse recombinant GrK	In Vitro cultures	Cusabio	Cat # CSB-EP010084MO
Recombinant Human/Murine/Rat BDNF	In Vitro cultures	Peptotech	Cat # 450-02-10UG
N6,2'-O-Dibutirril-adenosina 3',5'-ciclica monofosfato	In Vitro cultures	Sigma-Aldrich	Cat # D0627
SCH79797 PAR-1 inhibitor	In Vitro cultures	DBA	Cat # Hy-14993
Reinoic acid	In Vitro cultures	Sigma-Aldrich	Cat # R2625-50MG
Biotracker 609 Red Ca2+ AM Dye	Live Imaging	Merck Millipore	Cat # SCT021
CellTracker TM Blue CMAC Dye	Live Imaging	ThermoFisher Scientific	Cat # C34552
Anti-Ras isotype antibody	In Vivo Treatment	Produced in house (Clone Y13-259)	Produced in house
Anti-mouse CD8α	In Vivo Treatment	BioXCell	BE0061
Normal goat serum	IHC/IF	Vector Labs	Cat # S1000
Bovine Serum Albumin	IHC/IF	Sigma-Aldrich	Cat # A4503
Anti-β-Amyloid, 1-16 Antibody (6E10)	IHC	BioLegend	Cat# SIG-39320
Tau Monoclonal Antibody (HT7)	IHC/IF	ThermoFisher Scientific	Cat # MN1000
Phospho-Tau (Thr231) Monoclonal Antibody (AT180)	IHC/IF	ThermoFisher Scientific	Cat # MN1040
Triton™ X-100	IHC	Sigma-Aldrich	Cat # X-100
Hydrogen peroxide solution	IHC	Sigma-Aldrich	Cat # H1009
VECTASTAIN® ABC-HRP Kit, Peroxidase	IHC	Vector Labs	Cat # PK-6100
Vector® NovaRED® Substrate Kit, Peroxidase (HRP)	IHC	Vector Labs	Cat # SK-4800
Eukitt® Quick-hardening mounting medium	IHC	Sigma-Aldrich	Cat # 03989
DAPI	IF	Sigma-Aldrich	Cat # D9542
Rabbit anti-human CD8α	IF	Abcam	Cat # Ab4055
Rabbit anti-human CD103	IF	Abcam	Cat # Ab129202
Goat anti-rabbit AlexaFluor 647	IF	Invitrogen	Cat #A21245
Goat anti-rabbit AlexaFluor 546	IF	Invitrogen	Cat #A11035
Dako Fluorescence Mounting Medium	IF	Dako	Cat # S3023
Fetal Bovine Serum	IF	Sigma-Aldrich	Cat #F7524
TWEEN® 20	IF	Sigma-Aldrich	Cat # P1379
PAR-1 polyclonal antobody	IF	Bioss	Cat # bs-0828R
Rabbit anti-human MAP2	IF	ThermoFisher Scientific	Cat # PA5-17646
Mouse anti-human Nestin	IF	Sigma-Aldrich	Cat # MAB5326
Rabbit anti-mouse βIII-tubulin	IF	Cusabio	Cat # CSB-PA03874A0Rb
Rabbit anti-human NF-H	IF	Abcam	Cat # Ab8135
Rabbit anti-mouse CD8	IF	CellSignaling	Cat # D4W2Z
Biotinylated goat anti-rabbit	IF	Merck Millipore	Cat # SAB3700856
Anti-biotin streptavidin AlexaFluor 488	IF	Invitrogen	Cat # S11223
Goat anti-rabbit AlexaFluor 594	IF	Invitrogen	Cat # A11037
Mouse anti-mouse NeuN	IF	Sigma-Aldrich	Cat # MAB377
Rabbit anti-mouse AlexaFluor 680	IF	Invitrogen	Cat # A21065
Phospho-Tau (Ser202, Thr205) Monoclonal Antibody (AT8)	IF	ThermoFisher Scientific	Cat # MN1020
Phospho-Tau (Thr212, Ser214) Monoclonal Antibody (AT100)	IF	ThermoFisher Scientific	Cat # MN1060

Goat anti-mouse AlexaFluor 488	IF	Invitrogen	Cat # A-11001
A11 Anti-amyloid oligomer	IF	ThermoFisher Scientific	Cat # 57006
OC Anti-amyloid fibrils	IF	ThermoFisher Scientific	Cat # 57005
PBS 10X	Cell Isolation	Corning	Cat # 20-031-CV
HBSS 10X	Cell Isolation	ThermoFisher Scientific	Cat # 14025092
Adult Brain Dissociation kit	Cell Isolation	Miltenyi Biotech	Cat # 130-107-677
Non-neuronal biotin antibody cocktail	Cell Isolation	Miltenyi Biotech	Cat # 130-115-389
CD8 T cell isolation kit	Cell Isolation	Miltenyi Biotech	Cat # 130-104-075
Percoll®	Cell isolation	Merck Millipore	Cat # GE17-0891-01
Dextran from Leuconostoc spp.	Cell isolation	Sigma-Aldrich	Cat # 31392
Heparin bms	Cell isolation	BRISTOL-MYERS SQUIBB	AIC 13732019
Chromium Single Cell 3' GEM, Library & Gel Bead Kit v3	Sequencing	10X Genomics	Cat # PN-1000092
Chromium NextGem Single Cell 3' GEM Library & Gel Bead kit v3.1, 4rx	Sequencing	10X Genomics	Cat # PN-1000128
Chromium Next GEM Chip G Single Cell kit, 16 rxn	Sequencing	10X Genomics	Cat # PN-1000127
NextSeq® 500 High Output v2.5 Kit (150 cycles)	Sequencing	Illumina	Cat # 20024907
Sucrose	Brain Storage	Sigma-Aldrich	Cat # 84100
Sodium azide	Brain Storage	Sigma-Aldrich	Cat # S8032
OCT gel (optimum cutting temperature)	Brain Storage	DDK Italia	Cat # 22-118
RIPA lysis and extraction buffer	Brain homogenates preparation	ThermoFisher Scientific	Cat # 89901
Immobilon Western Chemiluminescent HRP substrate	DotBlot	Merck Millipore	Cat # WBKLS0500
Nitrocellulose blotting membrane	DotBlot	Amersham	Cat # RPN303D
Bradford reagent, 5x concentrate	Protein quantification	SERVA	Cat # 39222.01
EasyPep Mini MS Sample prep Kit	Protein extraction	ThermoFisher Scientific	Cat # A40006
Pierce BCA Protein Assay Kit	Protein quantification	ThermoFisher Scientific	Cat # 23250
ELISA human amyloid beta 40	ELISA	ThermoFisher Scientific	Cat # KHB3481
ELISA human amyloid beta 42	ELISA	ThermoFisher Scientific	Cat # KHB3544
ELISA human Total Tau	ELISA	Prodotti Gianni	Cat # E1333Hu
ELISA human Tau pT231	ELISA	ThermoFisher Scientific	Cat # KHB8051
ELISA human Tau pS199	ELISA	ThermoFisher Scientific	Cat # KHB7041
ELISA human Tau pS396	ELISA	ThermoFisher Scientific	Cat # EEL188

FC = Flow Cytometry, IHC/IF= Immunohistochemistry/Immunofluorescence staining,

Supplementary Figure 7 | Dot blot of insoluble fibrils.

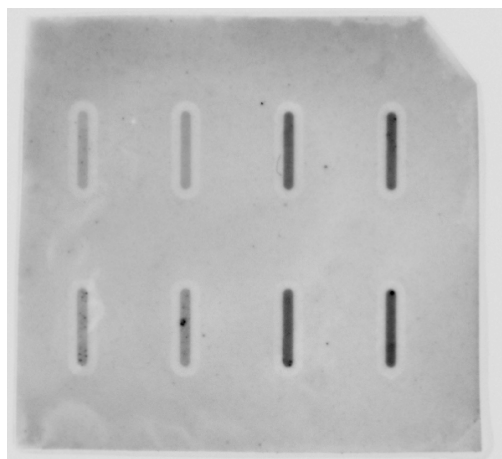

300 Columns 1 and 2: Isotype control; Columns 3 and 4: Anti-CD8 α treatment.

301
302 **Supplementary Figure 8 |** Dot blot of insoluble oligomers.
303

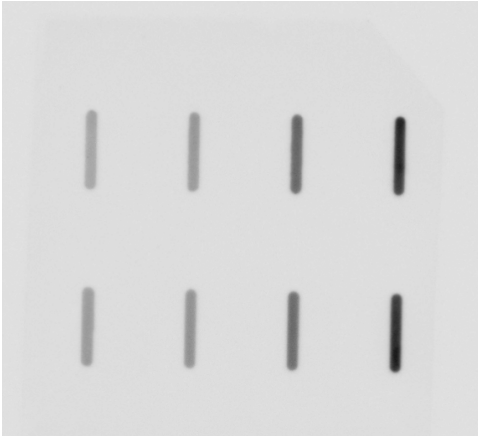

304 Columns 1 and 2: Isotype control; Columns 3 and 4: Anti-CD8 α treatment.

305
306 **Supplementary Figure 9 |** Dot blot of soluble fibrils.
307
308

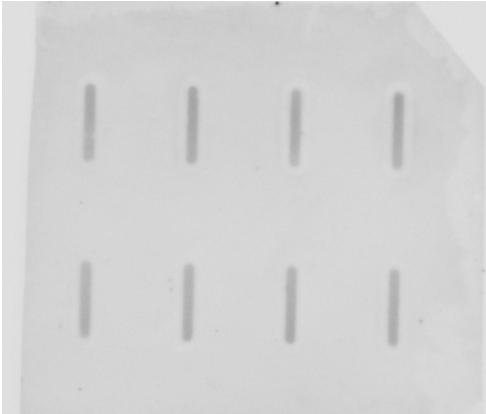

309 Columns 1 and 2: Isotype control; Columns 3 and 4: Anti-CD8 α treatment.

310
311 **Supplementary Figure 10 |** Dot blot of soluble oligomers.
312
313

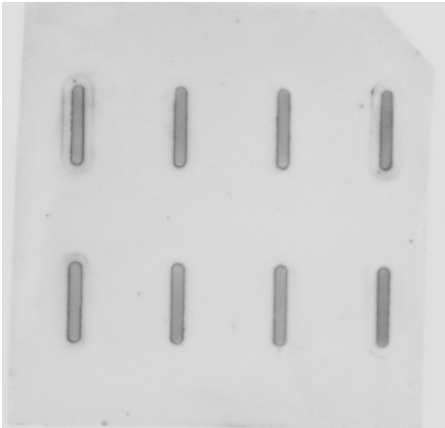

314 Columns 1 and 2: Isotype control; Columns 3 and 4: Anti-CD8 α treatment.

315

# Supplementary material for: CD103–CD8+ T cells promote neurotoxic inflammation in Alzheimer’s disease via granzyme K–PAR-1 signaling
**Source:** Nat Commun. 2025 Sep 24;16:8372. doi: 10.1038/s41467-025-62405-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1, scRNAseq mouse brain and meninges

Supplementary Data 2, scRNAseq human blood

Supplementary Data 3, scRNAseq human CSF

Supplementary Data 4, Proteomic experiment

Supplementary Movie 1- Ctrl-. It is the Ctrl- for neurons cultured in presence of GrK. It shows intraneuronal Ca^{2+} release in not-treated neurons.

Supplementary Movie 2- GrK 150 nM. It shows intraneuronal Ca^{2+} release induced by GrK treatment.

Supplementary Movie 3- GrK 150 nM + SCH79797 100 nM. It shows intraneuronal Ca^{2+} release induced by GrK treatment in presence of SCH79797 PAR-1 inhibitor.

# Supplementary material for: CD103–CD8+ T cells promote neurotoxic inflammation in Alzheimer’s disease via granzyme K–PAR-1 signaling
**Source:** Nat Commun. 2025 Sep 24;16:8372. doi: 10.1038/s41467-025-62405-6
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Raw base call (BCL) files were processed using Cell Ranger v 6.0.1.<br>The images were taken using Zeiss software ZEN.<br>FACS data were collected by BD FACS Diva Software V9.
Data analysis	SingleCellExperiment object was uploaded and analyzed using PartekFlow analysis software.<br>Images were analyzed using ZenBlue software (ZEISS).<br>Statistical analysis were done by Prism V9.<br>FACS data were analyzed by FlowJo v10.0.<br>Raw mass spectrometry data were processed using Proteome Discoverer (v2.5), and then analyzed using PathFinder and SimplyEnrichment R packages, which codes are yet available in GitHub.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available in this manuscript and supplementary informations.

Single cell RNA sequencing dataset of PBMCs from HCs and AD human patients published by Xu, et al 2021, is available under the accession code GSE181279 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181279>).

Single cell RNA sequencing dataset of CD45+ cells isolated from the CSF of HCs and AD and MCI human patients published by Gate et al 2020, is available under the accession code GSE134578 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134578>).

Our single cell RNA sequencing dataset of CD45HIGH leukocytes isolated from the brain and meninges of 6 months old WT and 3xTg-AD mice is available under the accession codes GSE180188 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180188>) and GSE180184 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180184>).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD064640 (<https://www.ebi.ac.uk/pride/archive/projects/PXD064640>)

All data associated with this study can be found in the paper or in supplementary materials. Raw data generated in this study are provide in the Supplementary Information and Source Data files

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

We considered only female control subjects and AD patients, as described in Table 1.

Reporting on race, ethnicity, or other socially relevant groupings

No informations about race or ethnicity is provided.

Population characteristics

Group characteristics, including sex and age for each patient, are presented in Table 1. AD patients and control subjects considered in the study were age- and sex-matched.

Recruitment

Formalin-fixed paraffin-embedded (FFPE) hippocampal sections of controls and Alzheimer's disease (AD) cases were obtained from the Medical Research Council (MRC) London Neurodegenerative Disease Brain Bank.

Ethics oversight

Written informed consent for brain autopsy had been obtained by MRC London Neurodegenerative Disease Brain Bank. The neuropathology studies were approved by the Ethical Committee of the University of Verona (protocol nr. 20794).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was chosen based on prior publications using human and mouse samples, which provided estimations of expected effect sizes and variance (see PMID: 26214837)

Data exclusions

For Y-Maze test, animals with no movement more than 30% of the whole time of the test were excluded from the analysis and values were removed with the "Identify outliers" function of Prism 9 (Method ROUT, Q = 10 %)
For CFC test mice with freezing time less than 30% of the average of the freezing time in each group have been excluded from the analysis.
For FACS, ELISA, DotBlot and immunohistochemistry analysis, were excluded from the analysis values with the "Identify outliers" function of Prism 9 (Method ROUT, Q = 10 %).

Replication

All data were successfully replicated in at least two biological replicates and in at least two independent experiments.

Randomization

All mice were randomly assigned to the experimental groups. For human samples, brain tissues were allocated to groups considering characteristics presented in Table 1, especially age and sex, trying to consider an homogeneous group of patients, thus reducing the

variability.

Blinding

Investigators were blinded with respect to the conditions for neuropathological, behavioral, scRNAseq, and flow cytometry studies. Particularly, samples were coded during the experiments, making impossible to refer the sample to a condition or treatment. For human samples, samples were selected and coded making impossible to refer the sample to a condition during the experiment. For experiments with cell lines or primary neurons, conditions were coded making impossible to refer them to a specific condition during the experiment. Samples were decoded only after experiments and analyses.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

As described in Table 2 of the supplementary material, the following antibodies have been used:

Anti-CD16/32 Fc-Block FC BioLegend Cat # 101302; 1:200

Anti-CD11a/CD18 FITC FC Miltenyi Biotech Cat # 130-114-422; 1:50

Anti-CD103 BV421 FC BD Biosciences Cat # 562771; 1:50

Anti-CD8 APC-H7 FC BD Biosciences Cat # 560182; 1:50

Anti-CD69 BV650 FC BD Biosciences Cat # 740460; 1:50

Anti-TCRgd PE-CF594 FC BD Biosciences Cat # 563532; 1:50

Anti-CD62L PE FC BD Biosciences Cat # 553151; 1:50

Anti-CD45 BV605 FC BD Biosciences Cat # 563053; 1:50

Anti-CD27 APC FC BD Biosciences Cat # 560961; 1:50

Anti-CD11b APC-R700 FC BD Biosciences Cat # 564985; 1:50

Anti-Ly6g BV510 FC BD Biosciences Cat # 740157; 1:50

Anti-CD4 PE-Cy7 FC BD Biosciences Cat # 552775; 1:50

Anti-CD197 (CCR7) BV786 FC BD Biosciences Cat # 564355; 1:50

Anti-CD44 BV711 FC BD Biosciences Cat # 563971; 1:50

Viobility TM Fixable Dye 405/520 FC Miltenyi Biotech Cat # 130-109-814; 1:50

Anti-CD45 APC-Vio770 FC Miltenyi Biotech Cat # 130-110-662; 1:100

Anti-CD8 PE-Cy7 FC Biolegend Cat # 100722; 1:100

Anti-CD3 BV650 FC BD Biosciences Cat # 564378; 1:100

Rabbit anti-mouse/human GrK FC/IF ThermoFisher Scientific Cat # PA550980; 1:100

Goat anti-rabbit AlexaFluor 488 FC/IF ThermoFisher Scientific Cat # A11034; 1:100

Anti-VLA-4 (CD49d) PE-Cy7 FC BioLegend Cat # 103618; 1:50

Anti-Ly6g BV421 FC BD Biosciences Cat # 562737; 1:50

Anti-CD44 BV510 FC BD Biosciences Cat # 563114; 1:50

Anti-CD45 BV786 FC BD Biosciences Cat # 564225; 1:50

Anti-CD4 APC FC BD Biosciences Cat # 553051; 1:50

Anti-CD45 BV480 FC BD Biosciences Cat # 566095; 1:50

Anti-KLRG1 FC BD Biosciences Cat # 561621; 1:50

Anti-Ras isotype antibody In Vivo Treatment Produced in house Produced in house; 0.22 mg/mouse

Anti-mouse CD8a In Vivo Treatment BioXCell BE0061; 0.22 mg/mouse

Anti-β-Amyloid, 1-16 Antibody (6E10) IHC BioLegend Cat# SIG-39320; 1:1000

Tau Monoclonal Antibody (HT7) IHC/IF ThermoFisher Scientific Cat # MN1000; 1:200

Phospho-Tau (Thr231) Monoclonal Antibody (AT180) IHC/IF ThermoFisher Scientific Cat # MN1040; 1:200

DAPI IF Sigma-Aldrich Cat # D9542; 1:1000

Rabbit anti-human CD8a IF Abcam Cat # Ab4055; 1:100

Rabbit anti-human CD103 IF Abcam Cat # Ab129202; 1:100

Goat anti-rabbit AlexaFluor 647 IF Invitrogen Cat #A21245; 1:1000

Goat anti-rabbit AlexaFluor 546 IF Invitrogen Cat #A11035; 1:1000

PAR-1 polyclonal antibody IF Bioss Cat # bs-0828R; 1:100
 Anti-GrA eFluor450 FC ThermoFisher Scientific Cat # 48-5831-82; 1:50
 Anti-CD69 BV605 FC BD Biosciences Cat # 563290; 1:50
 Anti-TCRgd BV650 FC ThermoFisher Scientific Cat # 416-5711-82; 0.75:50
 Anti-CD103 BV711 FC ThermoFisher Scientific Cat # 407-1031-82; 2.5:50
 Anti-CD45 BV786 FC ThermoFisher Scientific Cat # 417-0451-82; 2.5:50
 Anti-GrB PE FC SONY Cat # 2461035; 1:7550
 Anti-CD4 Pe-Cy7 FC ThermoFisher Scientific Cat # 25-0041-82; 1.5:50
 Anti-Eomes eFluor660 FC ThermoFisher Scientific Cat # 50-4875-82; 2.5:50
 Anti-CD8 APC-AF750 FC ThermoFisher Scientific Cat # MCD0827; 4:50
 Anti-CD69 SB436 FC ThermoFisher Scientific Cat # 62-0691-82; 1:50
 Anti-CXCR3 FC ThermoFisher Scientific Cat # 63-1831-82; 2:50
 Anti-CD45 BV711 FC ThermoFisher Scientific Cat # 407-0451-82; 1:50
 Anti-CX3CR1 FITC FC ThermoFisher Scientific Cat # ACR-059-F; 1.5:50
 Anti-CD103 PE FC ThermoFisher Scientific Cat # 12-1031-82; 1.5:50
 Anti-CD62L PE-TexasRed FC ThermoFisher Scientific Cat # RM4317; 2.5:50
 Anti-CXCR6 APC FC ThermoFisher Scientific Cat # 17-9186-82; 2.5:50
 A11 Anti-amyloid oligomer IF ThermoFisher Scientific Cat # 57006; 1:100
 OC Anti-amyloid fibrils IF ThermoFisher Scientific Cat # 57005; 1:100
 Rabbit anti-human MAP2 IF ThermoFisher Scientific Cat # PA5-17646; 1:100
 Mouse anti-human Nestin IF Sigma-Aldrich Cat # MAB5326; 1:100
 Rabbit anti-mouse bIII-tubulin IF Cusabio Cat # CSB-PA03874A0Rb; 1:100
 Rabbit anti-human NF-H IF Abcam Cat # Ab8135; 1:100
 Rabbit anti-mouse CD8 IF CellSignaling Cat # D4W2Z; 1:100
 Biotinylated goat anti-rabbit IF Merck Millipore Cat # SAB3700856; 1:1000
 Anti-biotin streptavidin AlexaFluor 488 IF Invitrogen Cat # S11223; 1:1000
 Goat anti-rabbit AlexaFluor 594 IF Invitrogen Cat # A11037; 1:1000
 Mouse anti-mouse NeuN IF Sigma-Aldrich Cat # MAB377; 1:200
 Rabbit anti-mouse AlexaFluor 680 IF Invitrogen Cat # A21065; 1:1000
 Phospho-Tau (Ser202, Thr205) Monoclonal Antibody (AT8) IF ThermoFisher Scientific Cat # MN1020; 1:1000
 Phospho-Tau (Thr212, Ser214) Monoclonal Antibody (AT100) IF ThermoFisher Scientific Cat # MN1060; 1:1000
 Goat anti-mouse AlexaFluor 488 IF Invitrogen Cat # A-11001; 1:100

Validation

Validation data for all commercial antibodies for species and applications are available on the manufacturers websites. Each primary antibody was validated using proper fluorophore controls and positive signal was evaluated versus an unstained sample. In house produced anti-Ras antibody for in vivo treatment was previously used by our group and data were published (see PMID: 26214837). Anti-mouse GrK primary antibody was tested and validated for flow cytometry and the results are available in the supplementary material of the present work.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Primary neurons were isolated from new-born 3xTg-AD mice as described in the Method section. Primary CD8+ T cells were isolated from the liver of 3xTg-AD mice and sorted as described in the Method section. Commercially available human neuroblastoma SH-SY5Y cells were cultured as described in the Method section and obtained from Sigma-Merk (94030304-CDNA-20UL).

Authentication

Cell lines were not authenticated

Mycoplasma contamination

All cell lines were tested and were negative for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

No misidentified lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

3xTg-AD (MMRRC stock no. 34830-JAX), Itgal^{-/-} (stock no. 005257) and WT B6129SF2/J (stock no. 101045) mice were purchased from the Jackson Laboratory. 3xTg-AD mice harbor human mutations for APP, PSEN1 and TAU proteins, developing both amyloid and tau pathologies. We backcrossed 3xTg-AD and Itgal^{-/-} mice to obtain a transgenic line with all transgenes from the 3xTg-AD and Itgal^{-/-} models (APP^{Swe}, tauP301L, PS1M146V knock-in and LFA-1 knockout).

All mice were housed in pathogen-free climate-controlled facilities with a 12 hours dark/light cycle, and were provided with food and water ad libitum.

For experiments we used 6 months old mice.

Wild animals

No wild animal used in this study.

Reporting on sex

Both male and female mice were used in this study.

Field-collected samples

Blood samples were collected from the retro-orbital plexus of anesthetized mice using sodium heparinized capillaries.

Ethics oversight

The research conducted in this study complies with all relevant ethical guidelines. Research involving animals was authorized by the Ethical Committee from the University of Verona and by the Italian Ministry of Health, Department of Veterinary Public Health, Nutrition and Food Safety, Directorate General of Animal Health and Veterinary Medicine (authorization no. 876/2021-PR), as required by Italian legislation (D. Lgs 26/2014) as per the application of European Directive (2010/63/UE). All efforts were made to minimize the number of animals used and their suffering during the experimental procedures.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

No plant was used in the study.

Novel plant genotypes

No plant was used in the study.

Authentication

No plant was used in the study.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Preparation of single-cell suspensions

Meninges

Dura mater and leptomeninges were carefully removed from the interior aspect of skull and surfaces of brains with fine surgical curved scissors and forceps, and enzymatically digested with a collagenase/DNase I solution (collagenase crude type IA, Merck Millipore; Deoxiribonuclease I crude lyophilized, Merck Millipore) at 37 °C for 15 min. Cells were washed with cold PBS 1X.

Brain

Brains were collected in cold PBS1X and separated from leptomeninges. They were homogenized using a gentleMACS Dissociator (Miltenyi Biotec), and enzymatically digested with a collagenase/DNase I solution (collagenase crude type IA, Merck Millipore; Deoxiribonuclease I crude lyophilized, Merck Millipore) at 37 °C for 45 minutes. Cells were passed through a 70-µm cell strainer into a new tube for Percoll (Merck Millipore) gradient centrifugation, and cells recovered from the interphase were washed with cold PBS 1X.

Brain and meninges

Brains were collected without peeling the meninges in cold PBS1X. After choroid plexus removal, brains were homogenized using a gentleMACS Dissociator (Miltenyi Biotec), and enzymatically digested with a collagenase/DNase I solution (collagenase crude type IA, Merck Millipore; Deoxyribonuclease I crude lyophilized, Merck Millipore) at 37 °C for 45 minutes. Cells were passed through a 70-µm cell strainer into a new tube for Percoll (Merck Millipore) gradient centrifugation, and cells recovered from the interphase were washed with cold PBS 1X.

Blood

Blood samples were collected from the retro-orbital plexus of anesthetized mice using sodium heparinized capillaries and were mixed with an equal volume of 1% dextran from Leuconostoc spp (Sigma-Aldrich) plus 10 U/ml sodium heparin. After pelleting the erythrocytes, the overlying supernatant plasma/dextran suspension of leukocytes was washed in cold PBS 1X.

Spleen

Spleens were mechanically disrupted, and single-cell suspensions were obtained by passing the cells through a 70-µm strainer. After erythrocyte lysis by NaCl 0.2% and 1.2%, cells were washed with cold PBS 1X.

Liver

Livers were collected in cold RPMI culture medium (Corning). They were mechanically homogenized firstly using a scalpel and then using a gentleMACS Dissociator (Miltenyi Biotec). Then, they were enzymatically digested with a collagenase/DNase I solution at 37 °C for 30 min. Cells were passed through a 70-µm cell strainer into a new tube for Percoll (Merck Millipore) gradient centrifugation, and cells recovered from the interphase were washed with cold PBS 1X.

Instrument

BD FACSAria Fusion; BD LSRFortessa.

Software

Data Collection: BD FACSDiva.

Data analysis: FlowJo v10

Cell population abundance

As reported in gating strategies shown in Extended Fig. 5:

Brain: after the removal of doublets and death cells, we obtained around the 10.2% of CD45^{high} cells (leukocytes). Of them, around 5.91% were neutrophils, around 20.2% were myeloid cells, and around the 72.5% were CD11b-Ly6g⁻ cells. From the CD11b-Ly6g⁻ population we detected around the 16.5% of CD8⁺ T cells, which were analysed for the expression of CD103 and CD69 surface markers. In a separate panel, it was evaluated the expression of GrK on these cells subsets.

Meninges: after the removal of doublets and death cells, we obtained around the 61.8% of CD45⁺ cells (leukocytes). Of them, around 9.07% were neutrophils, around 59% were myeloid cells, and around the 31.8% were CD11b-Ly6g⁻ cells. From the CD11b-Ly6g⁻ population we detected around the 35.8% of CD8⁺ T cells, which were analysed for the expression of CD103 and CD69 surface markers. In a separate panel, it was evaluated the expression of GrK on these cells subsets.

Spleen: after the removal of doublets and death cells, we obtained around the 99.6% of CD45⁺ cells (leukocytes). Of them, around 4.89% were neutrophils, around 4.9% were myeloid cells, and around the 88.4% were CD11b-Ly6g⁻ cells. From the CD11b-Ly6g⁻ population we analysed the percentages of CD8⁺ T cells.

Blood: after the removal of doublets and death cells, we obtained around the 99.8% of CD45⁺ cells (leukocytes). Of them, around the 90.7% were CD11b-Ly6g⁻ cells. From the CD11b-Ly6g⁻ population we detected around the 35.9% of CD8⁺ T cells, which were analysed for the expression of CD44, KLRG1, and LFA-1 surface markers. In a separate panel, it was evaluated the expression of GrK on these cells subsets.

Cell sorting from the liver: after the removal of doublets and death cells, we obtained around the 54.1% of CD8⁺ T cells, of them, around the 40.6% expressed CD69 surface marker. From the CD8⁺ CD69⁺ population we sorted CD103⁺ cells (around the 12.8%) and CD103⁻ cells (around the 87.2%). After sorting cells were fixed, purity and GrK expression were checked by flow cytometry and immunofluorescent staining. Representative images are shown in main figures.

Gating strategy

Gating strategies are shown in Extended Fig. 5.

For all the samples, we morphologically identified lymphocytes. Next, we removed doublets and death cells by using 7AAD viability marker. Then CD45^{high} (brain) or CD45⁺ (meninges, blood, spleen, liver) were gated. From them, CD11b+Ly6g⁺ neutrophils were identified. On the contrary, the CD11b-Ly6g⁻ population was used as starting point for the identification of CD4⁺ or CD8⁺, or gd T cells. Next, we identified CD69⁺ CD103⁺ and CD69⁺CD103⁻ Trm cell subsets from the CD8⁺ population. On them the expression of intracellular and extracellular molecules was evaluated. Cell abundances and molecule expressions were evaluated in separated experiments using separated panels, as described in the Material&Methods section of the present work.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

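Brain CD45 HIGH leukocytes of WT and 3xTg-AD mice were measured by droplet single-cell RNA sequencing, with 1 pool of 8 female mice of 6 months and 1 library per genotype. The authors ran Cell Ranger 6.0.1 against mm10 and deposited raw UMI counts for every barcode of both libraries. The libraries of the meninges were not among the data used here. The values are whole, non-negative numbers, and each library keeps its empty barcodes, which was checked on the data.

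All values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2, and figures with matplotlib 3.10.9, with a seed of 0. Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial counts were kept. Doublets were scored by the approach of Scrublet, with 2 simulated doublets per cell and 30 principal components, and 0.8% of cells per 1000 cells recovered were removed. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and a Leiden resolution of 1 gave the clusters, with both libraries together and no integration. The study used Harmony in Partek Flow and scored signatures with AUCell, and neither was repeated.

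Clusters were named from marker genes written down before the data were examined, and the thresholds of the naming were set afterwards. A marker counted where its mean was at least 1.5-fold that of all other cells, a name needed 3 or more markers with a UMI in at least 10% of cells and no lead by genes of a listed other cell type, and T cell clusters were called CD4+ or CD8+ where 80% of the cells with a single co-receptor carried the same one. T cells of other T cell clusters, and of CD8+ clusters led by CD4+ markers, were assigned one by one from their own UMIs. CD8+ T cells were clustered again on 1500 variable genes and 20 principal components at a resolution of 1, without 639 V(D)J genes and without 26 genes named in the claims. Tcm-like, effector-like and proliferating clusters needed 3 or more markers and at least 0.5 of the list at 1.5-fold. Any other cluster was called Trm-like where at least 3 of *Cxcr6*, *Cxcr3*, *Ltb*, *Xcl1* and *Tnf* had a UMI in at least 40% of its cells, and rich in *Itgae* where *Itgae* was at least 1.5-fold higher than in the other Trm-like cells. The rebuilt names can differ from those of the study.

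Expression was summed over the cells of a group and scaled by the total of the group to CPM. Ratios carry exact Poisson intervals of 95%, and shares exact binomial intervals. With 1 library per genotype, no p-value was computed, and genes counted as higher or lower are those with such an interval on one side of 0. A class was compared between genotypes only where no cluster of it had more fixed markers of another class than of its own among its 10 leading genes, which left out B-like cells. Shares of cells with a UMI were compared after each cell was thinned to 1000 UMIs, with 2000 UMIs and no thinning as alternatives. Against a count of 0 a floor of 3 counts was used. Free RNA was read from barcodes of 10 to 100 UMIs.

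For 27 gene lists, the median log2 ratio of members with at least 10 UMIs, with a pseudocount of 0.5, was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The lists cover the transcription factors and cytokines of Fig. 2d, f, core residency, egress and circulation, TGF-beta response, cytotoxic effectors, activation, inhibitory receptors, trafficking, type I interferon, interferon-γ with MHC class I, MHC class II, stress, cell cycle, ribosomal proteins, nuclear and mitochondrially encoded oxidative phosphorylation, proteasome, amyloid and tau pathways, 2 microglia states and markers of other cells. The transcription factor and cytokine lists came from the study and so from these samples. Named genes were those of the paper's claims, the leading members of each list and, in each class of at least 100 cells per library compared between genotypes, the 10 genes furthest from 0 each way by the bound nearer 0 among genes with at least 50 UMIs, V(D)J segments left out.

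The step was tested on simulated data. Poisson counts were drawn for both libraries from the mean profile of their CD8+ T cells, with known ratios. Single genes were evaluated for 8063 genes with enough expected counts, and lists among 10893 genes. Medians of -2.04, -1.04, 0.96 and 1.96 over 50 genes each were recovered as -2.10, -1.04, 0.89 and 1.96, and intervals held the true value for 95.8% of unchanged genes and for 100, 90, 88 and 98% of the others. The simulated sums followed the Poisson model that the intervals assume, without added spread between cells. This checks the computation and does not give the coverage for the real counts. Lists of 20 genes raised or lowered 2-fold lay at percentiles 100 and 0, and 5% of 200 unchanged lists lay outside the central 95%.

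Alternatives covered the UMI, mitochondrial and doublet filters, the resolution, genes, components and libraries of the clustering, a gate on single cells, the depth of thinning, the scaling and the count minimum of the lists, and 8 more were added after seeing the data. The trajectory, the enrichment of the study's pathway databases and every comparison with the meninges were left out for want of meningeal counts among the data used, of the term lists or of a stated setting.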

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

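The test across 3 other cell types for the stress genes was chosen after its result was seen, and the other tests in this part were set beforehand.

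Microglia-like cells, for which the paper shows a share pooled over both tissues and genotypes and no comparison of genotypes, made up 30.3% of 3xTg-AD cells. In these cells the immediate early and heat shock genes, which respond to stress and to handling, had a median log2 ratio of 0.79, with 25 of 26 genes higher and 0 lower in 3xTg-AD, *Hspa1b* at 1.87 and *Ier2* at 1.47. These values stood out because they come from cells that the paper did not compare.

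Several genes outside those discussed in the paper differed most by the bound of their ratio nearer 0. *BC018473*, a locus of unknown function, had 0 and 819 UMIs in WT and 3xTg-AD CD8+ T cells (log2 bound 7.02) and 0 and 85 UMIs in CD4+ T cells (5.43). *Trim30d*, of a family of antiviral ubiquitin ligases, had 0 and 411 UMIs in microglia-like cells (5.34). *Hbb-bs*, a globin gene of red cells, had 3 and 4498 UMIs in macrophage-like cells (8.02). All are higher in 3xTg-AD, and the bounds are the limits nearer 0 of the exact counting intervals.

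In barcodes of 10 to 100 UMIs, which hold free RNA and were not analysed in the paper, *Ttr*, the transthyretin gene, stood at 86.1 CPM in WT and 4996 CPM in 3xTg-AD, and *S100a8*, of neutrophils, at 236 and 4394 CPM. The choroid plexus, which makes transthyretin, was, according to the methods, removed from the brains, and a sort for CD45 HIGH cells should leave its epithelium out. Yet endothelial-like cells (3 WT and 69 3xTg-AD) and stromal-like cells (8 and 40) were among the kept cells. *Ttr* was among the leading genes of the stromal-like cluster, with *Acta2* first. *Acta2* in free RNA stood at 3.37 CPM in WT and 441 CPM in 3xTg-AD. The source of *Ttr* was not tested. Among kept cells, cluster 9, led by *Spp1*, *Lpl*, *Hbb-bs* and *Hba-a1*, held 18 WT cells and 177 or 5.32% of 3xTg-AD cells, and cluster 13, led by the basophil and mast cell genes *Prss34*, *Mcpt8* and *Cpa3*, 40 WT cells and 67 or 2.02% of 3xTg-AD cells. Cluster 9 lacked 3 markers of any class and cluster 13 mixed markers of mast cells with leading genes of basophils, so both stayed without a name, and the paper gives no values for such cells.

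The CD8+ T cells of the 2 libraries lay in different clusters: 80.9% of the neighbours of WT CD8+ T cells were WT, against a WT share of 36.9%. Without 310 genes that differed between the libraries in at least 2 of 3 other groups (macrophage-like cells, microglia-like cells, and B and plasma cells), 83.9% of the excess remained, and without 2589 genes that differed in free RNA, 81.4%, so neither group of genes accounts for most of it. None of those groups holds T cells, so a strain or batch difference that acts through genes of T cells, or of CD8+ T cells alone, was not tested. It is confounded with genotype, since each genotype is 1 library. Genotype may underlie the separation too, as a hypothesis found on these data and not tested.

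For the stress genes of microglia-like cells, handling of the whole 3xTg-AD library would raise them in other cells too, yet in 2 of 3 other cell types (macrophage-like and NK-like cells, with CD4+ T cells as the exception) the list lay under the 2.5th percentile. RNA of T cells in microglia barcodes would fade with those barcodes, yet 106% of the list's excess over random lists remained in the 208 WT and 754 3xTg-AD cells without a T cell UMI. In CD8+ T cells, which this test left out, 18 of 26 stress genes were higher and 2 lower (percentile 99.95), and in CD103- Trm-like cells 21 and 0 (percentile 100), which goes with handling. Handling that reached some cell types, microglia and CD8+ T cells among them, thus stays open, as does genotype, which was not tested.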

How the results depend on the processing

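The settings named last, with added choices of cells, clustering or scaling, were chosen after seeing the data. No paired analysis was possible because each genotype has 1 library, and no sample could be left out. Depth and cell number set the precision: 1755 WT cells gave 56 CD103- Trm-like cells, and genes with few UMIs, such as *Il7*, have intervals that span both directions. Of 2837 values under alternatives for 393 results, 2437 stayed within their counting interval, 380 moved beyond it in the same direction and 20 reversed. In CD8+ T cells the log2 ratio stayed between -2.87 and -2.15 for *Itgae*, 2.39 and 3.33 for *Eomes* and 0.51 and 1.17 for *Gzmk*, while *S1pr1* ran from -0.22 to 0.76. The values that stayed within their interval were 1160 of 1399 for genes in CD8+ T cells (11 reversed), 299 of 328 for genes in Trm-like cells (1 reversed), 63 of 77 for cytokine genes in all kept cells (5 reversed), 122 of 160 for shares of CD8+ T cells with a UMI, 117 of 140 for subset shares, 40 of 54 for class shares, 3 of 4 for *Itgae* with *Eomes*, 501 of 531 for lists (3 reversed), 120 of 132 for other cell classes and 12 of 12 for the share of cells kept.

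A part of the values that moved or reversed, not all of them, follows by setting, as log2 ratios of 3xTg-AD over WT unless given as percent. The cause was not tested.

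With a minimum of 500 UMIs: CD8+ T cells, *Ccnb2* -0.36, *Gzma* -2.28; shares of CD8+ T cells, all Trm-like WT 62.8%, proliferating 3xTg-AD 0%, proliferating WT 0%; shares of kept cells, microglia-like 3xTg-AD 27.7%. With a minimum of 2000 UMIs: CD103- Trm-like cells, *Cd69* 0.40. With the UMI minimum set per library: CD103- Trm-like cells, *Eomes* 0.97; without over with an *Itgae* UMI in 3xTg-AD, *Eomes* 3.44, *Gzma* 2.79; CD8+ T cells, *Gzma* -2.26; shares of CD8+ T cells, CD103- Trm-like WT 8.78%; shares of kept cells, CD4+ WT 20.6%, microglia-like 3xTg-AD 32.0%. With at most 5% mitochondrial counts: CD8+ T cells, *Cd69* 0.29, *Gzma* -2.80; without over with an *Itgae* UMI in WT, *Gzma* -2.50, *Gzmb* -0.82; CD103- Trm-like cells, *Gzmb* 1.34; all kept cells, *Il33* 1.36, *Tgfb2* -0.31, *Tgfb3* -0.095; shares of CD8+ T cells, Tcm-like 3xTg-AD 3.08%, Tcm-like WT 6.25%, all Trm-like WT 70.7%, effector-like WT 19.7%; shares of kept cells, CD4+ 3xTg-AD 4.45%, CD4+ WT 14.8%, CD8+ WT 24.3%, microglia-like 3xTg-AD 32.8%, microglia-like WT 16.5%. With at most 20%: CD8+ T cells, *Ccnb2* -0.36, *Gzma* -2.26; CD103- Trm-like cells, *Cd69* 0.41; all kept cells, *Tgfb2* 2.08; shares of CD8+ T cells, all Trm-like WT 71.0%, effector-like WT 18.2%, proliferating 3xTg-AD 0%, proliferating WT 0%; shares of kept cells, CD4+ WT 14.7%, CD8+ 3xTg-AD 21.2%, CD8+ WT 21.5%. Without doublet removal: CD103- Trm-like cells, *Gzmb* -0.047; microglia-like cells, *Gzmk* 2.76; shares of CD8+ T cells, CD103- Trm-like 3xTg-AD 81.1%. At a resolution of 0.5: shares of kept cells, CD4+ WT 13.4%, microglia-like 3xTg-AD 34.8%. With each library clustered on its own: shares of kept cells, CD4+ 3xTg-AD 4.51%. With the gate on single cells: CD8+ T cells, *Cd69* -0.089, *Cx3cr1* 1.71, *Eomes* 2.39, *Gzma* -2.89, *Gzmb* -2.20, *Gzmk* 0.51, *Itgae* -2.87, *Nfkbia* 0.50, *Prf1* -0.024, *Thy1* -0.23, *Zeb2* 0.33; list median above random in CD8+ T cells, core residency -0.21, cytotoxic -0.15, NK cell markers -0.21, nuclear oxidative phosphorylation 0.17. Without thinning: CD8+ T cells with an *Itgae* UMI, 3xTg-AD 7.32%, WT 24.0%. At 2000 UMIs per cell: *Itgae* and *Eomes* together over expected, WT 0; CD8+ T cells with an *Itgae* UMI, 3xTg-AD 3.29%, WT 14.6%. Scaled without mitochondrial and ribosomal genes: CD8+ T cells, *Cd69* 0.58, *Gzma* -1.93, *Gzmb* -1.52, *Gzmk* 1.08. Scaled by the median of ratios: CD8+ T cells, *Cd69* 0.67, *Gzma* -1.84, *Gzmb* -1.42, *Gzmk* 1.17, *Prf1* 0.61. As a mean over cells: CD8+ T cells, *Gzma* -1.73, *Gzmb* -1.55, *Gzmk* 1.12; all kept cells, *Tgfb3* 0.73, *Tnf* 1.20. With equal class shares: all kept cells, *Il15* -0.43, *Tgfb1* -0.37, *Tgfb2* -0.27, *Tgfb3* 0.88, *Tnf* 0.95. With list members of at least 1 UMI: list median above random in CD8+ T cells, B cell markers -0.51; list median above random in Trm-like cells, B cell markers -0.74. With members of at least 50 UMIs: list median above random in CD8+ T cells, activation 0.30.

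Added after seeing the data. With CD8+ T cells of each library clustered alone: shares of CD8+ T cells, CD103- Trm-like 3xTg-AD 76.1%, CD103- Trm-like WT 65.0%, all Trm-like 3xTg-AD 76.1%, proliferating 3xTg-AD 3.91%. With genes standardised per library: shares of CD8+ T cells, CD103- Trm-like 3xTg-AD 81.3%, CD103- Trm-like WT 63.9%. With CD8+ T cells of each library clustered alone and clusters led by genes of another lineage named by their T cell markers: shares of CD8+ T cells, CD103- Trm-like 3xTg-AD 76.1%, CD103- Trm-like WT 65.0%, proliferating 3xTg-AD 3.91%. With genes standardised per library and such clusters of another lineage named likewise: shares of CD8+ T cells, CD103- Trm-like WT 64.1%. Without stromal-like, endothelial-like and unnamed clusters: all kept cells, *Tgfb2* -2.31, *Tgfb3* -1.08, *Tnf* 1.04. Without CD8+ T cells with a *C1qa*, *C1qb*, *C1qc* or *Hexb* UMI: CD8+ T cells, *Ccnb2* -0.18, *Cd69* 0.25, *Gzma* -1.71, *Gzmb* -1.38, *Gzmk* 1.06. In Trm-like cells only: CD8+ T cells, *Ccnb2* -0.58, *Gzma* -2.70, *Gzmk* 0.74, *Itgae* -2.84, *Rgs16* 0.14, *S1pr1* 0.76.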

Differences from the paper's values

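The settings added to those set before the data were examined are named below as chosen after seeing the values. The paper's odds ratios come with p-values that took cells as replicates, whereas none was computed here, and its CD103+ Trm cells stand against Trm-like cells rich in *Itgae*.

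CD103- Trm cells were 45.9% of WT brain CD8+ T cells in the paper and 12.1% here, and under all 10 alternatives set before the data were examined the share still differed (8.78 to 14.8%). CD103+ Trm cells were 27.44% of WT and 9.8% of 3xTg-AD cells in the paper and 63.9% and 3.03% here, differing under all 10 alternatives (49.7 to 66.5% and 0.937 to 4.84%). The odds ratio of CD103- Trm cells was 3.30 in the paper and 38.4 here (32.9 to 55.4, differing under all 10), and that of CD103+ Trm cells 0.29 in the paper and 0.0176 here (0.00686 to 0.0256, differing under all 10). All 10 clustered the CD8+ T cells of both libraries together without integration, whereas the study used Harmony. None of them could undo the separation of the libraries. They therefore cannot show whether these shares and ratios would still differ from the paper's after integration. Tcm cells were 1.80% of 3xTg-AD cells in the paper's source data and 4.42% here (differing under all 10, 3.08 to 4.89%). Proliferating Trm cells were 3.59% of WT and 5.72% of 3xTg-AD cells in the source data and 2.38% and 2.02% here. For WT the difference held under a minimum of 500 UMIs, at most 20% mitochondrial counts and a resolution of 0.5 and not under the 7 others, and for 3xTg-AD it held under all 10 (0 to 2.61%).

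With settings chosen after seeing the values, CD103- Trm-like cells reached the paper's WT share within 1.5-fold: 53.8% with Trm-like cells split by an *Itgae* UMI (odds ratio 3.71), 65.0% with CD8+ T cells of each library clustered alone (odds ratio 1.72) and 63.9% with genes standardised per library (odds ratio 2.45). Trm-like cells with an *Itgae* UMI were 22.2% of WT and 5.93% of 3xTg-AD cells (odds ratio 0.220), and the cluster rich in *Itgae* from standardised genes 10.8% and 3.41% (odds ratio 0.292). That cluster was shallow, with a median of 2092 UMIs, and 20.8% of its cells had an *Itgae* UMI. Clusters called CD103- from standardised genes had one in 6.29 to 17.7%, so the 0.292 follows CD103 only in part. Shares by an *Itgae* UMI depend on depth, since a cell without one can still express the gene, and are not like shares of clusters. Of 463 WT CD8+ T cells, 42 had an *Itgae* UMI at 1000 UMIs per cell and 111 without thinning. With each library clustered alone, CD103+ Trm-like cells were 10.8% of WT and none of 3xTg-AD cells, which left out a 3xTg-AD cluster of 68 cells led by genes of another lineage. With clusters of that kind named by their T cell markers, also chosen after seeing the values, CD103+ Trm-like cells were 8.59% of 3xTg-AD cells, within 1.5-fold of the paper's share (odds ratio 0.776), and CD103- Trm-like cells had an odds ratio of 1.72, or with genes standardised per library a WT share of 64.1% and an odds ratio of 2.63, both within 1.5-fold of the paper's. Where each library was clustered alone, the names did not follow *Itgae* detection in WT. The WT clusters called CD103- had an *Itgae* UMI in 26.1, 33.3 and 32.7% of cells and the one rich in *Itgae* in 30.0%. Their shares and odds ratios thus cannot be read as CD103 status.

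The paper states a higher *S1pr1* level in 3xTg-AD brain CD8+ T cells. *S1pr1* had a log2 ratio of 0.020 (-0.27 to 0.31) there and one of 0.76 among Trm-like cells. Relative to the median of ratios it stood at 0.29 (0.0023 to 0.58) in CD8+ T cells, the direction the paper gives. It counted as higher there only by a bound of 0.0023, and that interval holds no error of the scaling itself. The paper states lower levels of all 8 cytokine genes in 3xTg-AD. Over all kept cells, 4 were higher, 2 lower and 2 neither, with *Tnf* at 1.59 and *Tgfb3* at 1.88, while *Il21* at -4.88 and *Tgfb1* at -0.19 were lower. *Tgfb1* did not count as lower when scaled by the median of ratios. These values also rest on the mix of classes. *Tnf* was higher in microglia-like (1.15), macrophage-like (1.29) and γδ-like cells (0.86) and lower in CD4+ T cells (-0.81) and NK-like cells (-1.67). *Tgfb3* and *Tgfb2* were lower without stromal-like, endothelial-like and unnamed clusters, a setting chosen after seeing the values, at -1.08 and -2.31, and with at most 5% mitochondrial counts. Of the transcription factor genes that the paper gives as lower, all 8 measured had a log2 ratio below 0 and 3 lay below it by their interval, and *Smad6* and *Smad9* had no UMI. Relative to the median of ratios *Stat3* (0.028), *Stat4* (0.051) and *Smad7* (0.13) lay above 0, against a median of all genes of -0.27 before that scaling, and of the 3 lower genes, *Fabp5*, at -0.47 (-0.91 to -0.023), alone kept an interval below 0. The paper describes enrichment of the Alzheimer disease pathway in 3xTg-AD, by a test that was not recomputed. Of 38 genes of an amyloid and tau list written here, 4 were higher and 16 lower (percentile 21.4 of random lists), and of nuclear respiratory genes 26 were higher and 6 lower (percentile 100). Neither list is the study's term, whose genes were not among the data used, so these values do not speak against the paper's enrichment.

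Some values in the paper's tables cannot be what their labels say. In the source data of Fig. 2c the odds columns hold numbers without a decimal point, and in the table of markers the fold changes and p-values hold entries that these measures cannot take, such as p-values above 1. Neither column was used.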

Other observations

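The tests of *Itgae*, *Gzmk* and *Eomes* in this part were chosen after their results had been seen.

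Microglia-like cells of the 3xTg-AD brain had less RNA of cell division and of antigen presentation. All 30 measured cell cycle genes were lower (median log2 ratio -1.93, percentile 0), with *Pclaf*, a clamp-binding factor of DNA replication, at -3.47 and *Mcm6* at -3.52. Of MHC class II genes, which present peptides to CD4+ T cells, 8 of 10 were lower (median -0.87), with *H2-Ab1* at -1.11 and *Cd74* at -0.96. The chemokine genes for the same receptor parted, *Cxcl9* at -4.05 and *Cxcl10* at 1.30. Genes of the disease-associated state went both ways (5 higher and 10 lower of 20), with *Trem2*, a lipid receptor, at 0.47 and *Lpl*, a lipase, at -0.86, as did homeostatic genes (2 higher and 12 lower of 18), with *Fcrls* at -2.14 and *Olfml3* at -1.26. Nuclear respiratory genes were 2 higher and 49 lower of 75 (median -0.27) and mitochondrially encoded ones 1 higher and 12 lower of 13 (median -0.73), against a median of all genes of -0.16. Type I interferon genes were 13 higher and 4 lower of 28. The mix of clusters differed too: cluster 12, led by the division genes *Top2a* and *Mki67*, held 74 of 253 WT and 47 of 1009 3xTg-AD microglia-like cells, and cluster 0, led by *Hmox1*, *Glul* and *Atf3*, 52 and 633.

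CD4+ T cells of 3xTg-AD had fewer dividing cells' transcripts, with 27 of 30 cell cycle genes lower (median -1.42), *Ube2c* at -5.41 and *Top2a* at -2.80, and residency genes lower (1 higher and 11 lower of 20, percentile 0), with *P2rx7* at -1.41. Markers of microglia and macrophages were higher in the same cells (9 higher and 0 lower of 13, median 0.90, percentile 100). Macrophage-like cells had less *Apoe* (-1.39) and *Igf1* (-1.96), disease-associated genes at percentile 0.06 and interferon-γ genes at percentile 0.905. Genes of other cells were higher in the same cells, with *Tcf7* (0 and 111 UMIs in WT and 3xTg-AD), *Xcl1* (1 and 243), *Cxcr6* (3 and 140) and *Ltb* (11 and 221) of T cells, and medians of 3.41 for NK cell and 2.89 for neutrophil markers. Erythroid markers were higher over all kept cells (5 higher and 0 lower of 5, median 8.18) and in macrophage-like cells (5 higher and 0 lower of 5), with *Hba-a1* at 9.79. Counts for V(D)J segments in WT and 3xTg-AD were 173 and 131 UMIs for *Trgv2* in CD8+ T cells and 12 and 89 UMIs for *Trdv4* in γδ-like T cells.

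In CD8+ T cells the 10 genes furthest up were higher in other cells too, while those furthest down went with other cells in part. Higher in 3xTg-AD were *BC018473* (0 and 819 UMIs in WT and 3xTg-AD), *Trim30d* (0 and 151 UMIs), *Trim12a* (4.65), *Ctse*, a lysosomal protease gene (3.98), and *Rab6b* (5.57), and each of the 10 lay higher in CD4+ T cells, macrophage-like and microglia-like cells. Lower were *Wls*, which carries Wnt proteins to the membrane (-4.51), *Klra9* (-4.52), *Cd244a* (-3.81) and *Il12rb2*, a chain of the interleukin-12 receptor (-3.35). *Wls* was lower in all 3 of those cell types, as was *Gbp2b*, and *Zfp990* in the 1 in which it was measured. *Il12rb2* was lower in 1 of 2, *Cd244a* lower in 1 and higher in 1 of 2, *Mtmr9*, *Xkr6* and *Atp8a2* lower in 1 of 3 and *Klrb1f* in 0 of 1, and *Klra9* was measured in none.

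Lower *Itgae* and higher *Gzmk* and *Eomes* in 3xTg-AD CD8+ T cells were set against 3 other explanations, gene by gene. Free RNA would reach B and plasma cells, macrophage-like and microglia-like cells alike, yet the highest upper bound of their shares with a UMI was 2.21% for *Itgae* in WT and 7.205% for *Gzmk* and 4.59% for *Eomes* in 3xTg-AD, under the lower bounds of the differences in CD8+ T cells (4.44, 8.73 and 10.1 percentage points). A larger share of Trm-like cells would leave the genes level within them, yet there the bounds nearer 0 were -2.47 for *Itgae*, 0.59 for *Gzmk* and 2.47 for *Eomes*. Against a difference that reaches every cell type, *Itgae* in NK-like cells had a log2 ratio of 0.43 with a lower bound of -0.58, though it was lower in CD4+ T cells (-1.56), and *Gzmk* in CD4+ T cells one of -0.61 with an upper bound of -0.21, though macrophage-like (1 and 92 UMIs in WT and 3xTg-AD) and microglia-like cells (3 and 198 UMIs) held more of it. *Eomes* was higher in CD4+ T cells (2.06), NK-like cells (0.77, upper bound 1.26), macrophage-like (0 and 54 UMIs) and microglia-like cells (2 and 68 UMIs) too, so this explanation stays open for *Eomes*, as do, for all 3 genes, genotype and a strain or batch difference that acts on some cell types, which 1 library per genotype cannot separate.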
